# ADAR1 RNA editing regulates endothelial cell functions via the MDA-5 RNA sensing signaling pathway

**DOI:** 10.26508/lsa.202101191

**Published:** 2021-12-30

**Authors:** Xinfeng Guo, Silvia Liu, Rose Yan, Vy Nguyen, Mazen Zenati, Timothy R Billiar, Qingde Wang

## Abstract

The RNA-sensing signaling pathway has been well studied as an essential antiviral mechanism of innate immunity. However, its role in non-infected cells is yet to be thoroughly characterized. Here, we demonstrated that the RNA sensing signaling pathway also reacts to the endogenous cellular RNAs in endothelial cells (ECs), and this reaction is regulated by the RNA-editing enzyme ADAR1. Cellular RNA sequencing analysis showed that EC RNAs endure extensive RNA editing, especially in the RNA transcripts of short interspersed nuclear elements. The EC-specific deletion of ADAR1 dramatically reduced the editing level on short interspersed nuclear element RNAs, resulting in newborn death in mice with damage evident in multiple organs. Genome-wide gene expression analysis revealed a prominent innate immune activation with a dramatically elevated expression of interferon-stimulated genes. However, blocking the RNA sensing signaling pathway by deletion of the cellular RNA receptor MDA-5 prevented interferon-stimulated gene expression and rescued the newborn mice from death. This evidence demonstrated that the RNA-editing/RNA-sensing signaling pathway dramatically modulates EC function, representing a novel molecular mechanism for the regulation of EC functions.

## Abstract (precis)

Cellular RNA transcripts in endothelial cells, especially the SINE RNAs, need extensive editing by the A-to-I RNA editing enzyme ADAR1, which is essential for neonatal survival by regulating the MDA-5–mediated RNA-sensing signaling pathway.

## Introduction

The cytosolic RNA-sensing signaling pathway is an important antiviral innate immune mechanism that responds to invading viral RNAs, leading to type I IFN and interferon stimulated gene (ISG) expressions (1, 2). Deregulation of this signaling pathway may result in autoimmune diseases if it reacts to cellular self RNAs (3, 4). It has been found that deficiency of the RNA-editing enzyme ADAR1 activates this innate immune signaling pathway and enhances ISG expression in mouse embryos (5, 6). RNA editing, specifically the A-to-I RNA editing catalyzed by ADAR1, acts as an essential regulator in innate immune homeostasis. However, the role of this innate immune signaling pathway in non-infected cells for a specific cellular function has not been well characterized. As a posttranscriptional process, ADAR1-catalyzed RNA editing converts adenosine to inosine in cellular RNA transcripts at the regions with double-stranded structures (7, 8). It changes protein codons or splicing sites in mRNA, alters sequences within regulating small RNAs, and modifies the structure of dsRNA (9, 10). Emerging studies have shown that ADAR1 and RNA editing play essential roles in different cell types of cardiovascular tissues (11, 12, 13, 14), including cardiomyocytes (15, 16), vascular smooth muscle cells (12), and endothelial cells (ECs) (13). However, the mechanism of RNA editing in these cells has not been well defined.

ADAR1 has been shown to edit the transcripts for smooth muscle myosin heavy chain and α-actin to suppress their expression in vascular smooth muscle cells in phenotypic modulation and vascular remodeling in a mouse model (12). ADAR1’s function in ECs was found to be associated with editing on specific RNA substrates such as cathepsin S (CTSS) (12) and miRNA487b (17). It was reported that ADAR1 carries out RNA editing in the 3′ UTRs of CTSS mRNA, regulating the RNA stability and expression level of this angiogenesis- and atherosclerosis-associated protease (13). ADAR1 levels and the extent of CTSS RNA editing are associated with changes in cathepsin S levels in patients with atherosclerotic vascular diseases, including subclinical atherosclerosis, coronary artery disease, aortic aneurysms, and advanced carotid atherosclerotic disease (13). These studies on cardiovascular cells suggest that a change in coded protein expression level, such as α-actin or CTSS, which are not known to be involved with immune regulation, is responsible for the effect of ADAR1 RNA editing. However, ADAR1 contributes to the editing at more than 100 million A-to-I editing sites, and most of them are identified in noncoding regions (18, 19), meaning that it is unlikely ADAR1 function is limited to some specific proteins. We and others have demonstrated that the major mechanism of ADAR1 function is to regulate innate immune activations (5, 6, 20, 21, 22). Nevertheless, whether the innate immune signaling pathway regulated by RNA editing plays a role in the cardiovascular cells and the underlying molecular mechanism has not been determined. In this study, through a series of analyses on variant KO mouse models and genome wide RNA sequence analysis, we demonstrated that the cytosolic RNA-sensing signaling pathway plays a critical role in ECs, and activation of this pathway is regulated by the endogenous RNAs edited by ADAR1. Specific deletion of ADAR1 in ECs causes neonatal mouse death with innate immune activation and immense EC ISG expression. The cellular function of ECs was dramatically impaired after ADAR1 deletion. Genome-wide RNA-seq analysis revealed that EC cellular RNA undergoes extensive RNA editing by ADAR1, especially in the RNA transcripts of short interspersed nuclear elements (SINEs). We found insufficient editing in these SINE transcripts in ADAR1-deficient ECs with RNA-sensing signaling pathway activation. Moreover, we demonstrated that blocking the RNA-sensing pathway via genetic deletion of the cellular RNA receptor MDA-5 reversed the ISG expression and completely rescued the mice from death. Without MDA-5 in ECs, the insufficiently edited cellular RNAs can be tolerated in mice. These findings demonstrated that the MDA-5 initiated RNA-sensing signaling pathway of innate immunity plays a critical role in the regulation of EC functions.

## Results

### EC-specific deletion of ADAR1 leads to postnatal death in mice

To delineate the specific function of ADAR1 in ECs and to determine the underlying molecular mechanism, we generated an EC-specific ADAR1 KO mouse model by crossing *VE-Cadherin-Cre* (*Chd5-Cre*) (23) and floxed *ADAR1* mice. Specifically, the VEN7 colony of *Chd5-Cre* transgenic mice was used in this study, as Cre activity in this colony has been reported to be more specific to ECs, including embryonic ECs, than other available Cre mouse lines (23). From F1 mice, we selected *ADAR1 wt/Lox; Cre*^*+*^ genotype to breed with *ADAR1 Lox/Lox; Cre*^*−*^ to produce the *ADAR1* homozygous and *Chd5-Cre*^*+*^ mice for analysis. The presence of the *Cre* transgene and the heterozygous or homozygous floxed *ADAR1* gene was identified within the progenies using a PCR approach (Fig 1A and B). The genotype of *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ was selected as the EC-specific *ADAR1* KO mice, referred to as ADAR1^EC-KO^ mice, whereas the littermates with *Lox/Lox; Cre*^*−*^ and *ADAR1 wt/Lox; Cre*^*+*^ genotype were used as controls. In contrast to germline *ADAR1* KO mice, which die in the embryonic stage at E11.5-12.0 d (6, 24, 25), *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ mice were born alive. However, 75% of these *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ pups died within 3 wk (Fig 1C). Obvious cyanotic signs were present after birth in some pups and became more evident before death (Fig 1D). Genotypic analysis showed that only the *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ mice died early. Growth retardation was also evident in the second or third week of life, with the most severely affected is only one-third the size of their littermates (Fig 1E). Those *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ mice surviving beyond 3 wk quickly caught up and achieved body sizes comparable to their littermates by 8–10 wk. The adult male and female ADAR1^EC-KO^ mice were fertile.

**Figure 1.**
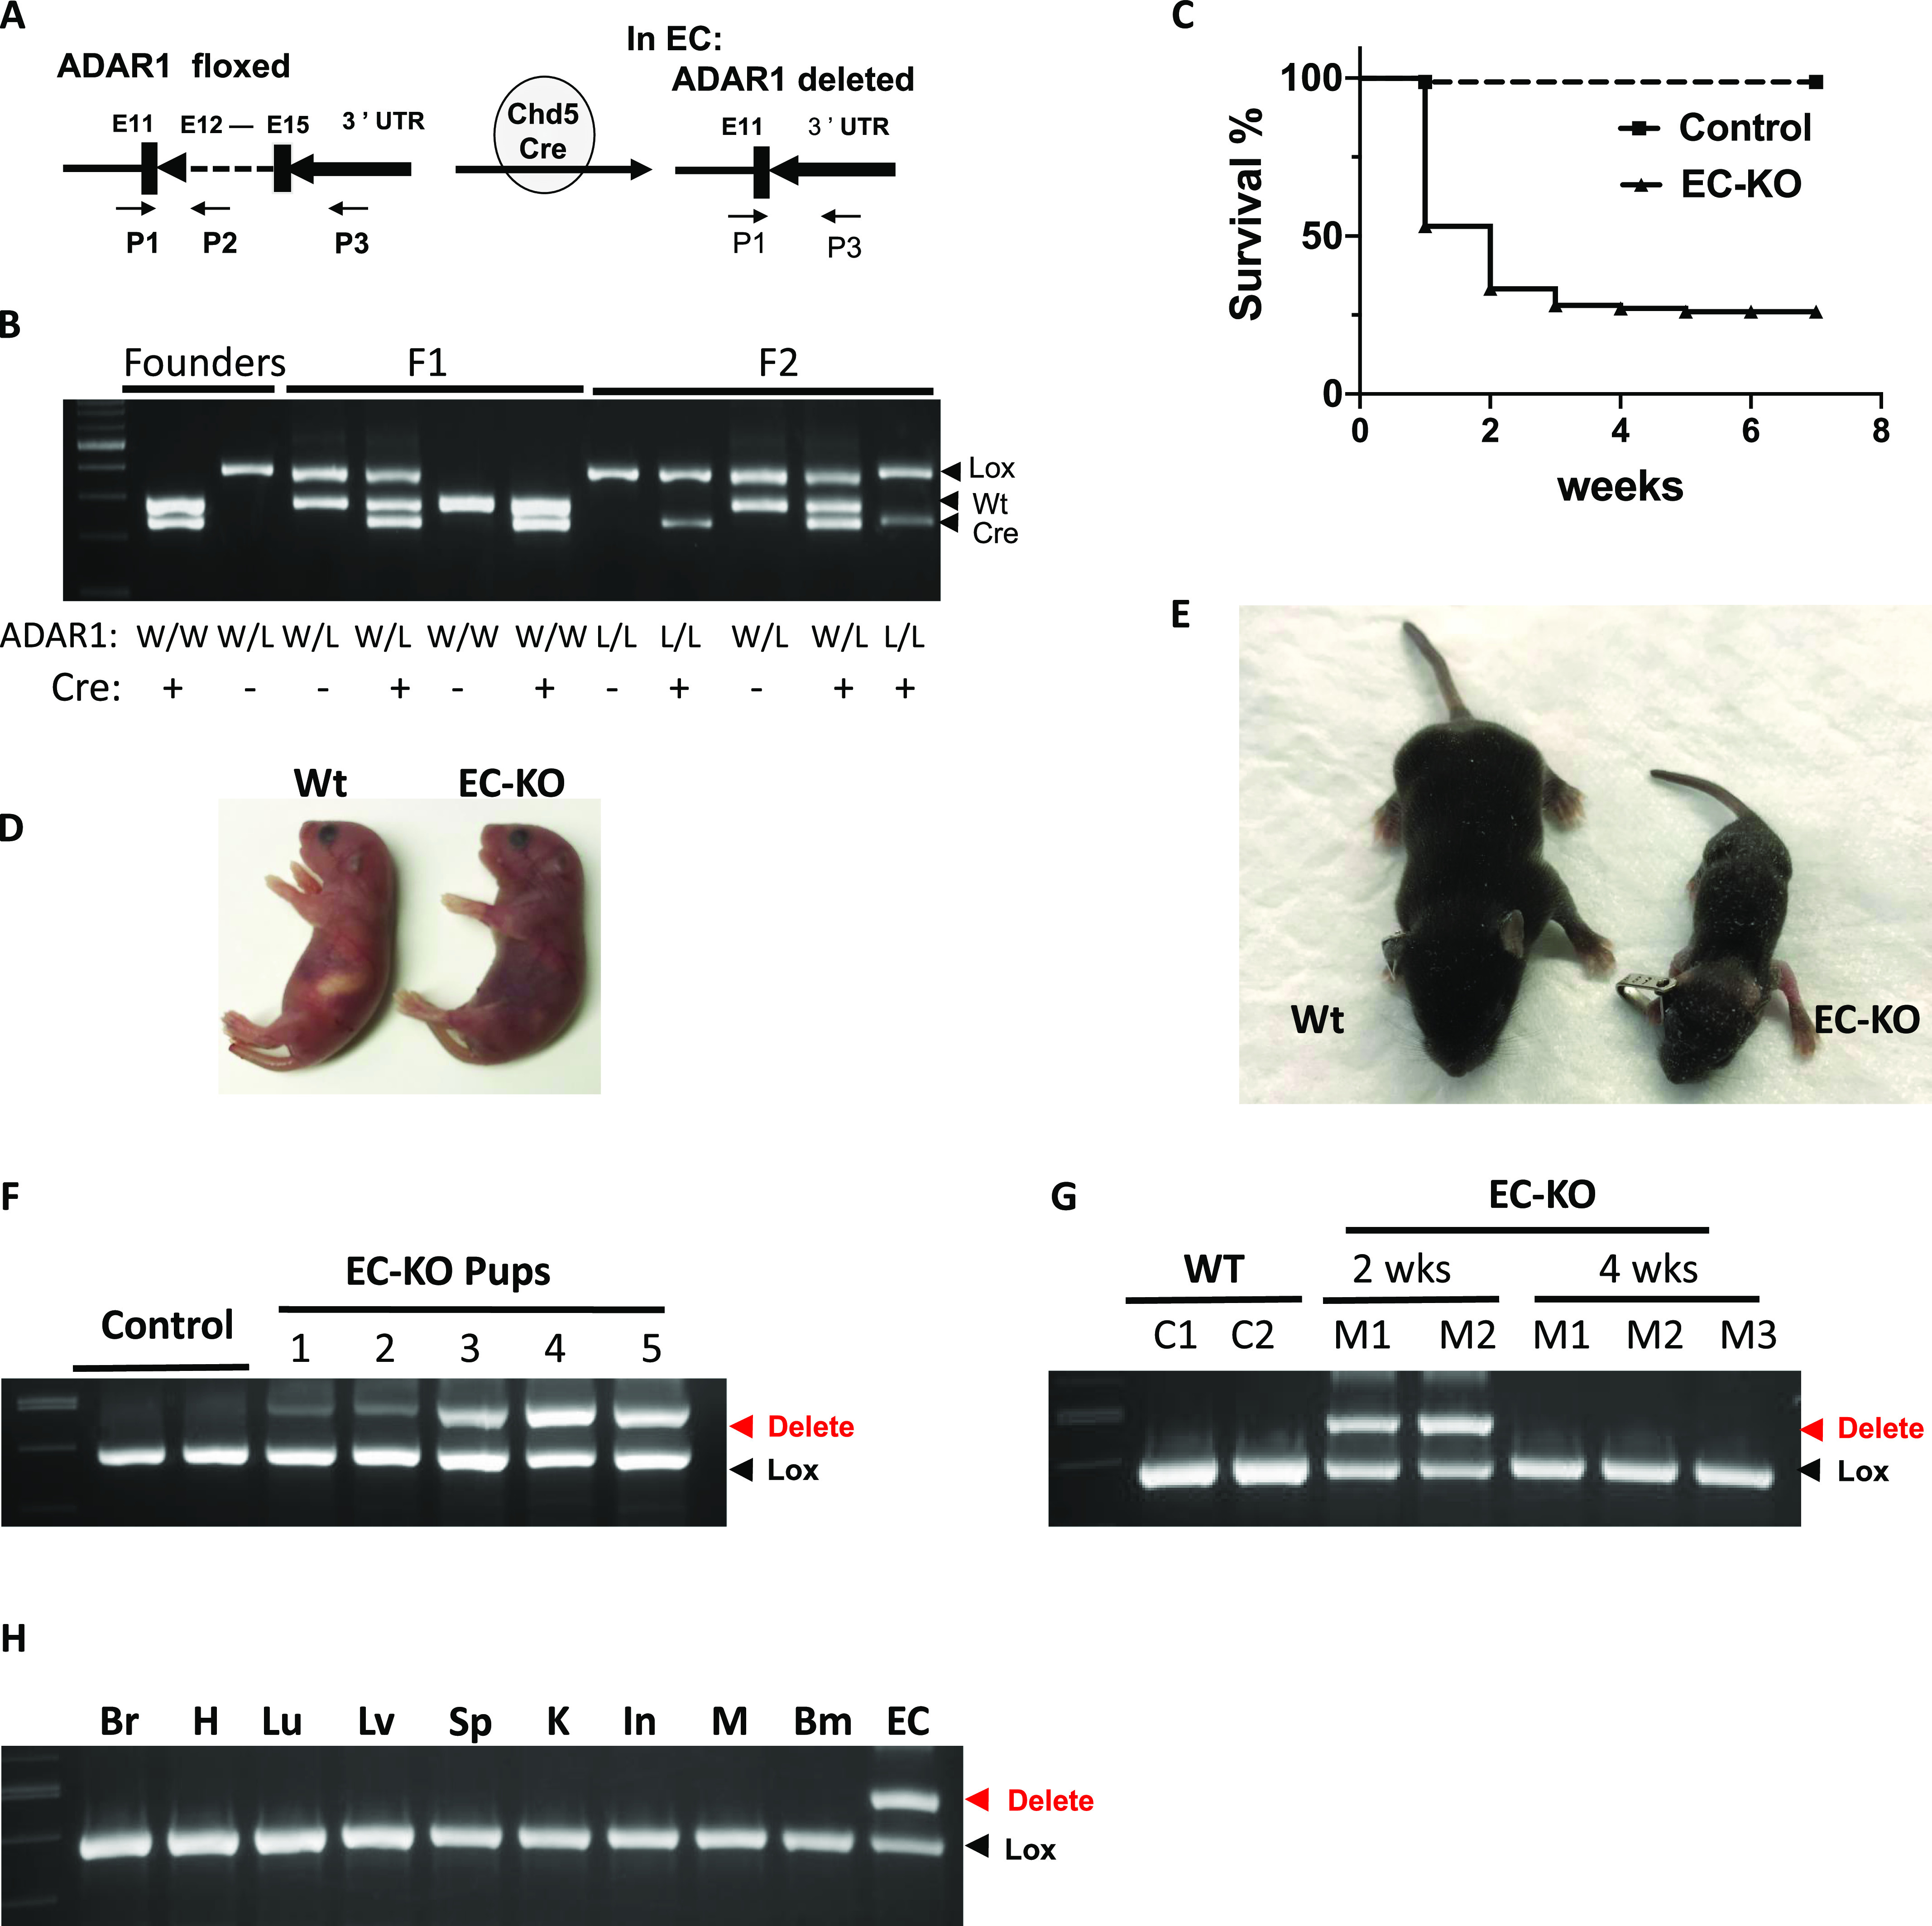
Endothelial cell(EC)–specific deletion of ADAR1 causes postnatal death in mice. **(A)** EC-specific deletion of the *ADAR1* gene at exon 12–15 is mediated by *Cre* recombinase, which is driven by cadherin 5 promoter (VE-cadherin). The VEN7 transgenic mouse colony was used in this study. P1, P2, and P3 primers used for genotype analysis are indicated by the arrows. The PCR with mixed primer of these three was used to determine the relative quantity of floxed and deleted *ADAR1* alleles. **(B)** Typical genotyping analysis of founder, F1, and F2 progenies is shown in panel (B). **(C)** Half of the *EC-KO* pups (ADAR1 *Lox/Lox; Cdh5-Cre*^*+*^) died within 1 wk after birth, and about 75% died within 3 wk. **(D)** Cyanotic signs developed in some of the newborn pups, which became severe before they died. Shown here is an EC-KO pup with its *wild type* littermate at day 2 after birth. **(E)** Growth was severely retarded in some of the EC-KO pups, which usually cannot survive. **(E)** Shown in panel (E) is one EC-KO pup with its littermate at two and half week after birth. **(F)** PCR analysis of *ADAR1* gene deletion in ECs isolated from 1 wk old EC-KO pups shows dramatic variation in different mice. **(G)** ECs isolated from EC-KO mice that survived to 4 wk of age were analyzed for *ADAR1* gene deletion by PCR and compared with EC-KO mice at 2 wk of age. No obvious deletion was observed in 4-wk-old mice. **(H)** *ADAR1* gene deletion in brain, heart (H), lung (Lu), liver (Lv), kidney (K), intestine (In), muscle (M), bone marrow (Bm), and lung ECs was analyzed; *ADAR1* deletion was shown to only have occurred in ECs.

To determine why some *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ pups survived beyond 3 wk while others perished, we assessed *ADAR1* deletion efficiency among *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ pups. Although the activity of *Chd5-Cre* was reported to start as early as E7.5 d during embryogenesis and progress to nearly complete penetration by E14.5 d (23), we found that only a partial deletion of *ADAR1* gene was achieved in *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ pups, and the degree of *ADAR1* gene deletion in different mice varied significantly, even in pups from the same litters. As tested by semi-quantitative PCR, the deletion rates ranged from 20 to 70% in isolated lung ECs (Fig 1F). Thus, even partial deletion of ADAR1 in ECs led to postnatal lethality in mice. Furthermore, we found that *ADAR1* gene deletion was not detectable in ECs isolated from the *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ mice survived beyond 3 wk (Fig 1G), indicating the Cre-mediated *ADAR1* gene recombination was inactivated in these mice. Survival of these mice was associated with the inactivation of the *Cre* transgene rather than tolerance of the absence of ADAR1.

It is known that ADAR1 deletion in hematopoietic cells leads to mouse death (24, 25, 26, 27), and nonspecific expression of *Chd5-Cre* may occur in some hematopoietic cells as previously reported (23). To clarify whether the *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ newborn death was due to *ADAR1* gene deletion in hematopoietic and other cell types, we characterized *ADAR1* gene deletion in various tissues and cell types to confirm the specificity of ADAR1 deletion in ECs. ECs from lung tissue with >95% purity (Fig S1), together with DNA samples from other tissues, were analyzed for *ADAR1* gene deletion relative to undeleted allele. The signal for deletion was observed in ECs as tested in 2 wk-old *ADAR1 Lox/Lox; Cdh5-Cre*^*+*^ pups; and no apparent ADAR1 deletion was observed in any non-EC DNA samples, including bone marrow cells (Fig 1H), whereas the deletion signaling was detected by the PCR with specific primers for the deleted allele in the highly vascularized organs (Fig S7). These findings support the conclusion that the detrimental phenotypes of this mouse model were due to ADAR1 deficiency caused functional defect of ECs.

**Figure S1.**
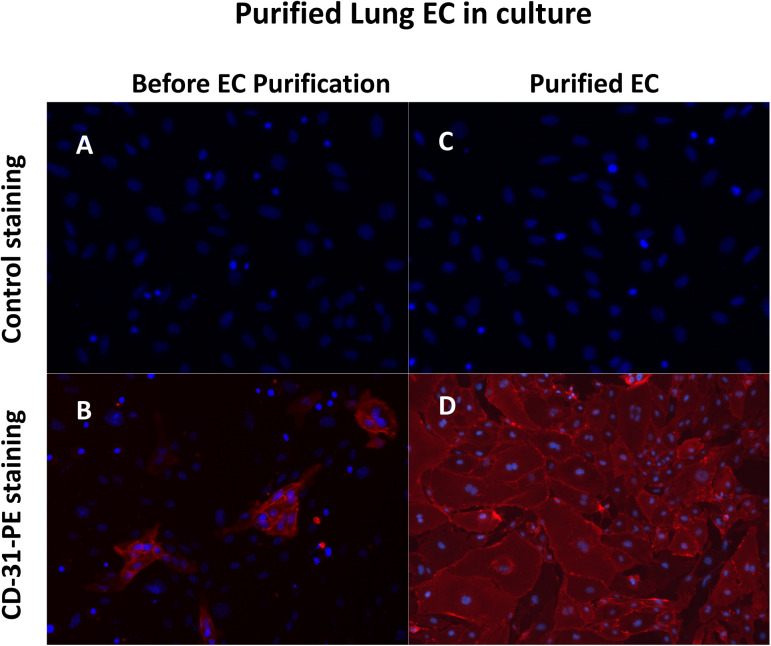
CD31 staining of endothelial cells (ECs) isolated from mouse lungs cultured in vitro. Primary ECs were isolated from 1- to 2-wk-old mice using CD31 and ICAM-2 double positive magnetic beads selections and cultured in vitro with EC culturing medium. Then the cells were stained with PE-conjugated CD31 antibody to monitor the purity of the isolated ECs. Almost all the cells were stained positively. Hoechst 33342 was used to show the nuclei. **(A, B)** Panel (A, B) show the cells of the lung tissues before EC isolation. Only a small portion of the cells were stained by CD31. **(C, D)** Panel (C, D) show the isolated ECs. Almost all the cells were CD31 positive cells.

### Deletion of ADAR1 in ECs causes multiple organ injury in ADAR1^EC-KO^ mice

To determine the organ-specific impact of ADAR1 deletion, gross and microscopic analyses were performed perimortem and postmortem in ADAR1^EC-KO^ mice. Consistent with the cyanotic phenotype, the most notable observed abnormality in the lungs was severe atelectasis involving either one or both lungs in all ADAR1^EC-KO^ mice that died within 3 wks of birth. In the most severe case, one side of the entire lung had completely collapsed (Figs 2A and S2). We often observed serous pleural fluid accumulated in the pleural cavities of mice with lung collapse, whereas in the control mice, pleural fluid accumulation was not observed. Partial atelectasis was observed in the ADAR1^EC-KO^ pups even not showing stress (Fig S2). HE staining of lung sections showed that many alveoli were collapsed and that the total air space was dramatically reduced (Fig 2B and C). The livers of deceased mice exhibited obvious pale patches on the surface, indicating patchy necrosis. Liver tissue sections showed areas with injured hepatocytes and cell death interspersed in otherwise relatively normal areas (Fig 2C). Less frequently, edematous small intestine was observed in some of the mice, with pathology studies showing shortened and scarce villi (Fig 2C). Although the kidney did not demonstrate gross abnormalities, tissue sections revealed disrupted structures with dramatically dilated blood vessels. The cortical thickness was decreased, and the medullar structure was distorted by empty spaces. We used EC marker CD31 antibody to stain the tissue sections and found that ECs were stained by CD31 antibody lining the enlarged tubular structures, confirming the spaces were dilated or enlarged blood vessels (Fig 2D). This vascular engorgement was also observed in liver tissues (Fig 2D). In contrast, morphologic changes in the brain, heart, spleen, muscle, and skin were not as dramatic as those seen in the lung, kidney, and liver.

**Figure 2.**
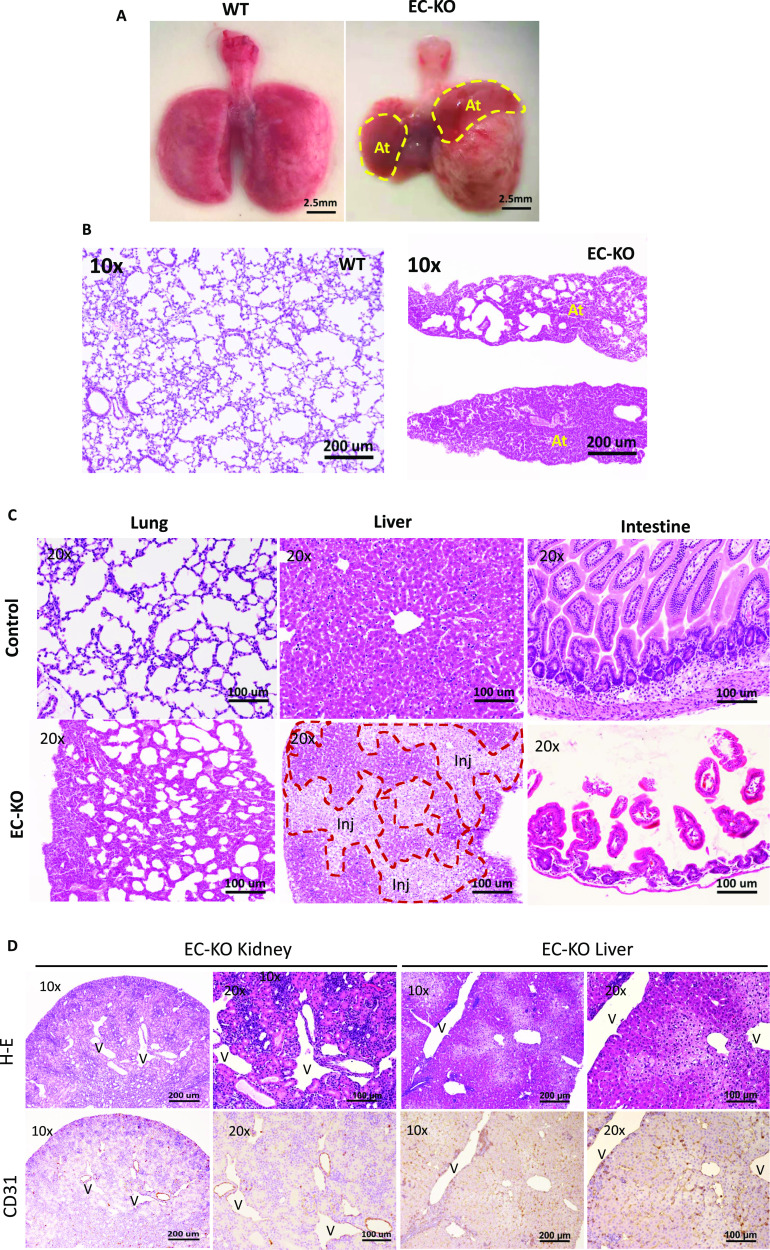
Multiple organ injuries in endothelial cell-KO mice. **(A)** Severe atelectasis occurred in all ADAR1^EC-KO^ mice that died within 3 wk of birth. Panel (A) shows the postmortem lungs of an ADAR1^EC-KO^ mouse and a wild-type mouse at two and a half weeks of age. The circles indicate the collapsed areas. The right lung almost completely collapsed. At, atelectasis area. **(B)** HE-stained lung sections of ADAR1^EC-KO^ mice show many alveoli were collapsed, and total air space was dramatically reduced. “At,” indicate the areas with complete atelectasis. **(C)** The microscopic analysis found apparent morphologic changes in multiple organs, including the lungs, liver, and intestine. On the liver sections, areas of injured and necrotic hepatocytes were scattered in the relatively normal hepatocyte areas. The injured and necrotic areas were circled and labeled with “Inj.” On the small intestine sections, villi became scarce, and the length of the villi was dramatically decreased with structure interrupted. The scale bar is 100 μm. **(D)** On the H-E–stained sections of the kidney and liver, the tissue structures were disrupted by the tubule-like empty spaces. CD31 antibody staining showed the tubule spaces were lined by the endothelial cells with CD31 positive staining, confirming they were dilated-blood vessels. “V,” indicates the enlarged vessel structures. Images were taken with 10× and 20× objective magnifications as indicated. Scale bars are 200 and 100 μm, respectively.

**Figure S2.**
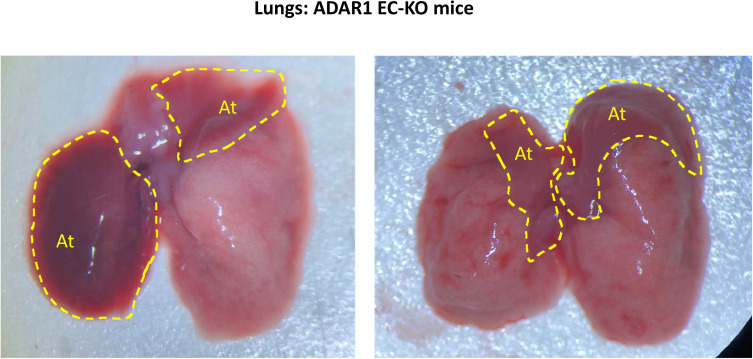
Gross appearance of the collapsed lungs of ADAR1^EC-KO^ mice. Severe atelectasis was often observed in perimortem or postmortem analysis of ADAR1^EC-KO^ mice. Either one or both lungs were involved. Here shows the postmortem lungs of the ADAR1^EC-KO^ mice at two and a half weeks of age. The circles indicate the collapsed areas. At, indicated atelectasis areas.

### Innate immune activation in ADAR1-deficient ECs

To determine the molecular basis that caused detrimental tissue injuries, we investigated potential signaling pathway activations in ADAR1-deficient ECs. Previous studies showed that *ADAR1* gene deletion causes activation of the IFN-signaling pathway and elevation of ISG expression (5, 6, 28). We sought to determine whether ADAR1 deletion in ECs also leads to activation of the IFN-signaling pathway. A panel of ISGs was assessed with real-time RT-PCR in primary ECs isolated from the lungs of ADAR1^EC-KO^ newborns. Of the 23 ISGs in the panel, 16 genes were significantly up-regulated up to 1,000-fold, including *Rsad-2,* *CCL-5,* *Ifit-3b,* *Ifit-1,* and *Mx-2* (Fig 3A). As described above, only a portion of the EC population isolated from ADAR1^EC-KO^ mice was ADAR1-deficient. To confirm that the elevated ISG expression was specifically attributable to *ADAR1* deletion, we need an EC population in which the ADAR1 gene is efficiently deleted. We developed an in vitro method for the efficient deletion of the *ADAR1* gene in cultured ECs. First, we isolated ECs from an inducible ADAR1 KO (i-KO) mouse model described previously (22, 28, 29, 30, 31, 32, 33). Cells from i-KO mice can be induced to delete the *ADAR1* gene in vitro by adding tamoxifen (TM) to the culture medium (22, 28). We confirmed that more than 90% *ADAR1* gene was deleted in cultured i-KO ECs 48 h after TM treatment. The RNAs from the TM treated and non-treated ECs were analyzed for ISG expression (Fig 3B). We selected the seven most highly expressed ISGs to be tested for their expression levels in these i-KO ECs. The increased ISG levels in the TM treated i-KO ECs were consistent with the results from the ECs isolated from EC^ADAR1-KO^ mice, and *Rsad-2,* *CCL-5,* *Ifit-3b,* *Ifit-1*, and *Mx-2* remained the most highly expressed genes (Fig 3B).

**Figure 3.**
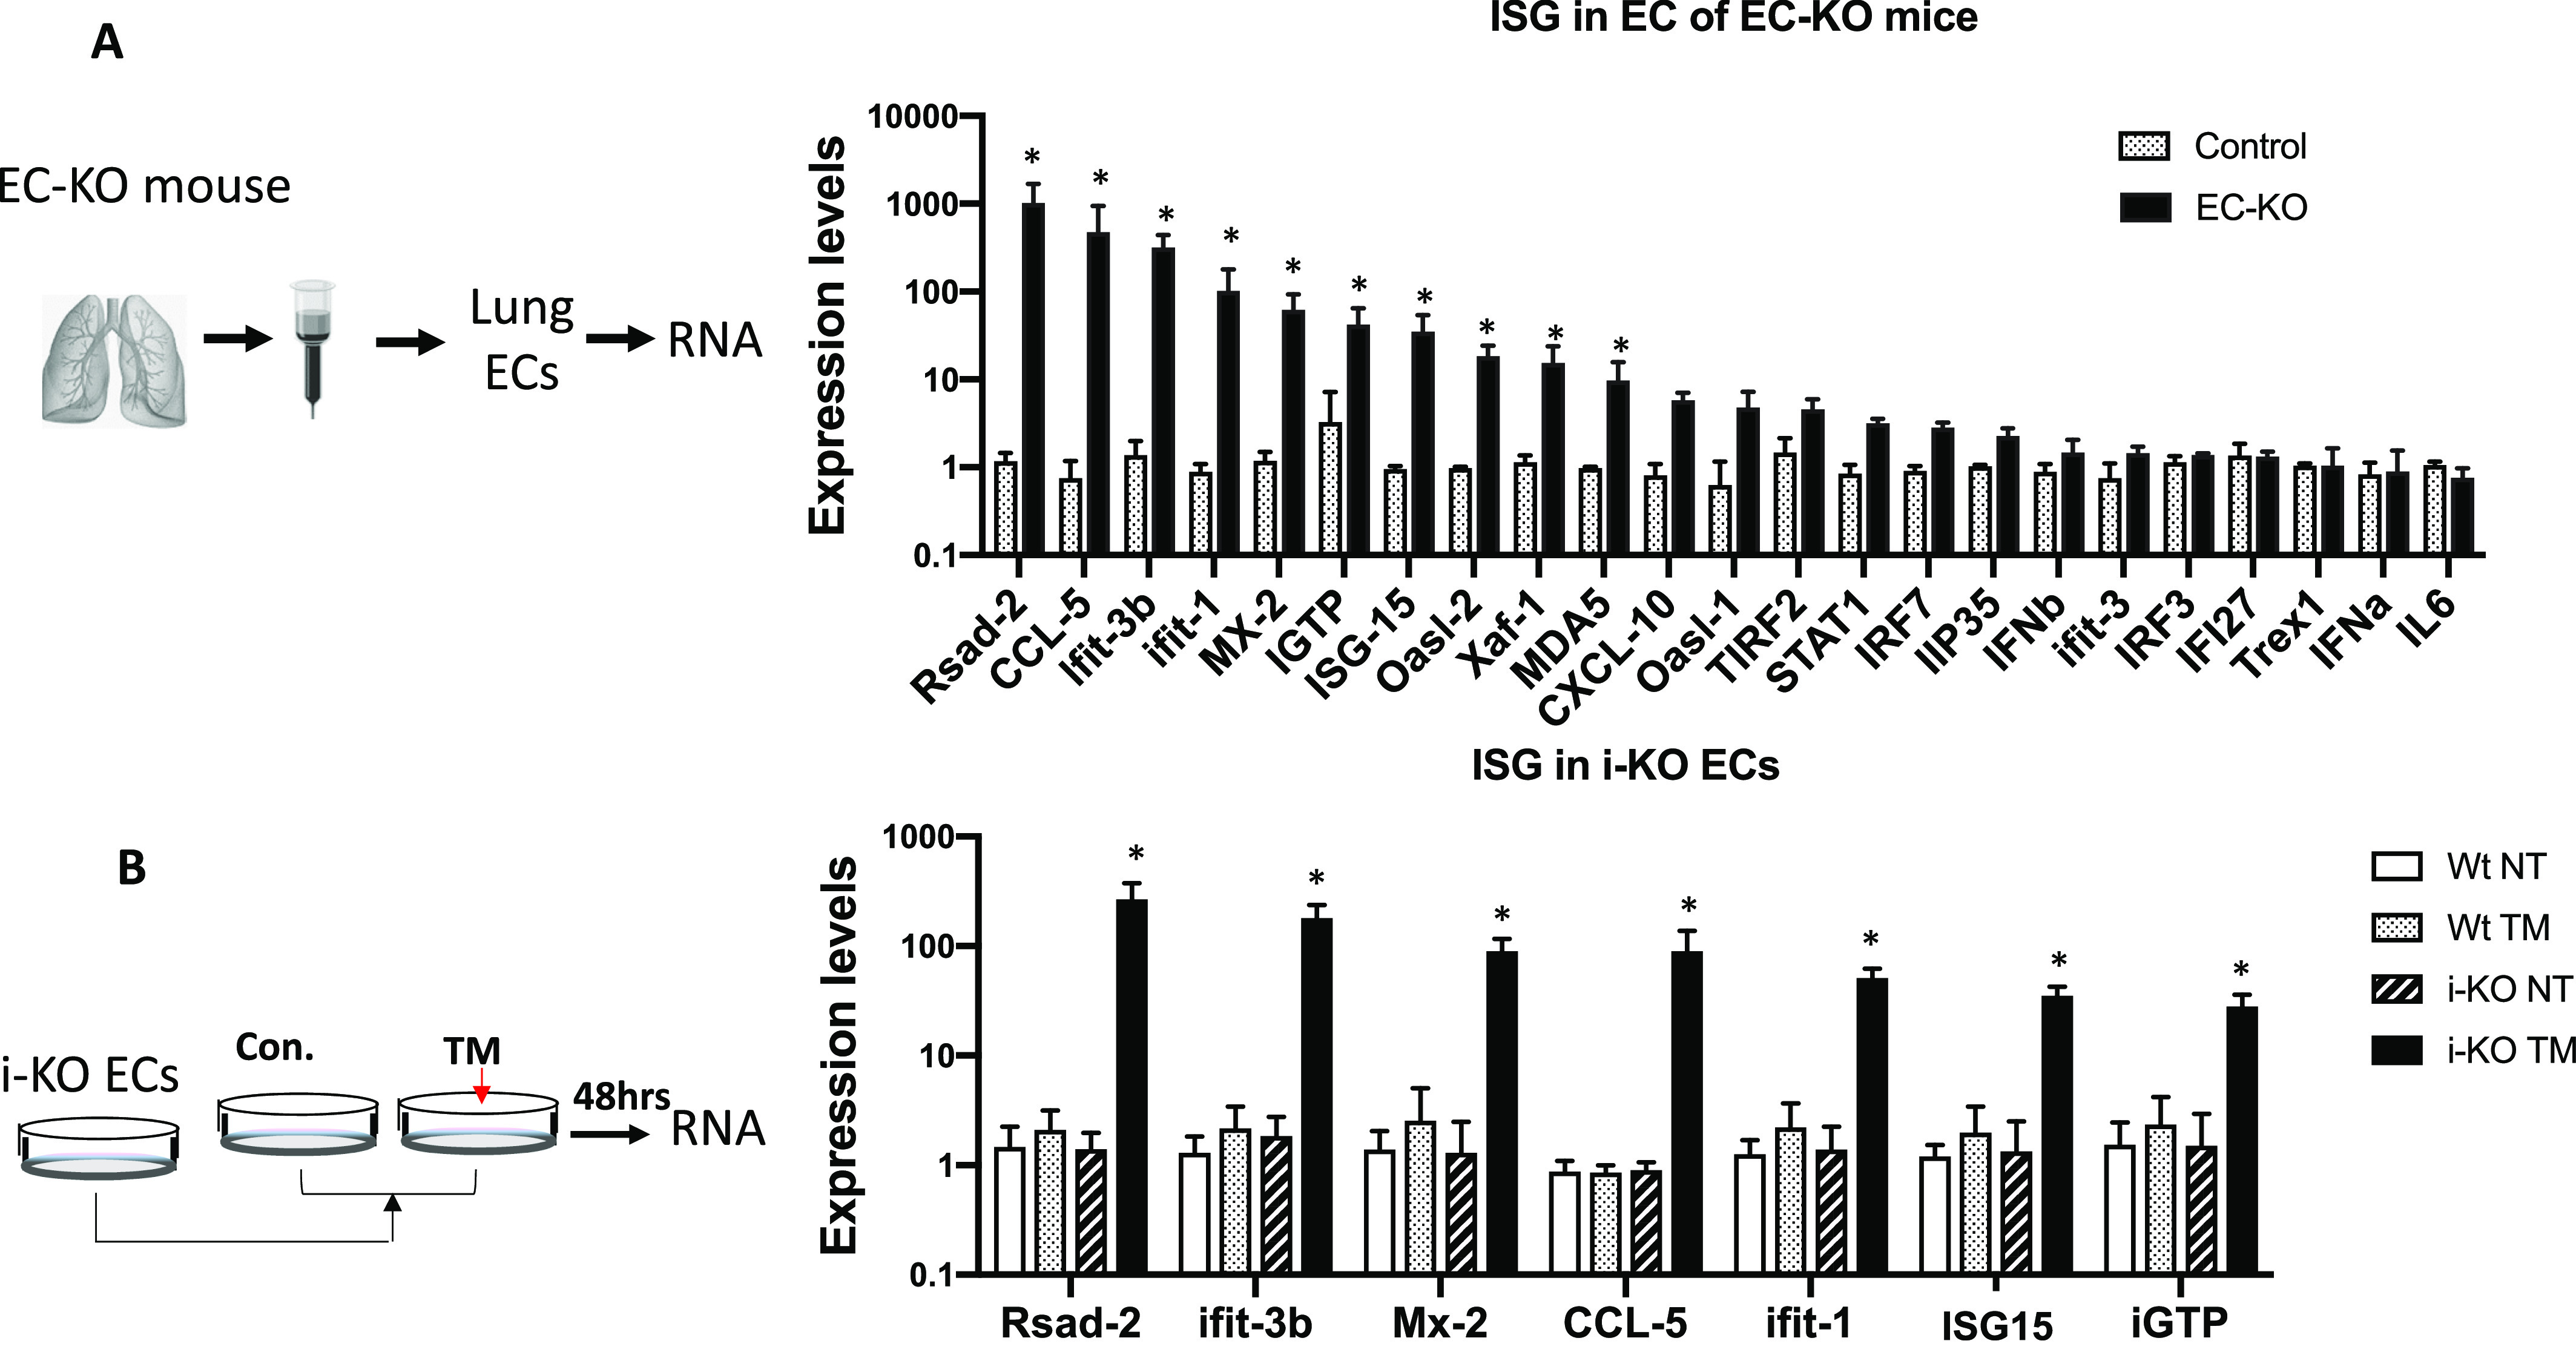
Up-regulated interferon-stimulated gene (ISG) expression in ADAR1-deficient endothelial cells (ECs). **(A)** ECs isolated from ADAR1^EC-KO^ mice were analyzed for ISG expression levels. Real-time RT-PCR was used to quantify a panel of 23 ISG expression activities. Significantly increased expression was observed in 16 genes in the cells of EC-KO mice compared with the littermate controls. *P* < 0.05, n = 3 (control) and 4–6 (EC-KO). **(B)** Expression of seven selected ISGs was also quantified in cultured ECs isolated from inducible ADAR1 KO (i-KO) mice. *ADAR1* gene deletion was induced by adding tamoxifen to the culture medium. Non-induced ECs (NT) and ECs isolated from *wild typ*e mice were used as controls. The expression of all these genes was significantly increased in tamoxifen-treated i-KO ECs. *P* < 0.05, n = 3 (control) and 3–4 (i-KO). RNA expression levels were determined using the ∆∆Ct method with average of *GAPDH* and *HPRT* as endogenous control.

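Lung ECs were taken from 2 inducible ADAR1 KO (i-KO) mice, in which tamoxifen (TM) switches on a Cre recombinase that cuts the floxed part of the ADAR1 gene out. A TM-treated and a non-induced (CON) culture of each mouse gave 4 RNA libraries, named EC1 CON, EC1 TM, EC2 CON and EC2 TM, so that n = 2 per group and the groups are paired by mouse. The authors depleted ribosomal RNA, sequenced 101-base read pairs, aligned them to mm10 with STAR, counted them on genes with HTSeq, and deposited the raw counts of 24421 genes without normalization. Between 1095488 and 1778732 counts per library fell on genes, which was 0.823% to 0.858% of the total over all rows of each count table, 131796753 to 207323870. A further 92.8% to 93.9% of each total was counted on no gene, and 5.29% to 6.32% came from alignments that were not unique. Of the genes, 24045 were matched to the annotation GENCODE vM21, and 24.2% of these share bases with an exon of another gene on the opposite strand. That group held 74.2% to 79.1% of the counts on genes. For genes with no such exon, the median count was 0.219% to 0.316% of the read pairs that the depth at their exonic sites in the deposited site table implied. In genes with such an exon, the count followed the depth of the opposite gene more closely than that of the own gene. The difference in rank correlation was at least 0.211 in the 4 libraries. Reads may thus have been counted on the strand opposite to the transcript, so a count need not follow the gene's own transcript. The precision of low counts was limited as well, with 66 to 128 counts for Gapdh and 231 to 488 for Actb. A count of 0 allowed up to 3 counts, or 1.69 to 2.74 CPM. Counts were scaled by edgeR's TMM method, with CPM for counts per 1000000 counts on genes, and TM was compared with CON by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 7899 genes kept by its filter on low counts. Log2 fold changes are given as TM over CON with their standard errors.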

For a complete gene expression profile analysis, we carried out a genome-wide RNA-seq and bioinformatics analysis on EC RNAs. Two i-KO mice from independent litters were used for EC isolation, and cells from these two mice were induced with TM to delete the *ADAR1* gene. The RNAs of these treated cells, together with RNAs of the control non-induced ECs (CON) were analyzed in parallel (Fig 4A). 

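Adar, the gene of ADAR1, was read in every library first. Its transcript with 15 exons in GENCODE vM21 spans positions 89715022 to 89753446 of chromosome 3 in mm10, and exons are numbered in that transcript. Read depth was taken from the variant sites that the deposited site table lists in each exon, without a replicate check inside a library. In exons 12 to 14, EC1 CON had 3 listed sites with a median depth of 145 reads and EC1 TM had no listed site. EC2 CON had 1 listed site of 169 reads there and EC2 TM had 2 with a median of 65.5 reads. Per 100000000 reads this was a depth of 118 in EC2 CON and 31.6 in EC2 TM, or 0.268 times the CON value. In exon 15, which holds the 3′ UTR, the median depth was 99 reads in EC1 CON and 422 in EC1 TM, and 156 in EC2 CON and 835 in EC2 TM. The count over the whole gene, part of which shares bases with an exon of Chrnb2 on the opposite strand, was 9 in EC1 CON, 47 in EC1 TM, 16 in EC2 CON and 71 in EC2 TM. Its log2 fold change was 1.87 (standard error 0.45, adjusted p = 0.00609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in both mice). Under DESeq2 the log2 fold change was also 1.87 but did not pass the threshold of 0.05.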

Efficient *ADAR1* gene deletion of exons 12–15 was confirmed by RNA read alignment (Fig 4B). Genome-wide gene expression profiles were analyzed across the four libraries. 

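Principal components were computed on log2 CPM of the 7899 genes kept by edgeR's filter, centred per gene. The first component held 62.0% of the variance and placed EC1 CON at -34.7 and EC2 CON at -37.3 on one side, and EC1 TM at 36.6 and EC2 TM at 35.3 on the other. On this component the distance between the groups was far larger than that between the mice within a group. The second component, with 22.1% of the variance, separated the mice, with EC1 at 22.8 and 20.2 and EC2 at -21.6 and -21.3 for CON and TM. The third held the remaining 15.9%. Across genes, the log2 CPM of the CON libraries correlated with r = 0.942 and those of the TM libraries with r = 0.939, against 0.876 and 0.879 between CON and TM of the same mouse. Genes are not independent replicates, so these values describe the libraries.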

As shown in Fig 4C, principal component analysis showed that cells from two independent mice were clearly grouped by control and TM treatment. 

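At an adjusted p at or under 0.05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 612 of the 7899 genes, 347 higher and 265 lower in TM, and 1621 genes had an unadjusted p under 0.05. The biological coefficient of variation was 0.233. The alternative that moved the count most was the mouse as a replicate block in edgeR, which called 1184 genes, 600 higher and 584 lower. DESeq2, the tool the authors used, called 362 genes, 234 higher and 128 lower. Of the genes in the paper's Table S1, 343 were called by edgeR. A fold limit of 1.5 removed no gene. Of the called genes, 268 (43.8%) have an exon of another gene on the opposite strand, against 41.8% of the other tested genes. The 5 genes with the largest fitted rise had at most 3 counts in every CON library, so their folds are lower bounds and their order holds for the fitted value only. CPM of 4933433H22Rik were at least 20.3-fold higher in TM, those of Oas1h at least 19.7-fold, Mx2 at least 12.0-fold, Cd274 at least 9.80-fold and Zbp1 at least 8.23-fold. With the mouse as a replicate block in DESeq2, 4933433H22Rik, Mx2 and Cd274 did not pass the threshold, Oas1h did, and Zbp1 was given no call. Among the 5 genes with the largest fitted fall, Lrrc10b was at least 4.69-fold lower in TM, Kbtbd11 at least 10.8-fold lower and Ephb1, which did not pass under DESeq2, at least 5.93-fold lower. Cyb561 had a log2 fold change of -3.97 (standard error 0.56, adjusted p = 7.31e-06 from edgeR) and Fam189a1 of -3.95 (standard error 0.62, adjusted p = 3.99e-05 from edgeR).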

Differential expression analysis was then applied to the CON and TM groups, and the levels of 365 genes were significantly different (differentially expressed gene, DEG) in TM-induced ECs versus control ECs, including 236 up-regulated and 129 down-regulated genes (Fig 4D and Table S1). We further performed Ingenuity Pathway Analysis on the DEGs to detect pathways enriched by these genes. 49 pathways were detected using false discovery rate (FDR) = 5% (Table S2), and the top 20 are shown in Fig 4E. Notably, immune and cell death signaling pathways were the highest scored pathways, with the IFN-signaling pathway being the most significant among all the identified pathways. 

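The panel of ISGs that the study measured by RT-PCR (Fig 3A) was read in the RNA-seq counts as a list that these libraries did not choose. Of its genes, 20 could be named from their labels, and 16 passed the filter on low counts. In TM, 13 of these were higher by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested, 15 were higher when adjusted over the list alone, and none was lower. CPM with 2 counts added to each library were higher in TM in both mice for 18 of the 20 genes. Among these was a gene with 0 counts in both EC1 libraries. The median log2 fold change of the tested genes was 4.30, and 3.29 over the same genes with those at the floor of the CON libraries set to their lower bound. As a set, the panel moved up by limma's camera test with an inter-gene correlation of 0.01 (p = 2.34e-29, adjusted p = 9.35e-29 over 4 lists). The call held under fry (p = 0.00808) and with an estimated correlation (p = 0.0282), which moved the p most. With each library left out in turn, the median change in log2 CPM lay between 3.01 and 3.72. Rsad2 had 3 and 6 counts in CON and 217 and 324 in TM (log2 fold change 5.52, standard error 0.45, adjusted p = 3.4e-10 from edgeR). Ifit1 had 10 and 26 counts in CON and 147 and 833 in TM. Ifih1, which encodes MDA-5, had 2 and 0 counts in CON and 36 and 53 in TM, at least 11.6-fold higher. Irf7 (log2 fold change 0.78, standard error 0.32, adjusted p = 0.157 from edgeR) and Irf3 (-0.07, standard error 0.31, adjusted p = 0.941) did not pass the threshold, and with the mouse as a replicate block in edgeR Irf7 did, at a log2 fold change of 0.79. The Irf7 count shares bases with an exon of Phrf1 on the opposite strand, and the median depth at exonic sites of Irf7 rose from 73 to 4202 reads in EC2 and was 2125 in EC1 TM, with too few listed sites in EC1 CON to give one.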

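The heat map of the IFN-signaling pathway in Fig 4F holds 23 genes, which the study picked from these libraries, and 18 of them passed the filter on low counts. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 14 were higher in TM and 4 were lower. All 18 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. The median log2 fold change of the 18 genes was 4.01, and 3.03 with the 7 of them at the floor of both CON libraries set to their lower bounds. Ifit2 had 15 and 2 counts in CON and 297 and 402 in TM, Tap1 had 19 and 15 against 234 and 431, and Stat2 had 9 and 9 against 98 and 164. Stat2 rose by a log2 fold change of 3.47 (standard error 0.42, adjusted p = 6.66e-07 from edgeR), and Irf1 by 2.44 (standard error 0.49, adjusted p = 0.000949). Of the genes at the floor in CON, Isg20 was at least 8.13-fold higher in TM, Oas1a at least 5.27-fold and Psmb8 at least 4.70-fold. The genes that fell were Apaf1 (log2 fold change -1.52), Nfatc1 (-1.66), Camk4 (-2.28) and Prkcb (-3.27), each lower in both mice. The scaled exonic depth of Apaf1, with no exon on the opposite strand, changed by a log2 of only -0.21 in EC1 and -0.08 in EC2. That of Nfatc1 changed by -1.75 and -2.09, and Camk4 and Prkcb had too few listed sites to give one. With the mouse as a replicate block in DESeq2, Apaf1 (-1.51), Nfatc1 (-1.67) and Camk4 (-2.31) did not pass the threshold. Isg20, Oas1a and Psmb8 were given no call under that block.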

The expression patterns of DEGs involved in this pathway are illustrated in Fig 4F, showing that many ISGs were highly up-regulated.

**Figure 4.**
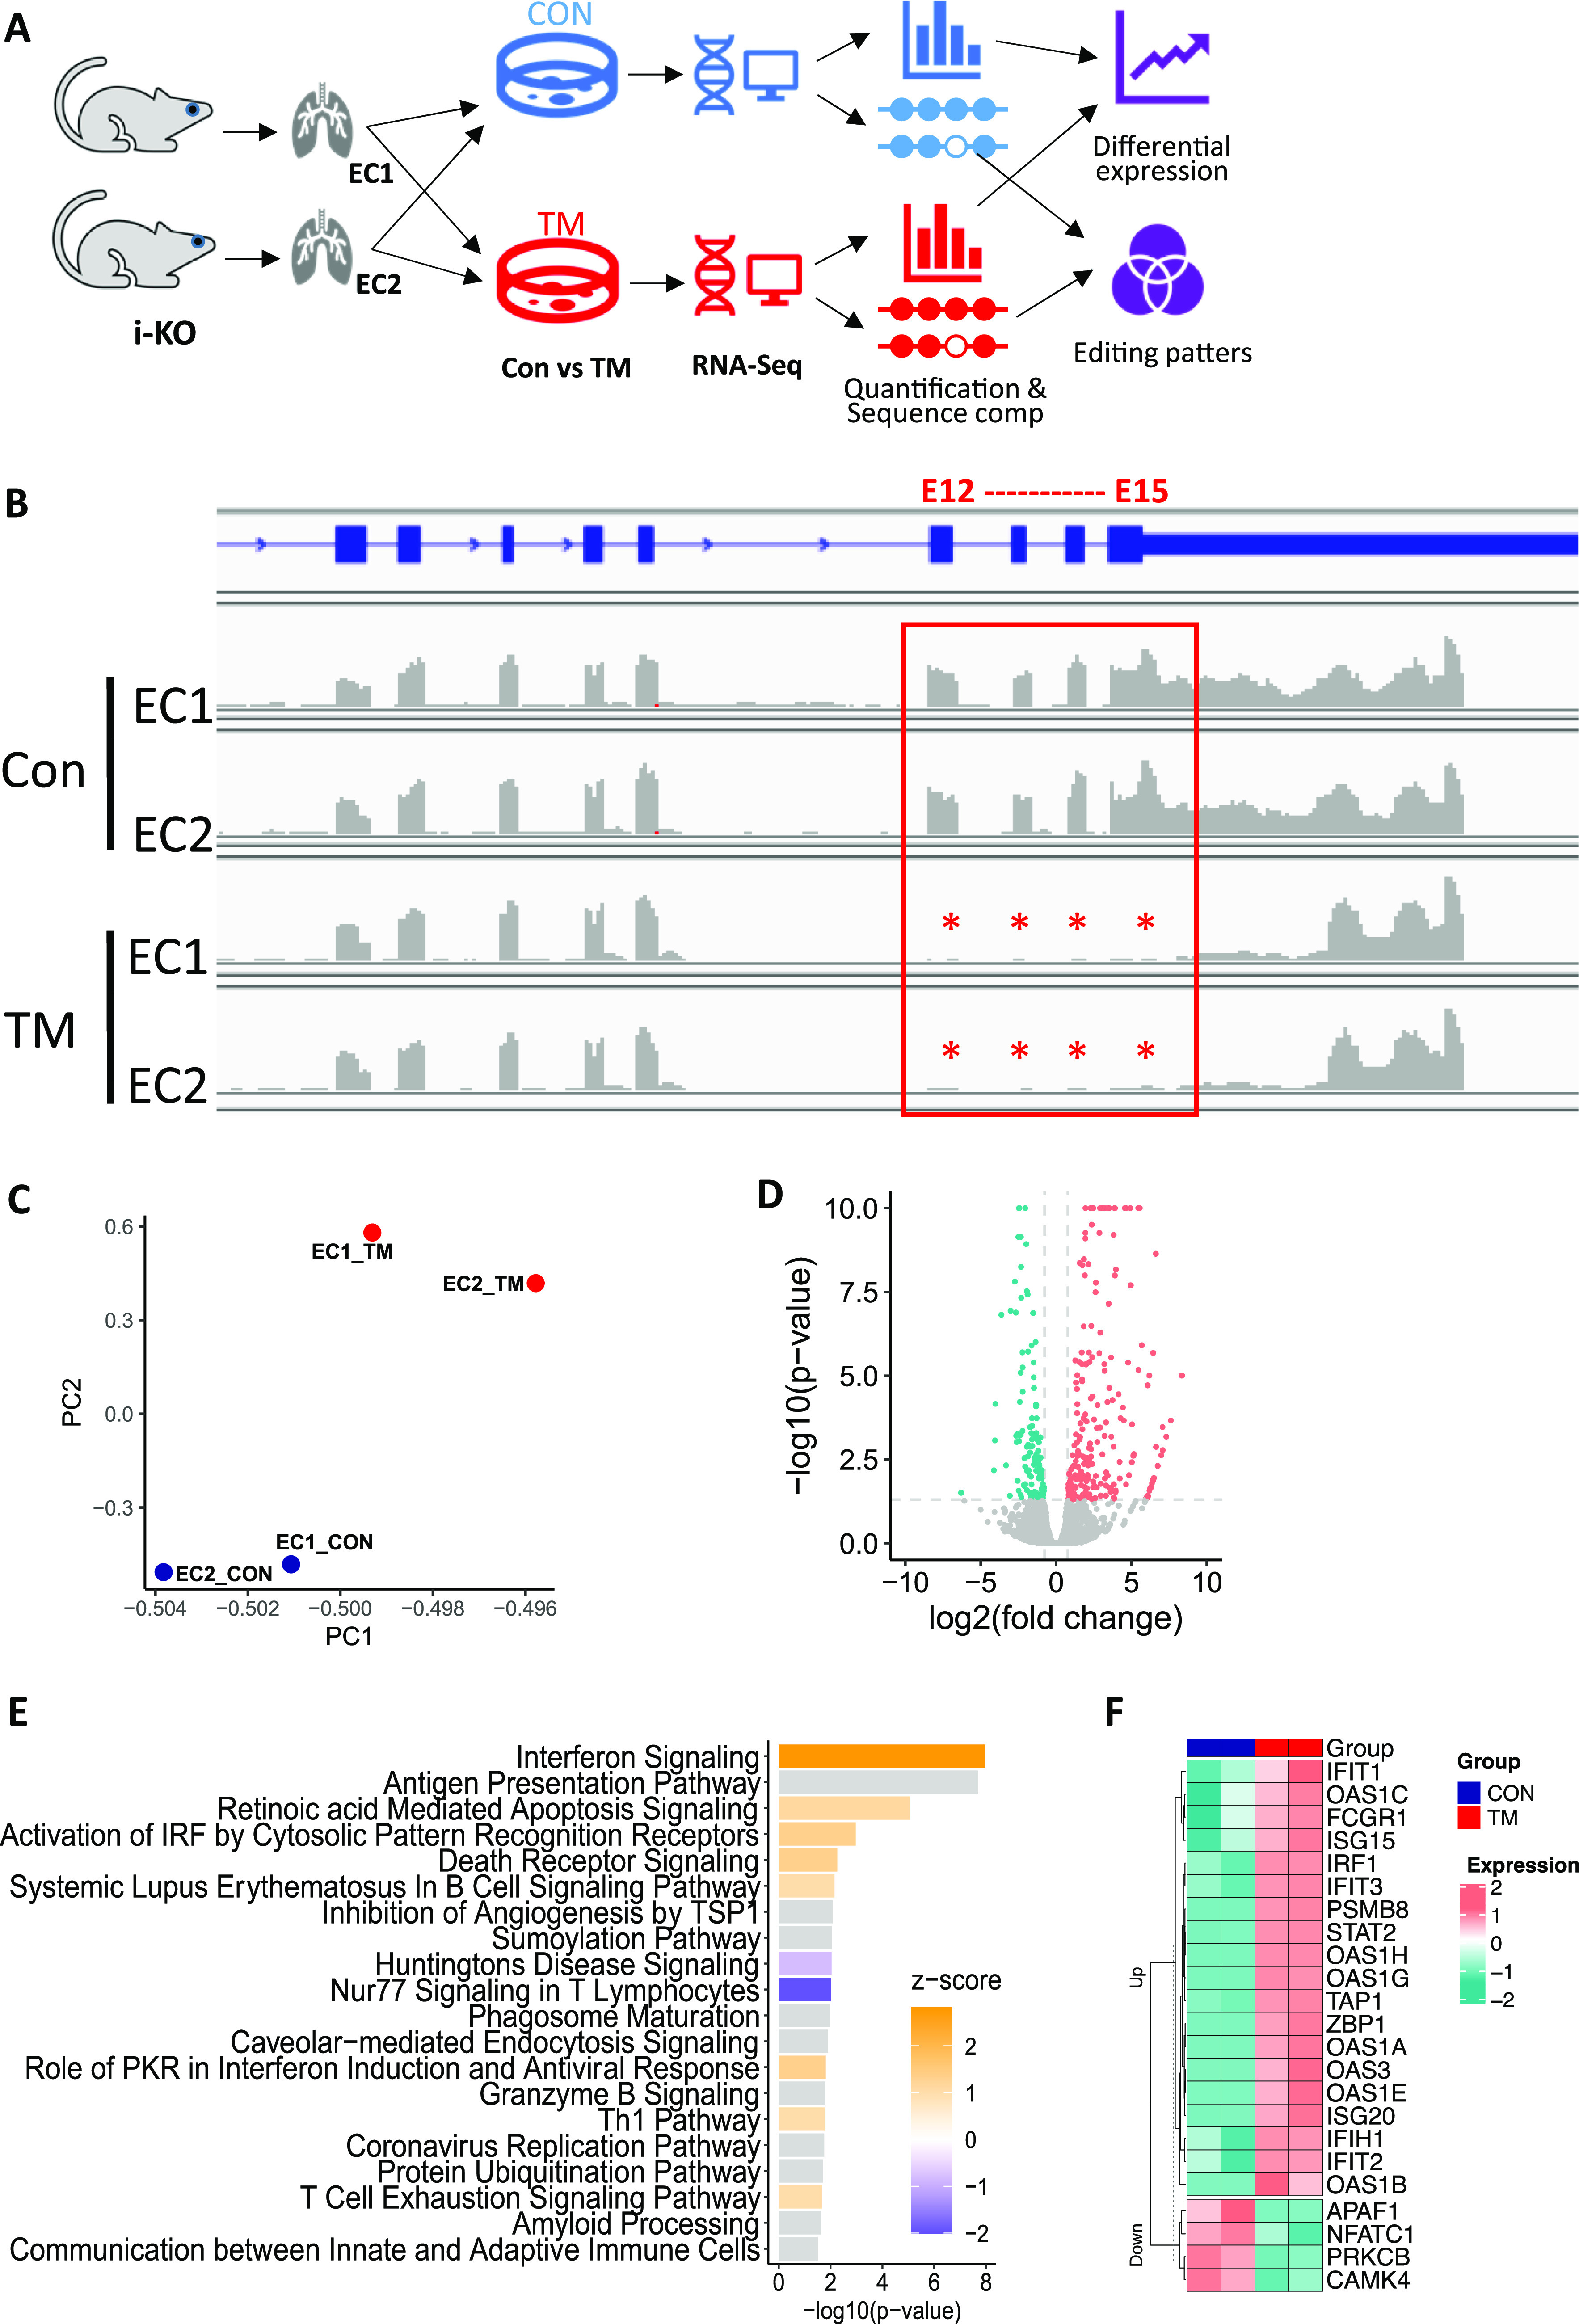
Genome-wide differential gene expression in control and ADAR1-deficient endothelial cells (ECs) via RNA-seq analysis. **(A)** RNA analysis pipeline showing that tamoxifen (TM)-treated and non-treated ECs from two independent ADAR1 i-KO mice were used for analysis. **(B)** ADAR1 deletion of exon 12–15 in TM-treated ECs was confirmed by RNA read alignment. **(C)** Principal component analysis shows that cells from two independent mice were grouped by cell treatment. Blue: control samples; red: TM-treated samples. **(D)** Gene expression analysis illustrated by volcano plot showing the differentially expressed genes. Red: up-regulated genes; green: down-regulated genes. **(E)** Top significant pathways detected by Ingenuity Pathway Analysis based on the differentially expressed genes. Positive Z-score (orange) indicates activation, and negative score (blue) represents inhibition. **(F)** Heat map for the differentially expressed genes involved in the interferon signaling pathway.

Table S1 Genes are up- and down-regulated in ADAR1-deficient endothelial cells. Excel file listing the gene name, ID, and expression levels.

Table S2 Pathways are involved in ADAR1-deficient endothelial cells. Excel file listing the pathways identified by Ingenuity Pathway Analysis.

### Cellular functions of ECs are impaired

Next, we proceeded to determine whether the activated IFN-signaling pathway in ECs affects a specific cellular function due to ADAR1 deficiency. Because *ADAR1* gene deletion in different ADAR1^EC-KO^ mice varied significantly, for reproducible results from in vitro EC function assays, we again used the cultured primary ECs isolated from i-KO mice. After the ECs were isolated, we optimized the conditions for ADAR1 deletion, and found that induction with 400 nm TM for 48 h led to efficient *ADAR1* gene deletions (Fig 5A and B). These conditions were used to assess the impact of ADAR1 on EC function.

**Figure 5.**
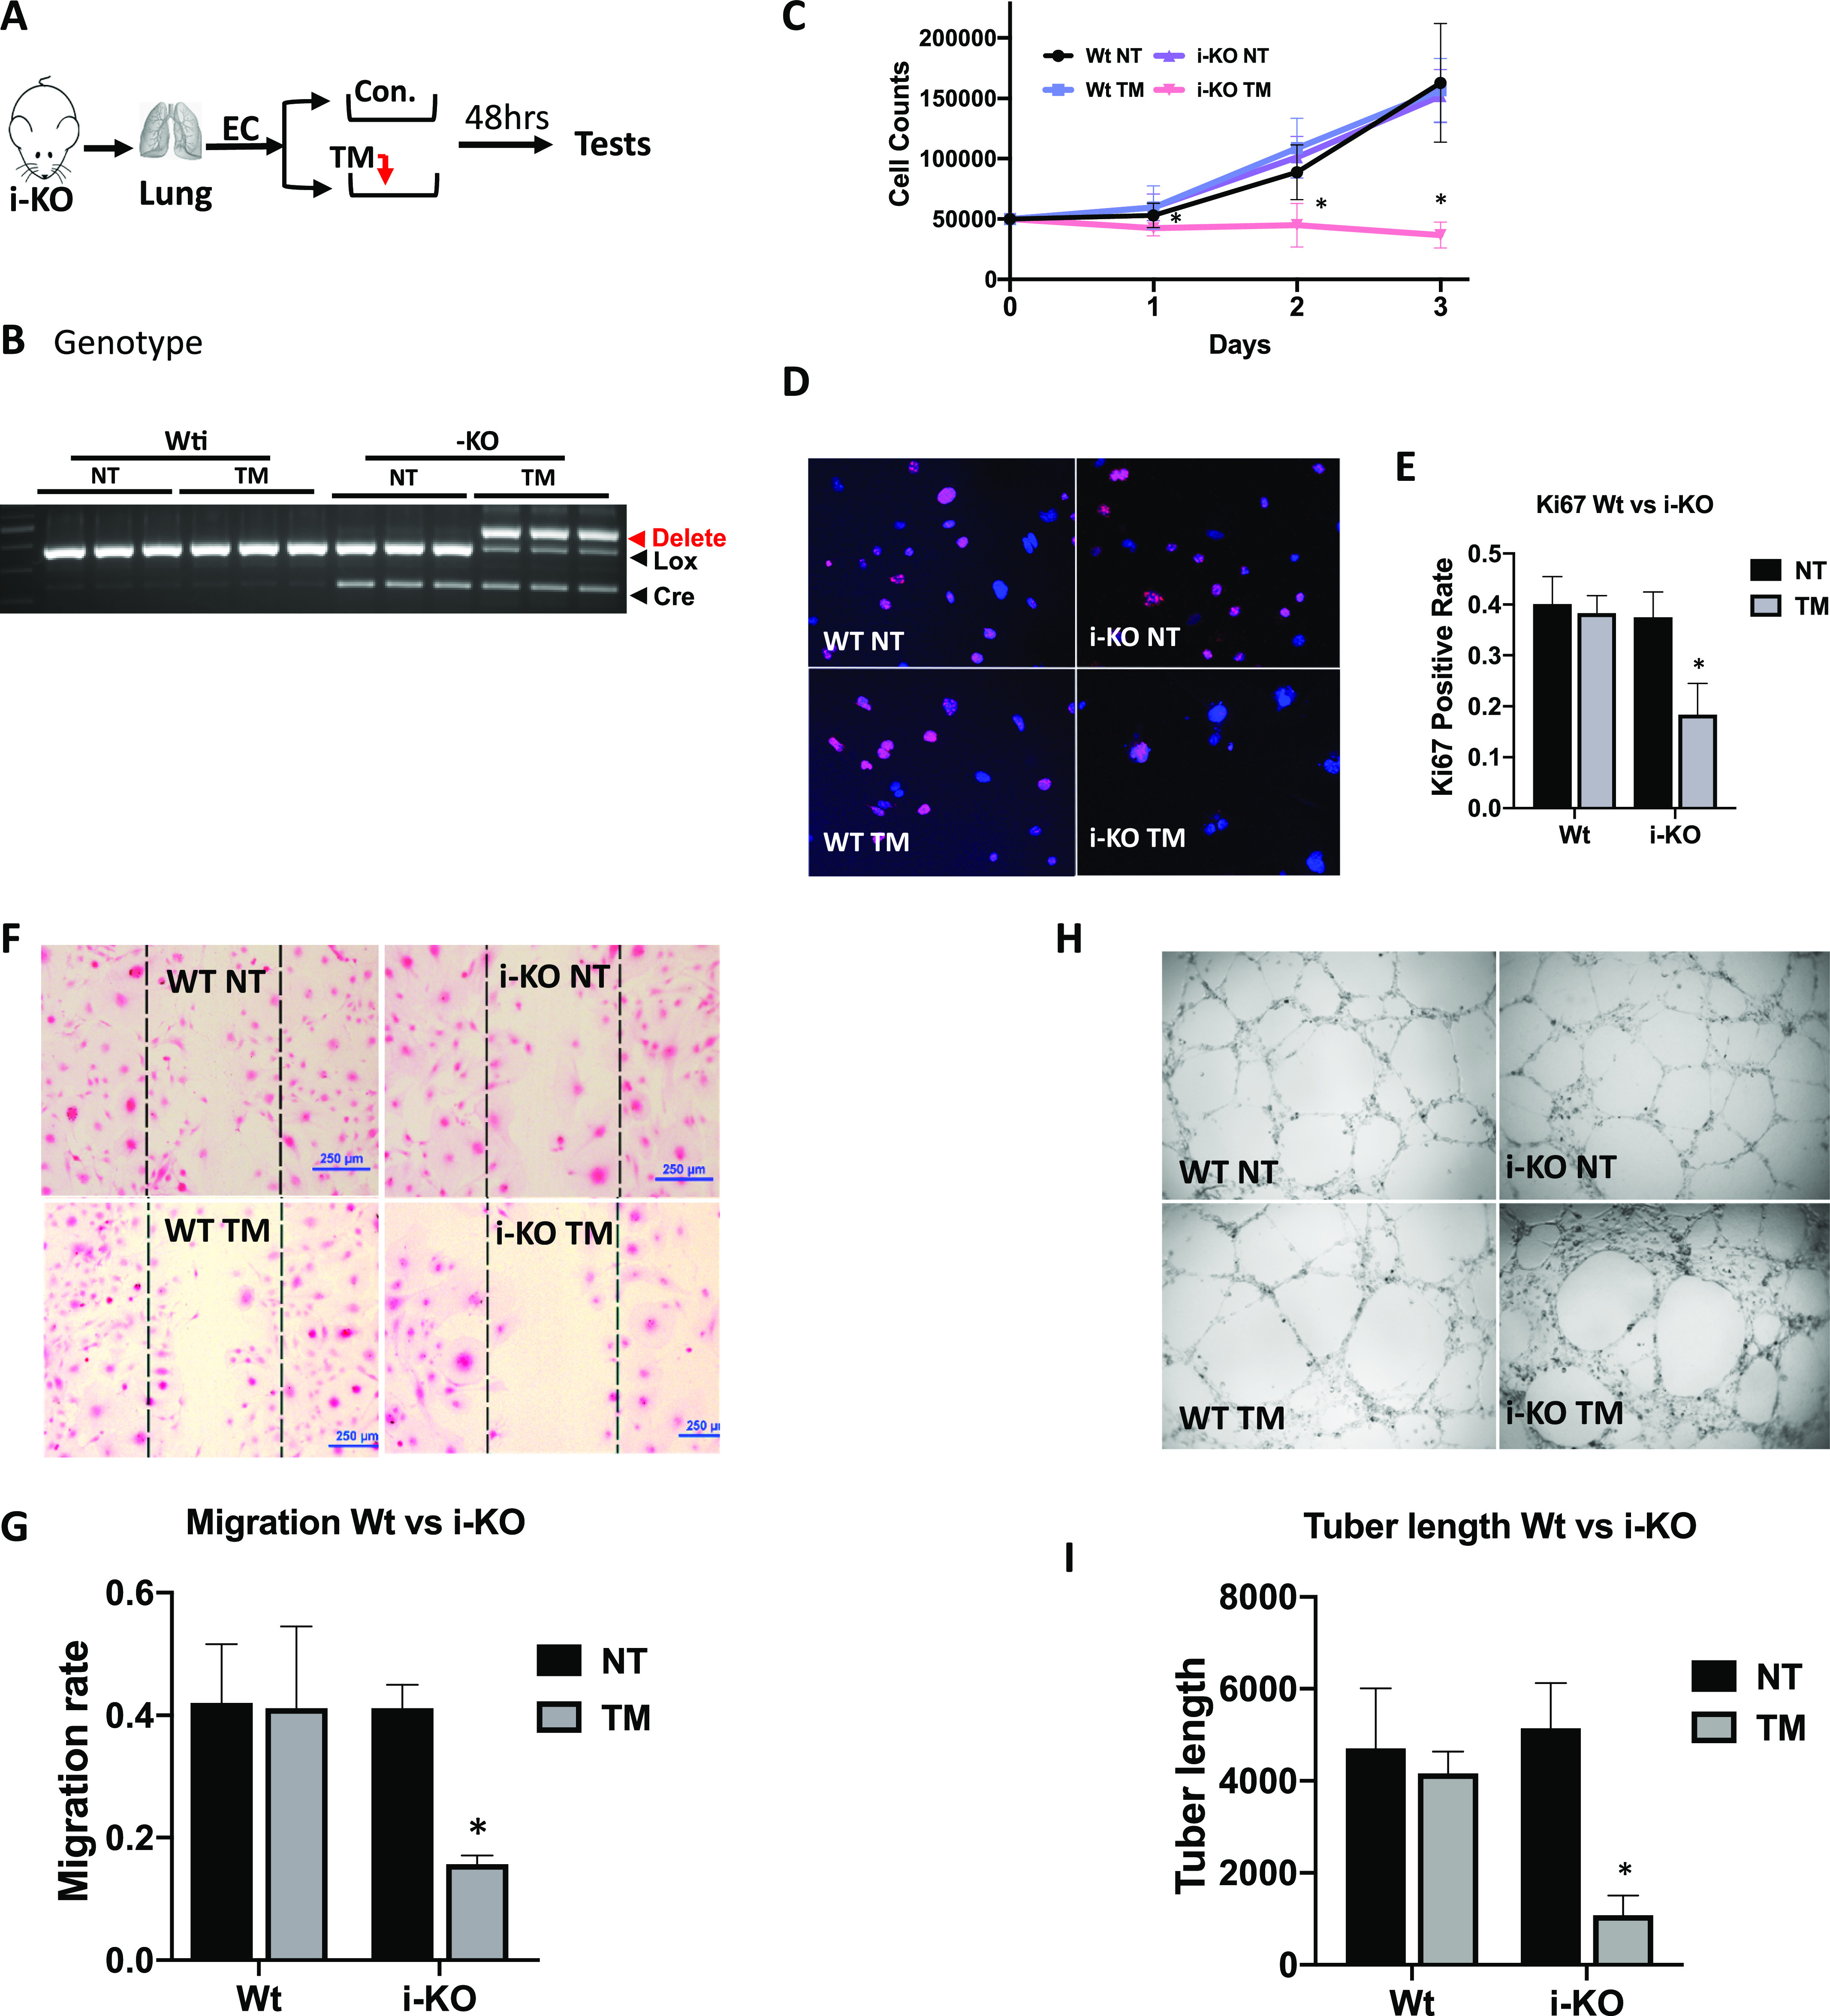
Endothelial cell (EC) cellular function was impacted by ADAR1 deficiency. **(A)** ECs were isolated from the lungs of 1- to 2-wk-old inducible ADAR1 KO (i-KO) mice and cultured in vitro for cellular function assays. Tamoxifen (TM) was added to culture medium for 48 h to induce *ADAR1* gene deletion before assays were performed, as shown in panel (A). **(B)** *ADAR1* gene deletion in the tested ECs was confirmed by PCR analysis before EC function was assessed. Efficient *ADAR1* gene deletion in TM-induced i-KO ECs was shown by the ratios of the deleted and floxed gene PCR products. **(C)** Cell growth rate was monitored by counting the cell numbers at 24-, 48-, and 72-h time points after replating the same number of the TM-treated and non-treated ECs. TM induction dramatically reduced i-KO EC numbers compared with the controls. *P* < 0.05, n = 9. **(D, E)** Proliferating ECs were monitored by Ki-67 antibody staining. The number of positively stained TM-treated i-KO cells was significantly reduced compare with the control cells. *P* < 0.05, n = 9. **(F, G)** Cell migration rate was assessed by measuring the areas covered by cells that migrated, crossing the edges from both sides (between the lines). The cell migration areas were dramatically smaller in TM-treated i-KO ECs than the controls. *P* < 0.05, n = 3 (control) and 9 (i-KO). **(H, I)** Tube formation capacity was tested on Matrigel. Far fewer tube structures developed in TM-treated i-KO ECs, and the total tube length was significantly less than the controls. *P* < 0.05, n = 3 (control) and 4–6 (i-KO).

First, we observed that cell numbers were decreased with TM induction compared with non-induced cells, whereas we did not note a significant difference in cell morphology. To determine whether ADAR1 deletion affects the growth rate of the cells, we treated the cells with TM for 48 h and then replated the ECs in parallel with the non-treated cells with the same number of cells per plate. Total cell numbers were counted at 24-, 48-, and 72-h time points. Whereas non-treated cells demonstrated continual growth, the TM-treated cells exhibited nearly no expansion (Fig 5C). We stained the cells for the Ki-67 proliferation marker and found that whereas a large portion of primary ECs were positively stained, a much lower proportion of the TM-treated ECs were Ki-67–positive (Fig 5D and E). TM induction also significantly inhibited EC migration in the culture dishes coated with 0.1% gelatin, as shown by the dramatically smaller area covered by the migrating cells (Fig 5F and G). Finally, the potential impact of ADAR1 on the tube formation capacity of the ECs was assessed by culturing ECs on Matrigel. There was significantly less net tube formation and total tube length after TM induction compared with non-induced cells (Fig 5H and I). These findings show that ADAR1 deficiency imposes a dramatic effect on EC functions.

### EC RNA transcripts of repetitive elements were extensively edited by ADAR1

To delineate how ADAR1 regulates the IFN pathway, we examined changes in the substrate RNAs of ADAR1. ADAR1 is one of only two enzymes in mammalian cells that carry out A-to-I RNA editing (7, 8). We expected that ADAR1 deletion would dramatically decrease the cellular RNA editing level in its RNA substrates, and the reduced editing sites would be identified by comparing the RNA sequences of control and TM-treated ECs. Thus, to determine which RNA substrates were edited differently after ADAR1 deletion, we assessed the overall RNA editing status in four related EC RNA-seq libraries (Fig 4A). 

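The authors called variants in the aligned reads of each library with BCFtools mpileup, kept A-to-G changes in genes on the plus strand and T-to-C changes in genes on the minus strand, annotated them to gene regions and RepeatMasker repeats of mm10, and deposited the counts of reads with the reference and the altered base at each site and the fraction of altered reads, the editing rate. The table lists 1205261 sites, 601478 of them A-to-G and 603783 T-to-C. A library has reads at a site only where an altered base was called in it, which was so for 354338 to 431151 sites per library and for 48251 sites in all 4 libraries. Where a library does not list a site its depth there is unknown, and the table gives its rate as 0, which was used except where stated. A site passed in a library with a depth of at least 5 reads, at least 3 altered reads and an editing rate of 0.05 to 0.95, limits included. CON and TM were compared within each mouse, so that a result has 2 replicates, the mice. Fisher's exact tests on the reads of 1 mouse compare those libraries, not the conditions. Intervals are 95% Wilson intervals unless bootstrap is named, and they cover counting error only, since reads were not marked by molecule.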

Because ADAR1 catalyzes adenosine (A) to inosine (I) and I is read as guanosine (G), the mismatches, including A/G mismatches (in positive-strand genes) and T/C mismatches (in negative-strand genes), were called from each of the four RNA libraries with reference to the mouse genome. To reduce the influence of sequencing errors in identification of A-to-I editing sites, the following criteria were applied in our analysis: (1) total sequencing depth ≥ 5; (2) editing reads ≥ 3; and (3) editing rate ≥5% and ≤95%. Using these criteria, 11,955 and 9,475 potential editing sites were detected in the EC1 CON and TM libraries, respectively, and 10,624 and 12,210 sites in the EC2 libraries. 

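Applied to the deposited read counts, the criteria passed 11979 sites in EC1 CON, 9492 in EC1 TM, 10641 in EC2 CON and 12232 in EC2 TM, with a median depth of 16, 16, 15 and 17 reads. Per 1000000 reads of the count table this was 90.0 and 72.0 sites in EC1 CON and TM, and 74.1 and 59.0 in EC2 CON and TM, fewer in the TM library of each mouse. EC2 TM held the most reads. When its reads at each site were thinned at random to the total of EC2 CON, keeping 69.2%, 8736 sites passed (8688 to 8803 over 20 draws), a step chosen after seeing the data. The alternative that moved the numbers most was a depth of at least 20 reads, with 4944, 3976, 4316 and 5449 sites in the same order.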

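In EC1 CON, 7767 passing sites (64.8%) lay in introns, 1244 (10.4%) in 3′ UTRs and 601 (5.02%) in exons, while 16.6% lay in the 5′ or 3′ distal regions within 50 kb of a gene. Repeats held 6267 sites, or 52.3% (95% Wilson interval 51.4% to 53.2%). Among those, 4475 lay in SINEs, which was 71.4% of the sites in repeats (70.3% to 72.5%), 831 in LTRs (13.3%) and 425 in LINEs (6.78%).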

Whereas some of these potential editing sites fell into the 5′ and 3′ distal regions (within 50 kbp from the gene region), the majority were distributed in gene regions, especially in the introns and 3′ UTRs, as shown by the result of EC1 CON RNA sample in Fig 6A and B. We analyzed the common features of these potential editing sites and found about half fell in region of repetitive elements (RRs), especially SINE, LTR, and LINE, as shown in Fig 6C and D with the EC1 CON RNA library results. Similar distribution patterns were also observed in the other three RNA libraries (Fig S3A–L).

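Introns held 63.0% of the sites in EC1 TM, 56.2% in EC2 CON and 60.7% in EC2 TM. The 3′ UTRs held 8.18%, 14.8% and 9.01%, so that the share was lower in TM than in CON of the same mouse in both mice. Repeats held 44.2% of the sites in EC1 TM (95% Wilson interval 43.2% to 45.2%), 49.1% in EC2 CON (48.2% to 50.1%) and 43.1% in EC2 TM (42.2% to 44.0%). The SINE share of the sites in repeats was 65.7% (64.3% to 67.2%), 71.7% (70.5% to 72.9%) and 65.3% (64.0% to 66.5%). In both mice the repeat share and the SINE share were lower in TM than in CON by more than these intervals.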

**Figure 6.**
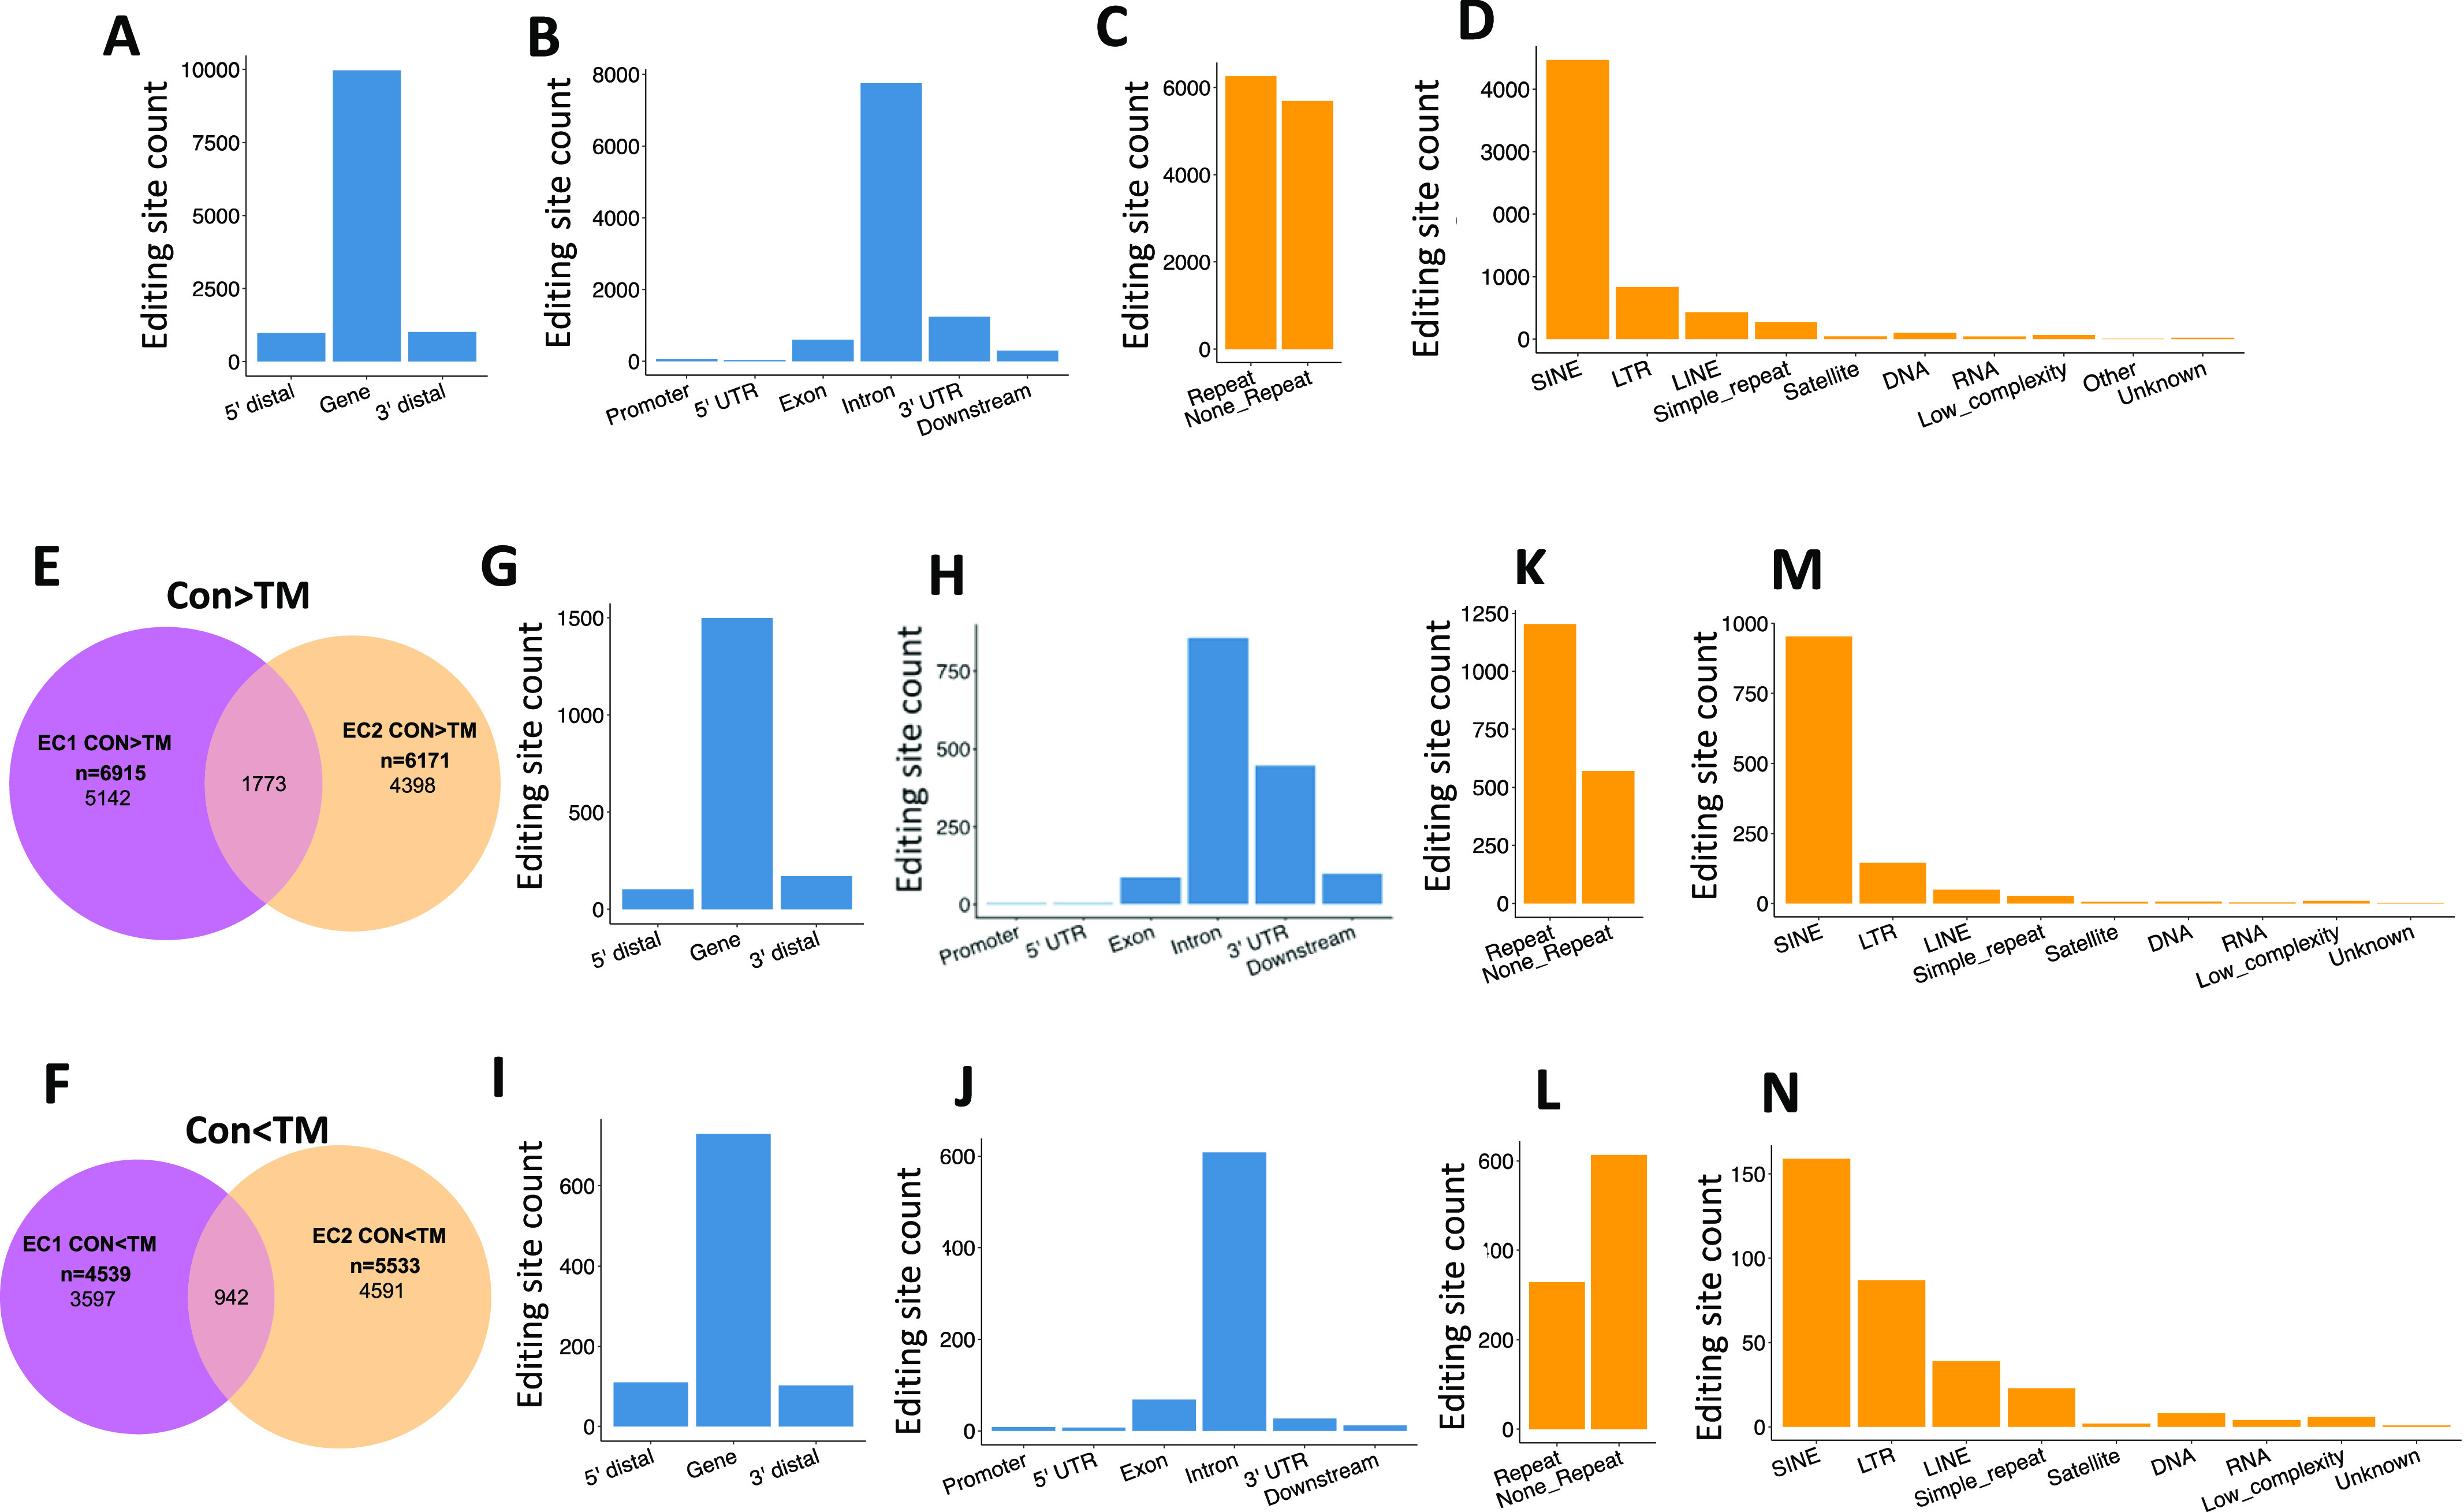
Distribution of RNA editing sites in endothelial cells (ECs). Extensive RNA editing was identified in EC RNA transcripts by RNA sequence analysis. **(A, B)** show that most editing sites fell into gene regions, especially intron and 3′ untranslated regions. **(C, D)** show that about half of the editing sites were located in repetitive regions, with most of them falling in short interspersed nuclear element, long terminal repeat, and long interspersed nuclear element. **(A, B, C, D)** are the results of control (CON) ECs of the first mouse. **(E)** Venn diagram showing overlap between EC1 and EC2 for the CON > TM editing sites. **(F)** Venn diagram showing the overlap between EC1 and EC2 for the CON < TM editing sites. **(G, H)** Gene distribution of the common CON > TM editing sites in EC1 and EC2. **(I, J)** Gene distribution of the common CON < TM editing sites in EC1 and EC2. **(K, L)** Distribution of the EC1 and EC2 common editing sites with CON > TM and CON < TM, respectively, in repeat and non-repeat gene regions. **(M, N)** Distribution of the EC1 and EC2 common editing sites with CON > TM and CON < TM, respectively, in subcategories of repetitive regions. Panel (E, G, H, K, M) are the EC1 and EC2 common editing sites with CON > TM editing rate. Panel (F, I, J, L, N) are the EC1 and EC2 common editing sites with CON < TM editing rate.

**Figure S3.**
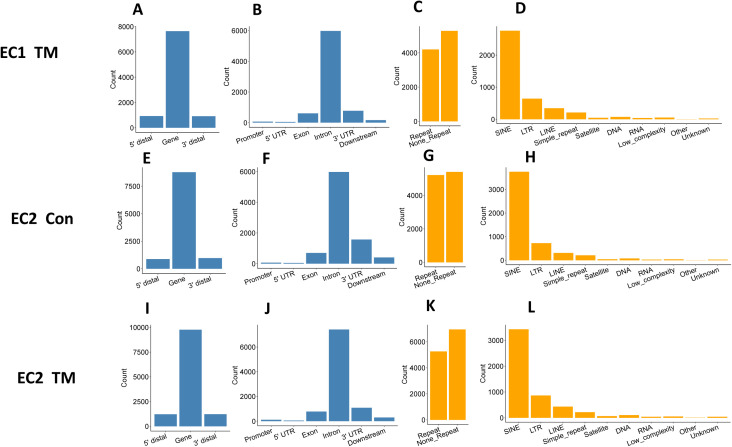
Distribution of RNA editing sites in endothelial cells. Four independent RNA libraries were used for editing site identification and analysis, which were prepared from endothelial cells of two independent i-KO mice with and without tamoxifen (TM) induction. Results of EC1 control are shown in Fig 6. **(A, B, C, D, E, F, G, H, I, J, K, L)** Shown here are the results for EC1 treated with TM (EC1 TM, panel A, B, C, D), untreated EC2 (EC2 Con, panel E, F, G, H), and EC2 treated with TM (EC2 TM, panel I, J, K, L). (A, B, E, F, I, J) show that most editing sites fell into gene regions, especially intron and 3′ untranslated regions. (C, D, G, H, K, L) show that about half of the editing sites were in repetitive regions, most of them falling in short interspersed nuclear element, long terminal repeat, and long interspersed nuclear element.

To reduce the influence of SNPs on editing site identification, the editing rates of each editing site were compared between the two libraries of each mouse (i.e., CON and TM libraries of the same mouse were compared). All the editing sites fell into three groups: CON > TM, not significantly different, and CON < TM (defined in the Materials and Methods section). We considered only the sites with different editing rates as reliable editing sites in our analysis. 

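With a rate in CON of at most 0.95 and at least 0.05 above that in TM, and the depth and altered reads required in CON, 6941 sites in EC1 and 6193 in EC2 had the higher editing rate in CON. Of these, 35.6% and 25.1% were not listed in the TM library at all. The mice shared 1779 such sites. Among the 4305 sites that differed in either direction in both mice, 1577 went opposite ways in the mice. The odds ratio for going the same way in both mice, which takes both directions together, was 2.75 (Fisher's exact test across sites, two-sided, p = 1.76e-56). Sites are not independent replicates. The alternative that moved the counts most was Fisher's exact test on the reads at each site with Benjamini-Hochberg adjustment. It tested only sites listed in both libraries of a mouse, and kept 82 sites in EC1, 227 in EC2 and 49 shared. Restricted to sites listed at 5 or more reads in both libraries, the counts were 4012, 4374 and 1213.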

There were 6,915 and 5,171 sites with higher editing levels in control cells (CON > TM) detected in the first and second mouse, respectively (Fig S4A–L), and among them, 1,773 sites were shared by these two mice (Fig 6E). In contrast, 4,539 and 5,533 sites were detected with the CON < TM editing rate in the first and second mouse (Fig S5A–L), and among these, 942 sites were shared (Fig 6F). 

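The same criteria with the TM library as the higher one gave 4561 sites in EC1 and 5550 in EC2, of which 34.1% and 40.0% were not listed in the CON library. The mice shared 949 of them. Fisher's exact test on the reads, adjusted over the tested sites, kept 6 sites in each mouse and 1 shared site in this direction. It tested only sites listed in both libraries of a mouse, so sites not listed in CON could not be kept. After EC2 TM was thinned to the reads of EC2 CON, which was chosen after seeing the data, 3858 sites were higher in TM in EC2 and 777 were shared (means over 20 draws). Among sites outside repeats, 572 were shared as CON > TM and 617 as CON < TM. In SINEs the numbers were 955 and 162, in LTRs 148 and 87, and in LINEs 49 and 39.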

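Of the 1779 shared CON > TM sites, 446 (25.1%) lay in a 3′ UTR and 861 (48.4%) in an intron. Of the 949 shared CON < TM sites, 27 (2.85%) lay in a 3′ UTR and 615 (64.8%) in an intron. The odds ratio for a 3′ UTR was 11.4 (Fisher's exact test on site counts, two-sided, p = 1.4e-59). Sites that went opposite ways in the mice had 6.34% in a 3′ UTR. With the test on reads at each site, 38 of 49 CON > TM sites lay in a 3′ UTR and the single CON < TM site did not, too few for the comparison to pass (p = 0.24, Fisher's exact test).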

Although most of the shared sites fell in gene regions, there were more sites in the 3′ UTR in the CON > TM group than in the CON < TM group (Fig 6G–J). However, two-thirds of the CON > TM editing sites fell in RRs in contrast to the CON < TM editing sites, of which only one-third fell in RRs (Fig 6K and L). Nevertheless, most of the editing sites in RRs located to SINEs in both groups compared with other RRs (Fig 6M and N).

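Repeats held 1207 of the shared CON > TM sites (67.8%) and 332 of the shared CON < TM sites (35.0%), an odds ratio of 3.92 (Fisher's exact test on site counts, two-sided, p = 3.49e-61). For sites that went opposite ways in the mice, the share was 43.7%. With a depth of at least 20 reads in the higher library the shares were 76.3% and 27.1%. Under the test on reads, 39 of 49 CON > TM sites lay in repeats against 0 of 1, which did not pass (p = 0.22, Fisher's exact test).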

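SINEs took 955 of the 1207 CON > TM sites in repeats (79.1%) and 162 of the 332 CON < TM sites in repeats (48.8%), and LTRs took 12.3% and 26.2%, and LINEs 4.06% and 11.7%. SINEs were thus the largest class in both groups, with an odds ratio of 3.98 between the groups (Fisher's exact test, two-sided, p = 8.78e-26).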

**Figure S4.**
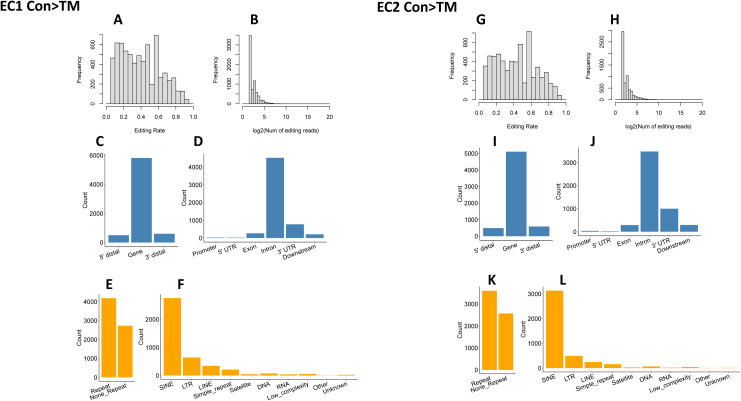
High editing site distribution. **(A, B, C, D, E, F)** Distribution of EC1 editing sites with higher editing rates in CON samples. **(A, B)** Distribution of editing rate and editing read for EC1 CON > TM. **(C, D)** Gene distribution of editing sites for EC1 CON > TM. **(E, F)** Repetitive region distribution of editing sites for EC1 CON > TM. **(G, H, I, J, K, L)** Distribution of EC2 editing sites with higher editing rate in CON samples. **(G, H)** Distribution of editing rate and editing read for EC2 CON > TM. **(I, J)** Gene distribution of editing sites for EC2 CON > TM. **(K, L)** Repetitive region distribution of editing sites for EC2 CON > TM.

**Figure S5.**
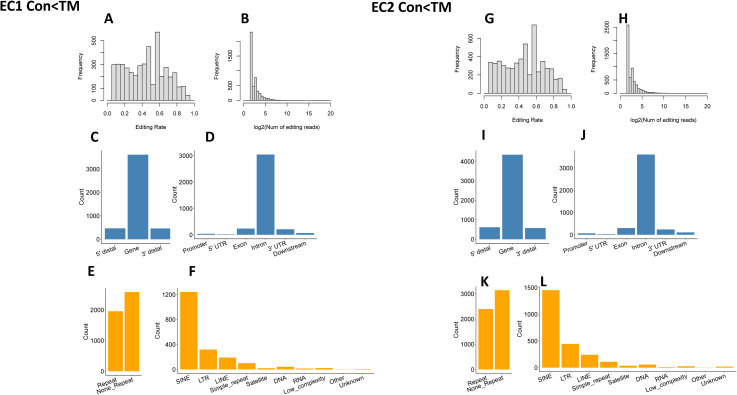
Low editing site distribution. **(A, B, C, D, E, F)** Distribution of EC1 editing sites with lower editing rate in control (CON) samples. **(A, B)** Distribution of editing rate and editing read for EC1 CON < TM. **(C, D)** Gene distribution of editing sites for EC1 CON < TM. **(E, F)** Repetitive region distribution of editing sites for EC1 CON < TM. **(G, H, I, J, K, L)** Distribution of EC2 editing sites with higher editing rate in CON samples. **(G, H)** Distribution of editing rate and editing read for EC2 CON < TM. **(I, J)** Gene distribution of editing sites for EC2 CON < TM. **(K, L)** Repetitive region distribution of editing sites for EC2 CON < TM.

### ADAR1 deletion in ECs reduces RNA editing in SINE RNA transcripts

Next, we focused our analysis on RNA transcripts annotated to RRs. In each mouse, the total editing sites in SINE, LINE, and LTR were counted in both CON and TM-treated ECs. 

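Counting each site that passed in CON or TM of a mouse once, SINEs held 5687 sites in EC1 and 5496 in EC2. LTRs held 1117 and 1202, and LINEs 603 and 582. SINEs thus made up 76.8% of the sites of these 3 classes in EC1 and 75.5% in EC2. By library, SINEs held 4475 sites in EC1 CON and 2759 in EC1 TM, and 3746 in EC2 CON and 3439 in EC2 TM. LTRs held fewer sites in TM in EC1, 642 against 831, but more in EC2, 865 against 727, and so did LINEs, with 345 against 425 and 433 against 312.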

Notably, the numbers of editing sites in these three major subgroups of RRs were well conserved between mouse 1 and mouse 2, and most of the editing sites fell in SINE (Fig 7A). In addition, the numbers of SINEs, LINEs, and LTRs that were subjected to editing were also very similar in these two mice, with SINE as the most frequently edited RR (Fig 7B). 

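The edited repeats, those with at least 1 passing site, were 3842 SINEs in EC1 and 3558 in EC2, 716 and 739 LTRs, and 407 and 387 LINEs. A repeat held 1.48 to 1.63 sites on average in each class and mouse.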

We calculated the average editing efficiency of each editing site in these subtypes of RR in the CON and TM-treated ECs. Remarkably, the average of editing efficiency in SINEs was reduced in both mice with TM treatment, whereas it was not observed in LINEs and TLRs (Fig 7C).

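Over the sites that passed in CON or TM of a mouse, the mean editing rate in SINEs was 0.294 in EC1 CON and 0.224 in EC1 TM, a fall of 0.0694 (95% bootstrap interval over repeats 0.0622 to 0.0766). In EC2 it was 0.309 in CON and 0.251 in TM, a fall of 0.0577 (0.0493 to 0.0658). The fall averaged 0.0635 ± 0.00826 (SD, n = 2 mice). An exact sign permutation over the mice gives p = 0.5, the smallest p that 2 mice allow. In LTRs the rate fell by 0.0344 (0.0129 to 0.0555) in EC1 and was not distinguishable between CON and TM in EC2 (difference 0.000257, -0.0252 to 0.0248). In LINEs the interval covered 0 in both mice, with 0.0195 (-0.0125 to 0.0518) in EC1 and -0.0286 (-0.0628 to 0.00342) in EC2. Sites outside repeats changed by 0.00467 (-0.00132 to 0.0105) and -0.0027 (-0.00841 to 0.00303). The setting changed these values. Over each library's own passing sites only, the SINE difference was -0.0102 in EC1 and 0.0128 in EC2, neither distinguishable from 0. In this setting a site that no longer passes in TM leaves the TM mean, so a loss of editing at such sites cannot show. In EC1, 4475 SINE sites entered the CON mean and 2759 the TM mean. Over sites listed at 5 or more reads in both libraries, where no rate is set to 0, SINEs fell by 0.0564 (0.0497 to 0.0633) and 0.0776 (0.07 to 0.0851), LTRs by 0.0188 (-0.00122 to 0.0382) and 0.0513 (0.0311 to 0.0712), and LINEs by 0.00946 (-0.0159 to 0.035) and 0.0308 (0.00269 to 0.058). The SINE fall was larger than that outside repeats by 0.0543 (0.0458 to 0.0627) in EC1 and 0.0638 (0.0547 to 0.0728) in EC2 on these sites, and larger than that of LTRs by 0.0376 (0.0167 to 0.0588) and 0.0263 (0.00506 to 0.0477).

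**Figure D1:**
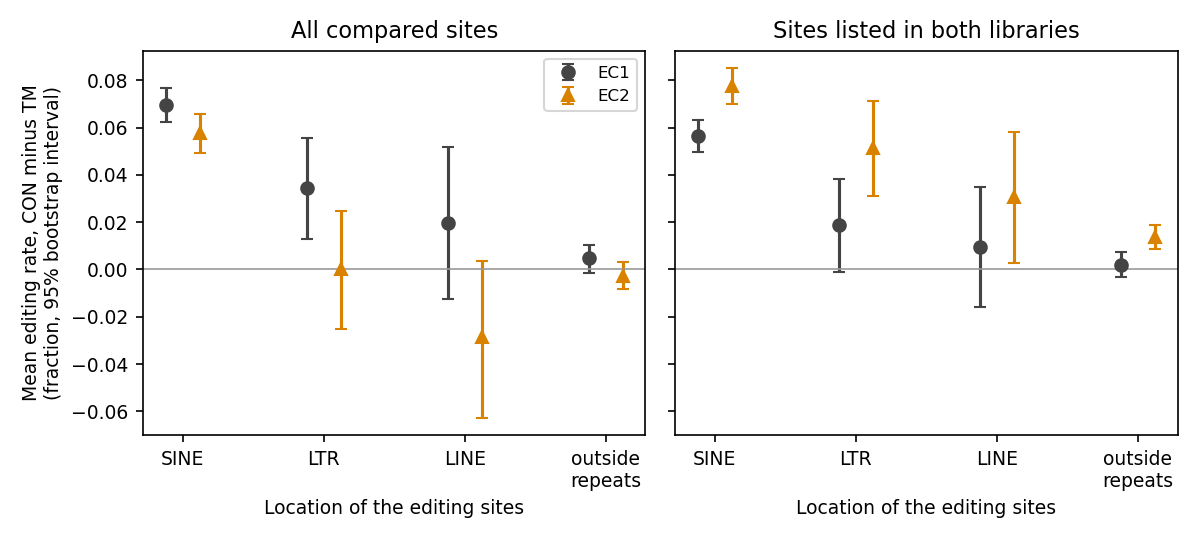
Difference in mean editing rate between CON and TM (fraction, vertical axis) for sites in SINEs, LTRs, LINEs and outside repeats, in EC1 (circles) and EC2 (triangles), with 95% bootstrap intervals, over all compared sites (left) and over sites listed in both libraries of the mouse (right). SINEs lie above 0 in both mice and both panels, while LTRs and LINEs cross 0 in at least 1 mouse of each panel.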

**Figure 7.**
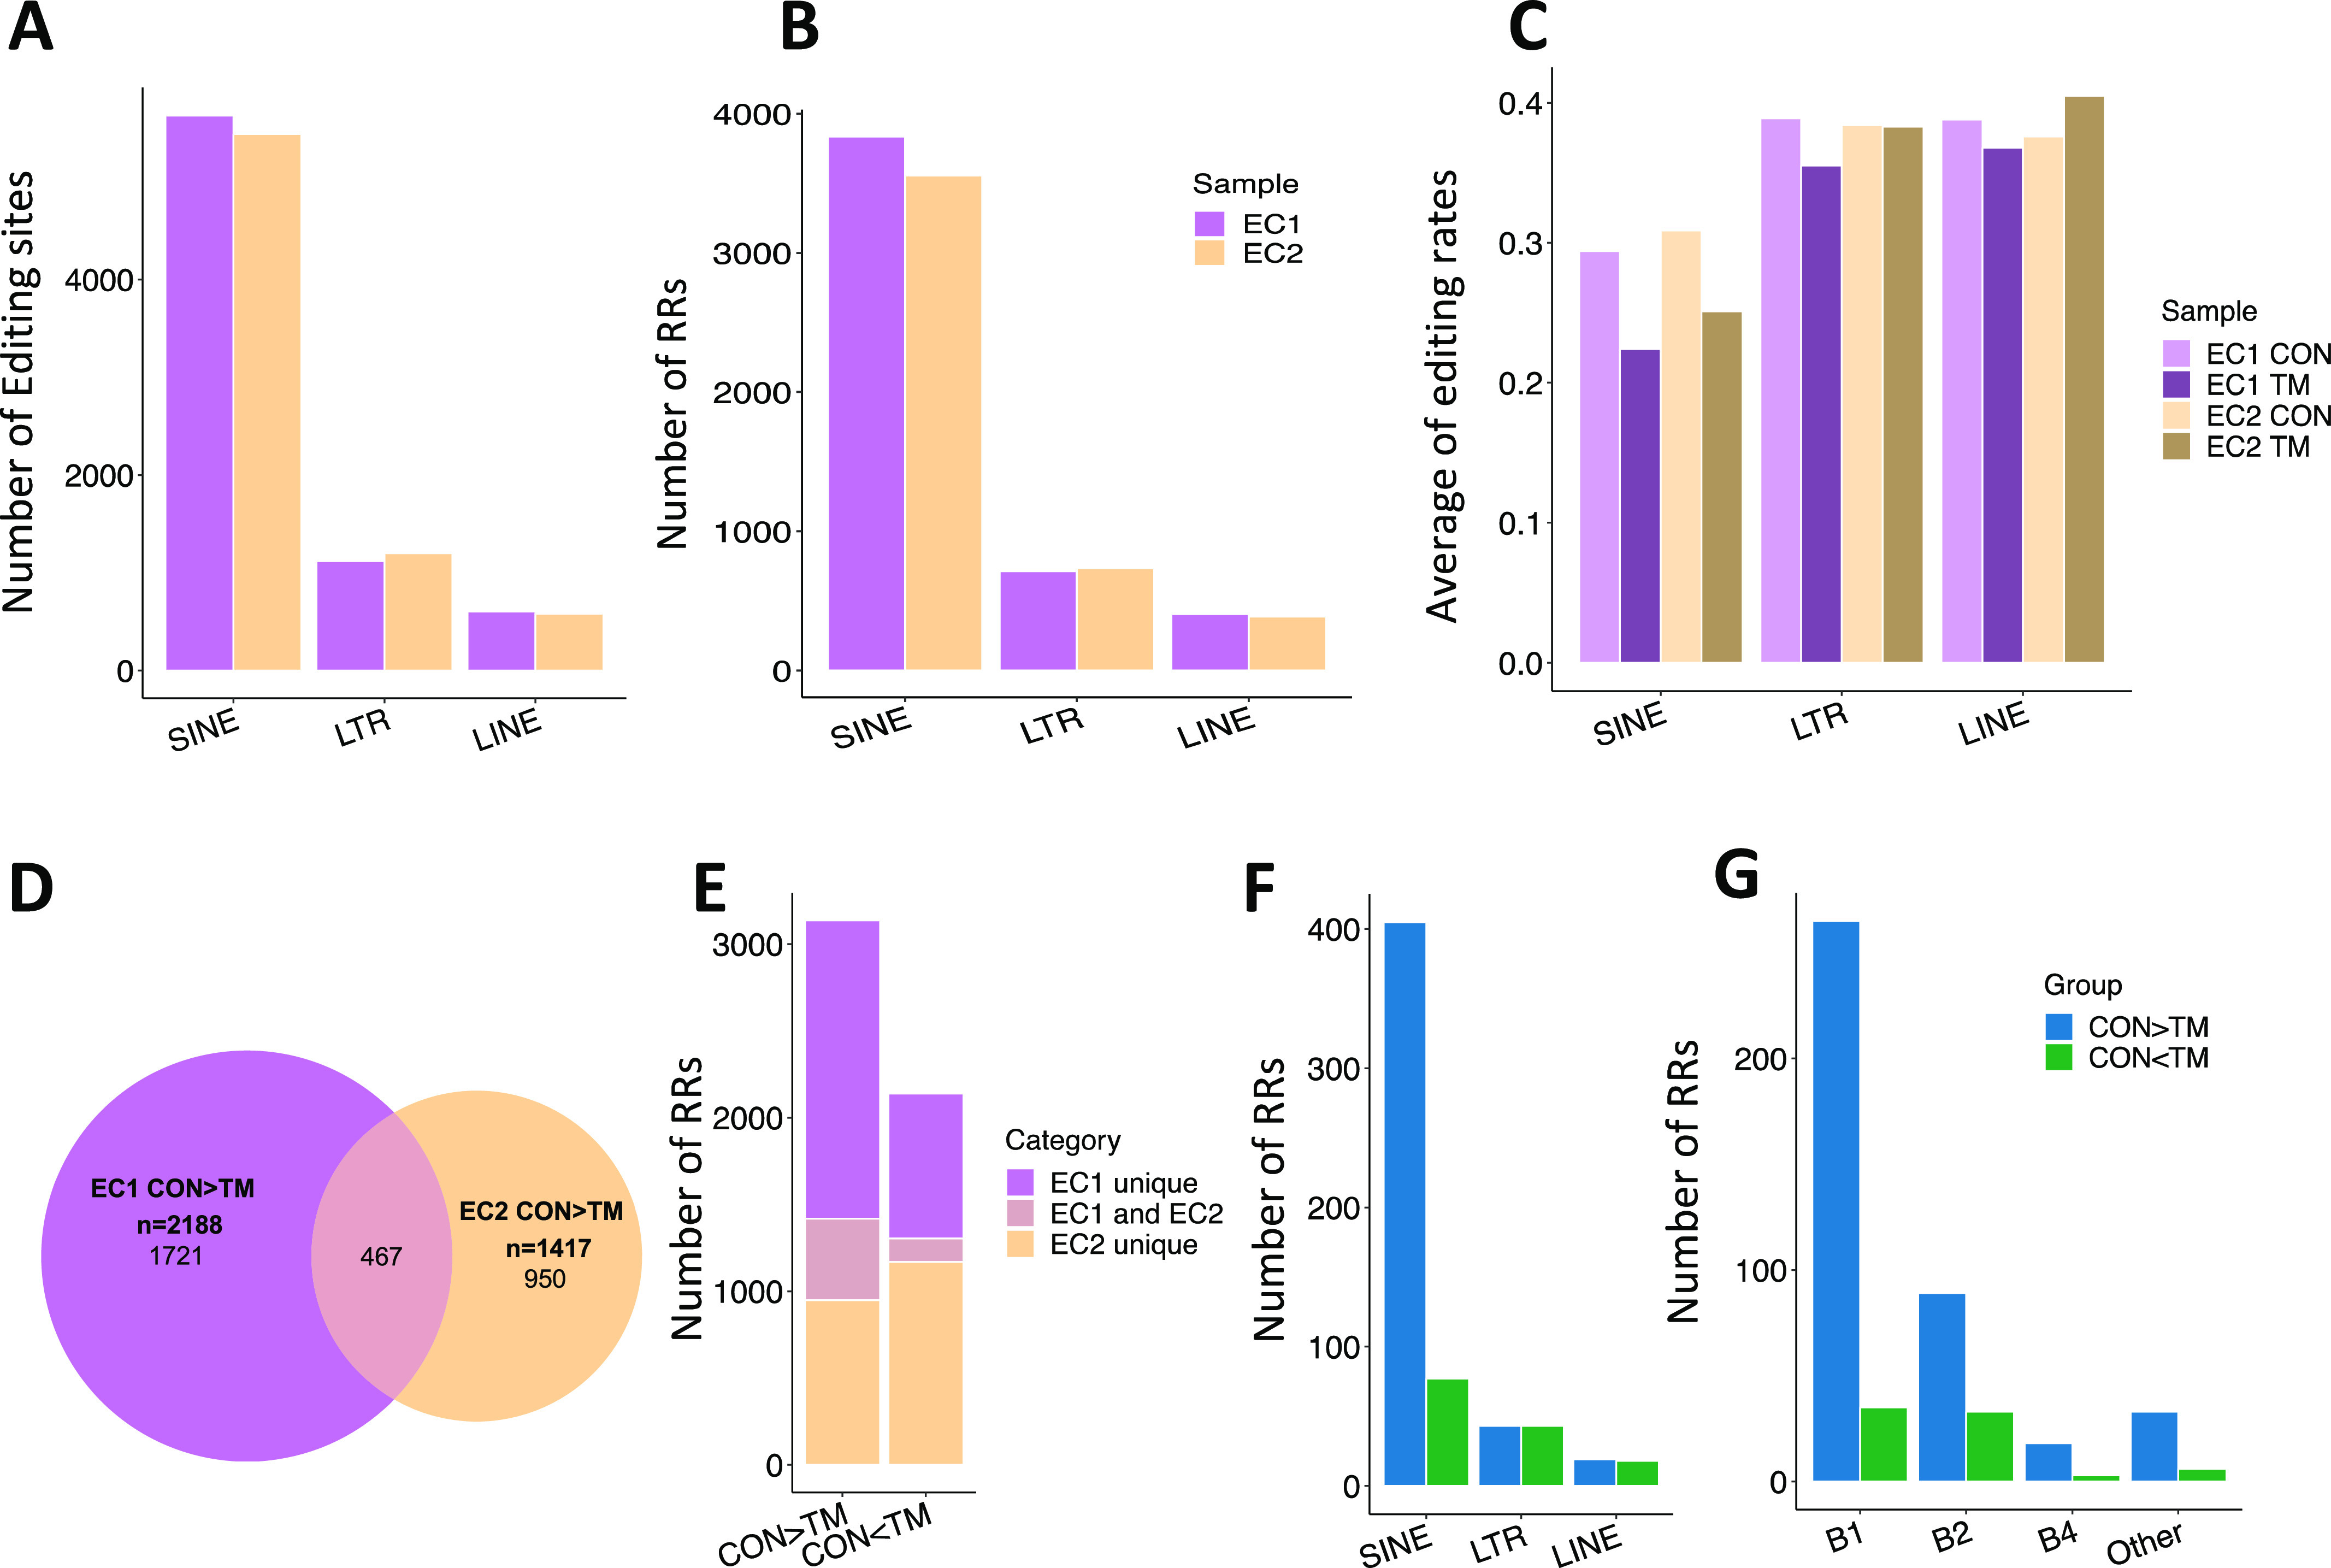
Decreased editing in short interspersed nuclear element (SINE) RNA transcripts. **(A)** Number of editing sites across SINE, long terminal repeat (LTR), and long interspersed nuclear element (LINE) regions. **(B)** Number of repetitive regions (RRs) across SINE, LTR, and LINE regions. **(C)** Average editing rate across SINE, LTR, and LINE regions. **(D)** Venn diagram showing the overlap between EC1 and EC2 for the CON > TM editing RRs. **(E)** Number of editing RRs with CON > TM and CON < TM detected in EC1 only, EC2 only, and shared by the two mice. **(F)** Distribution of common RRs of the two mice across SINE, LTR, and LINE. **(G)** Distribution of the common RRs of the two mice across subcategories of SINE.

We further explored the editing levels of these RRs in CON and TM ECs, considering both the editing efficiency of each editing site and the total number of editing sites in each RR. If an RR contains more editing sites and the average editing rate was higher in control cells than in the corresponding TM-treated cells, we defined it as a high editing RR (CON > TM). On the contrary, a RR with less editing sites and a lower average editing rate was defined as a low editing RR (CON < TM). Using these definitions, we identified 2,188 and 1,417 high editing RRs in each mouse; among them, 467 RRs were shared by the ECs from the two mice (Fig 7D). Similarly, CON < TM RRs were also identified. 

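A repeat was taken as a high editing RR of a mouse when it had more passing sites and a higher mean rate in CON than in TM, the mean being over the sites that passed in either library. Over SINEs, LTRs and LINEs, a restriction settled after seeing the values, this gave 2257 high editing RRs in EC1 and 1447 in EC2, and 489 in both. The alternative that moved the counts most was to require at least 2 passing sites in the repeat, with 679, 540 and 228 high editing RRs. With the mean taken over all listed sites of the repeat, a setting chosen after seeing the values, there were 2188, 1416 and 467. With all repeat classes included, also chosen after seeing the values, there were 2431, 1565 and 516.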

As a summary, Fig 7E shows both the unique and common RRs for the CON > TM and CON < TM groups. 

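Low editing RRs, with fewer passing sites and a lower mean rate in CON than in TM, numbered 1022 in EC1 and 1378 in EC2, and 151 of them were shared by the mice. High editing RRs made up 76.4% of the shared RRs of either kind (95% Wilson interval 73.0% to 79.5%). An exact binomial test of equal numbers gave p = 1.69e-42 (two-sided), with repeats that are not independent replicates. A further 254 repeats were high in one mouse and low in the other. The excess per mouse differed, with far more high than low editing RRs in EC1 and nearly equal numbers in EC2.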

More RRs were identified in the CON > TM group, and more common RRs were shared by two mice in this group, illustrating that high editing efficiencies in CON cells were more robust than in TM-treated cells. Furthermore, we mapped the common high and low editing RRs to three major categories: SINE, LTR, and LINE. As shown in Fig 7F, most of the high editing RRs were in SINEs, and there were significantly more high editing SINEs than low editing SINEs. In contrast, the number of high and low editing LTRs and LINEs were similar. 

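Of the shared RRs, 427 SINEs were high and 91 were low, so that 82.4% of the shared SINEs were high (95% Wilson interval 78.9% to 85.5%, exact binomial test, two-sided, p = 4.91e-53). SINEs were high in one mouse and low in the other in 221 cases.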

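Among LTRs, 42 were high and 44 low in both mice (exact binomial test, two-sided, p = 0.914), and among LINEs 20 were high and 16 low (p = 0.618, same exact test). The share of high editing LTRs was 48.8% with a 95% Wilson interval of 38.6% to 59.2%, and that of LINEs 55.6% (39.6% to 70.5%). The LTR result depended on the setting. It was 26 high and 11 low with at least 2 passing sites per repeat (exact binomial p = 0.0201), and 19 high and 5 low over sites listed in both libraries (exact binomial p = 0.00661).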

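In both mice 282 B1 elements were high and 46 low, 93 B2 elements high and 36 low, 19 B4 elements high and 3 low, and 33 other SINEs high and 6 low. The exact binomial test (two-sided) gave p = 1.55e-42 for B1, 5.43e-07 for B2, 0.000855 for B4 and 1.43e-05 for the others. High exceeded low by 236 elements for B1, 57 for B2, 27 for the others and 16 for B4. As a ratio, high over low was 6.13 for B1, 2.58 for B2, 6.33 for B4 and 5.50 for the others. The shares of high editing elements were 86.0% for B1 (95% Wilson interval 81.8% to 89.3%) and 86.4% for B4 (66.7% to 95.3%), not distinguishable from each other at these numbers.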

Within the SINE subcategories, including B1, B2, B4, and others, the numbers of high editing RRs were dramatically higher than low editing RRs in all categories, and B1 showed the greatest difference between the high and low editing RRs (Fig 7G).

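The 282 high editing B1 elements of both mice had a median of 2 passing sites in CON in each mouse. At least 2 sites were found in CON in 159 of them in EC1 (56.4%) and 164 in EC2 (58.2%), at least 5 in 43 and 57, and the most in one element was 15 and 14. As these elements were chosen for more sites and a higher rate in CON than in TM, their rates in TM are not given as a finding. Counting all repeats, those with the most passing sites over the 4 libraries were an MTB element in the 3′ UTR of Fbxl17 (chromosome 17, 63052464 to 63052847) and a B2_Mm1t element near Tmem245 (chromosome 4, 56870119 to 56870305), with 23 sites each. An Lx7 element near 4930402H24Rik had 22, and a B2_Mm1a element near Tmem245 and an LTRIS_Mus element near Galntl5 had 20 each.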

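A B1_Mus2 element lies in intron 14 of Sppl2a (chromosome 2, 126892816 to 126892950 in mm10), another in the 3′ UTR of Nipa1 (chromosome 7, 55977579 to 55977700) and another in the 3′ UTR of Slfn5 (chromosome 11, 82962557 to 82962680). Altered reads were summed over the passing sites listed in both libraries of a mouse. The elements are little longer than the 101-base reads, so a read can be counted at several sites. Each site of Sppl2a had 25 to 40 reads in EC1 CON. The Wilson intervals treat the summed reads as independent and are therefore too narrow. In Sppl2a, 15 sites passed in EC1 CON and 5 in EC1 TM. Over 11 sites, 148 of 399 reads were altered in CON (37.1%, 95% Wilson interval 32.5% to 41.9%) and 60 of 544 in TM (11.0%, 8.67% to 13.9%). In EC2 it was 154 of 429 (35.9%, 31.5% to 40.5%) and 85 of 892 (9.53%, 7.77% to 11.6%). In Nipa1, 5 sites passed in EC1 CON and none in EC1 TM. Altered reads were 38 of 91 in CON (41.8%, 32.2% to 52.0%) and 5 of 40 in TM (12.5%, 5.46% to 26.1%) over 3 sites. In EC2 it was 82 of 272 (30.1%, 25.0% to 35.8%) and 13 of 176 (7.39%, 4.37% to 12.2%) over 5 sites. In Slfn5, whose exonic depth rose from 195 to 1071 reads in EC1 and from 274 to 1743.5 in EC2, altered reads were 225 of 1134 in EC1 CON (19.8%, 17.6% to 22.3%) and 433 of 5848 in EC1 TM (7.40%, 6.76% to 8.10%). EC2 had 468 of 1970 (23.8%, 21.9% to 25.7%) and 661 of 9034 (7.32%, 6.80% to 7.87%). Fisher's exact test on the reads, which compares the libraries of 1 mouse, gave two-sided p = 0.00107 for Nipa1 in EC1 and at most 1.73e-09 for the others. These p values are too small where a read was counted at several sites. The paper selected these elements after finding high editing B1 elements in these libraries, so their fall in TM is not independent evidence. All 6 comparisons stayed past 0.05 with sites not listed counted as 0 altered reads at the depth of the nearest listed site.

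**Figure D2:**
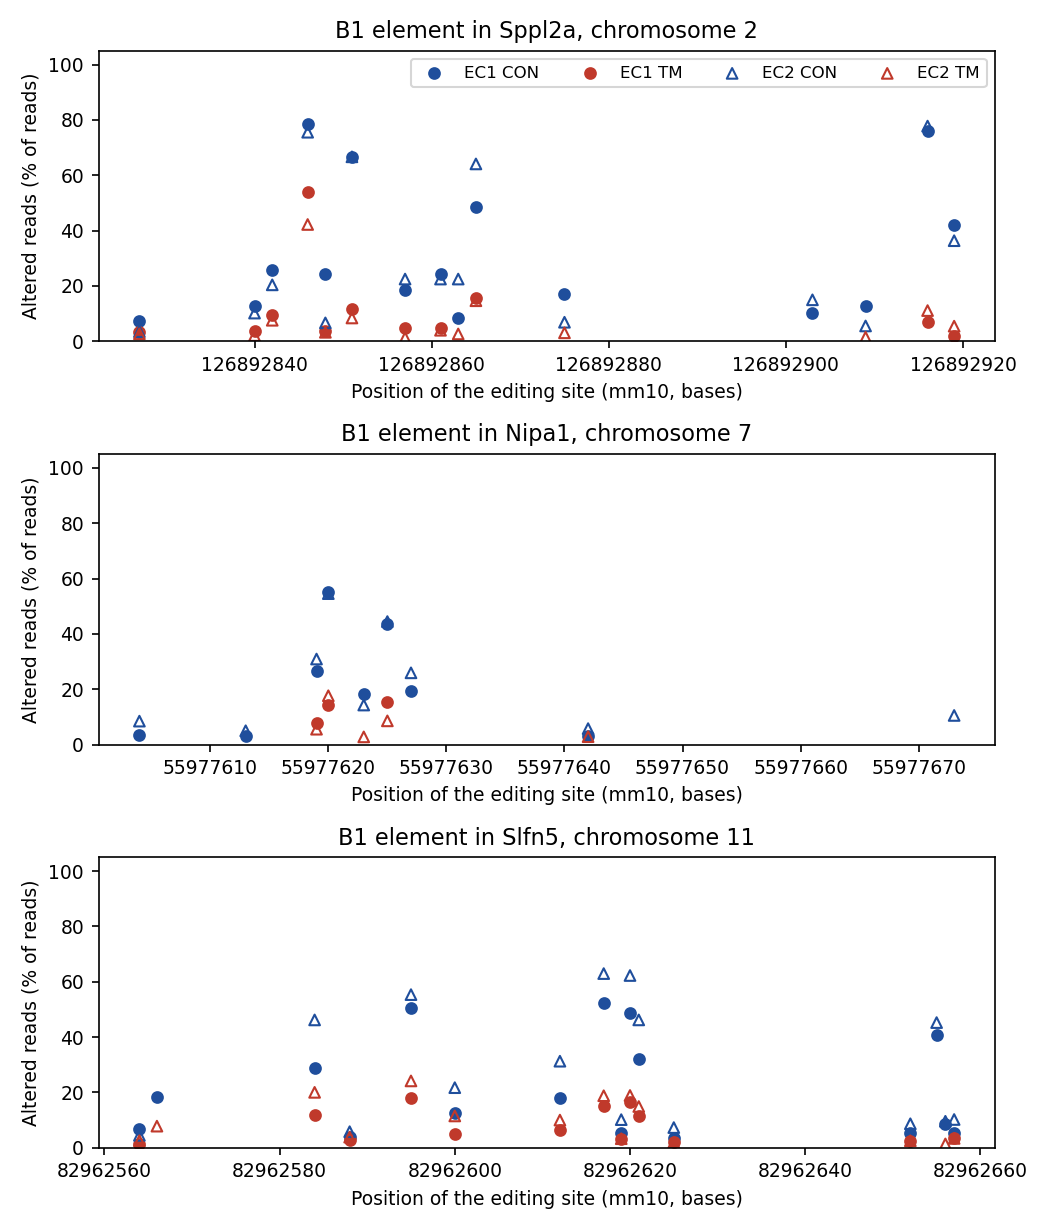
Altered reads as a percentage of reads (vertical axis) at each editing site that passed in at least 1 library in the B1 elements in Sppl2a, Nipa1 and Slfn5, by position in mm10 (horizontal axis, bases), in EC1 (filled circles) and EC2 (open triangles), CON in blue and TM in red. At every one of these sites listed in both libraries of a mouse the CON value lies above the TM value.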

Among the high editing B1 RNA transcripts, multiple editing sites were often found in each B1 element (Table S3). These editing sites found by RNA-seq analysis were confirmed with three selected B1 SINE elements through Sanger sequencing experiments, including that in the intron of the Sppl2a gene (chr2: 126892815-126892950), 3′ UTR of the Nipa1 gene (chr7: 55977578-55977700), and 3′ UTR of the Slfn5 gene (chr11: 82962556-82962680). RNAs from wild type ECs were subjected to Sanger sequencing analysis after RT-PCR amplifications. Significant editing at multiple sites in these three B1 elements was successfully validated (Fig S6A–C). This result supports that ADAR1-catalyzed RNA editing potentially impacts the dsRNA structures formed by these repetitive SINE RNA transcripts (5, 6, 21, 34), thereby altering their immunoactivities in the innate immune response. The RNA-sensing signaling pathway of innate immunity was likely activated by RNA structure changes in the ECs of ADAR1^EC-KO^ mice, causing severe organ injuries.

Table S3 Multiple editing sites in high editing short interspersed nuclear element elements. Excel file listing the high editing sites.

**Figure S6.**
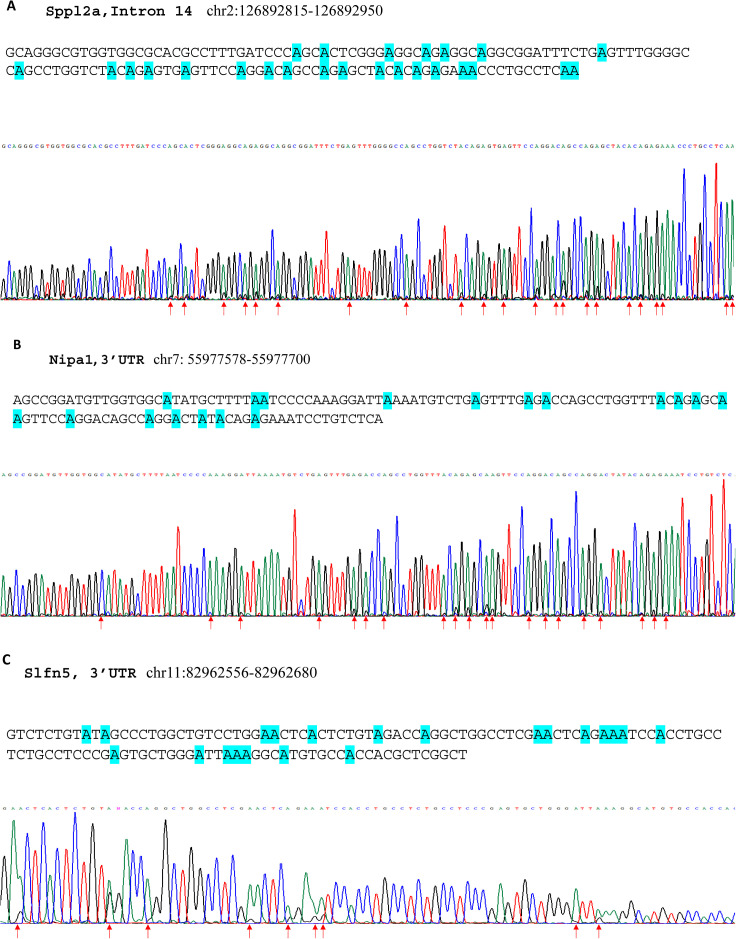
Multiple editing sites were verified in B1 short interspersed nuclear element (SINE) RNA transcripts. RNA of wild type endothelial cells was subjected to Sanger sequencing analysis after RT-PCR, which amplifies the selected B1 SINE elements. In the chromatographs of the sequencing, guanosine (G) peaks were seen together with adenosine (A) peaks. **(A, B, C)** Panel A shows the editing sites in the B1 element in the intron 14 of the Sppl2a gene (chr2: 126892815-126892950), whereas the editing sites in the 3′ UTR of the Nipa1 gene (chr7: 55977578-55977700) and the 3′ UTR of the Slfn5 gene (chr11: 82962556–82962680) are shown in panels (B and C). The sequences of each SINE are shown on the top with the editing sites highlighted. At the bottom are the corresponding sequencing chromatographs; the arrows indicate the editing sites.

### Blocking the MDA-5–mediated innate immune pathway rescued ADAR1^EC-KO^ mice from death

We next explored whether RNA-sensing signaling pathways were activated in the ECs of ADAR1^EC-KO^ mice. It has been shown that the cellular RNA receptor MDA-5 mediates innate immune activation in ADAR1-deficient cells (5, 6, 21). We hypothesized that IFN pathway activation triggered by cellular RNAs in ADAR1 KO ECs is responsible for the newborn death in ADAR1^EC-KO^ mice. To test this hypothesis, we deleted *MDA-5* to block the RNA-sensing pathway in ADAR1^EC-KO^ mice by crossing ADAR1^EC-KO^ mice with *MDA-5*^*−/−*^ mice (35) to generate a double KO mouse model with both *MDA-5* and *ADAR1* deleted within the ECs (*ADAR1*^*EC-KO*^*/MDA-5*^*−/−*^) (Fig 8A and B). We found that removal of MDA-5 completely rescued ADAR1^EC-KO^ mice from death; all the double KO (d-KO) mice survived to adulthood without obvious abnormalities (Fig 8C). ADAR1 deletion in ECs were confirmed via PCR analysis (Fig 8D). Notably, more efficient ADAR1 deletion in ECs was observed in adult *ADAR1*^*EC-KO*^*/MDA-5*^*−/−*^ double KO mice than that observed in newborns of ADAR1^EC-KO^ mice, indicating that the absence of MDA-5 renders mice tolerant to EC-ADAR1 deletion. These data demonstrate that the MDA-5–mediated signaling pathway accounts for pathological responses in ADAR1-deficient ECs.

**Figure 8.**
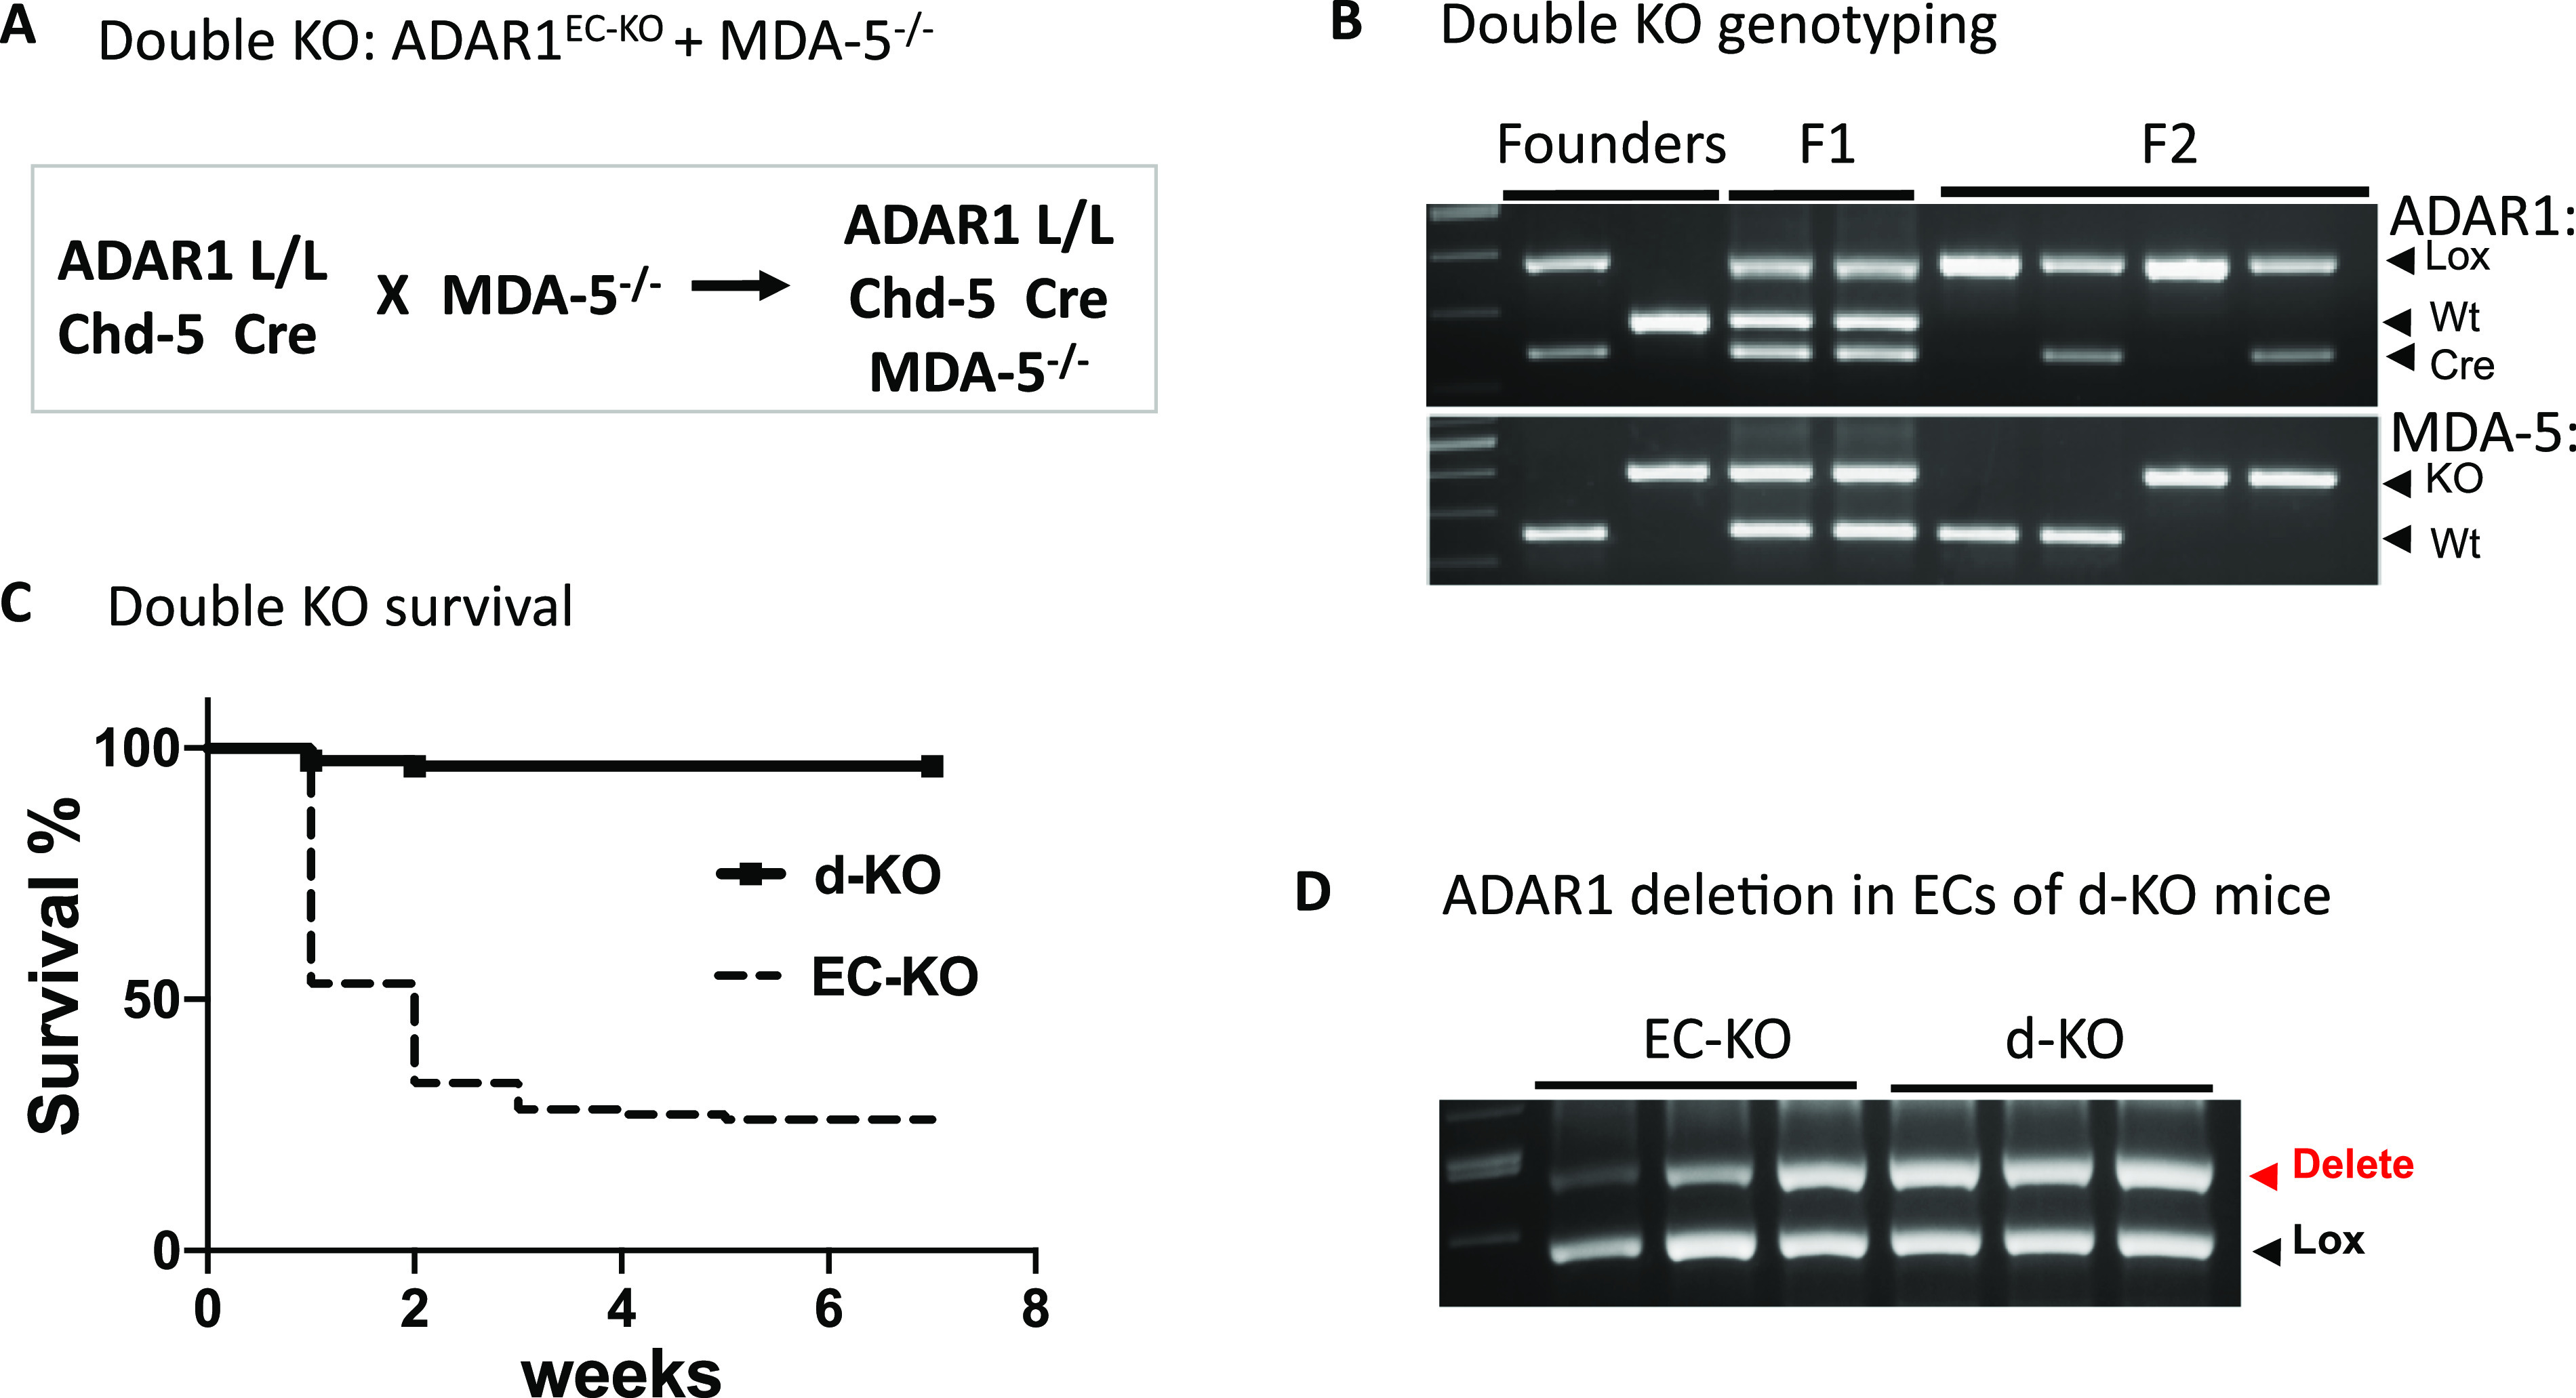
*MDA-5* deletion rescues ADAR1EC-KO mice from postnatal death. **(A)** ADAR1^EC-KO^ mice were crossed with *MDA5*^*−/−*^ mice and in the resulting double knockout (d-KO) mice, both *ADAR1* and *MDA-5* were deleted in ECs. **(B)** PCR genotyping was used to monitor the genetic status of floxed *ADAR1,* *Cad-5 Cre*, and *MDA-5* and identify the d-KO mice. Panel (B) shows the typical genotypes of the breeders, progenies of F1 and F2 generations. **(C)** The postnatal death that occurred to ADAR1^EC-KO^ was not observed in the d-KO mice. The d-KO mice survived to adulthood without noticeable abnormality. **(D)** *ADAR1* gene deletion in the ECs isolated from 6-wk-old d-KO mice was tested using PCR analysis and compared with 2-wk-old ADAR1^EC-KO^ mice. Efficient *ADAR1* deletion was observed in d-KO mice.

### MDA-5 mediates innate immune activation in ADAR1-deficient ECs

To determine whether MDA-5 deficiency compensated RNA editing activity in ADAR1*-*deficient ECs, we examined whether RNA editing was altered in both MDA-5– and ADAR1-deficient ECs. Again, we used ADAR1-inducible KO ECs and crossed the ADAR1 i-KO mouse with the *MDA-5*^*−/−*^ mouse (*ADAR1 i-KO/MDA-5*^*−/−*^ double KO) to generate inducible double KO ECs. RNAs isolated from TM-induced *ADAR1 i-KO, ADAR1 i-KO/MDA-5*^*−/−*^ double KO, and wild-type ECs were subjected to Sanger sequencing after RT-PCR amplification. As expected, editing on the B1 RNAs was decreased in TM-induced i-KO cells compared with the controls, and the editing level in the double i-KO ECs (i-d-KO) was the same as that in cells from the induced i-KO cells, as shown by the B1 RNA in the 3′ UTR of *Slfn5* mRNA (Fig 9A), indicating that reduced RNA editing remained in the rescued mice.

**Figure 9.**
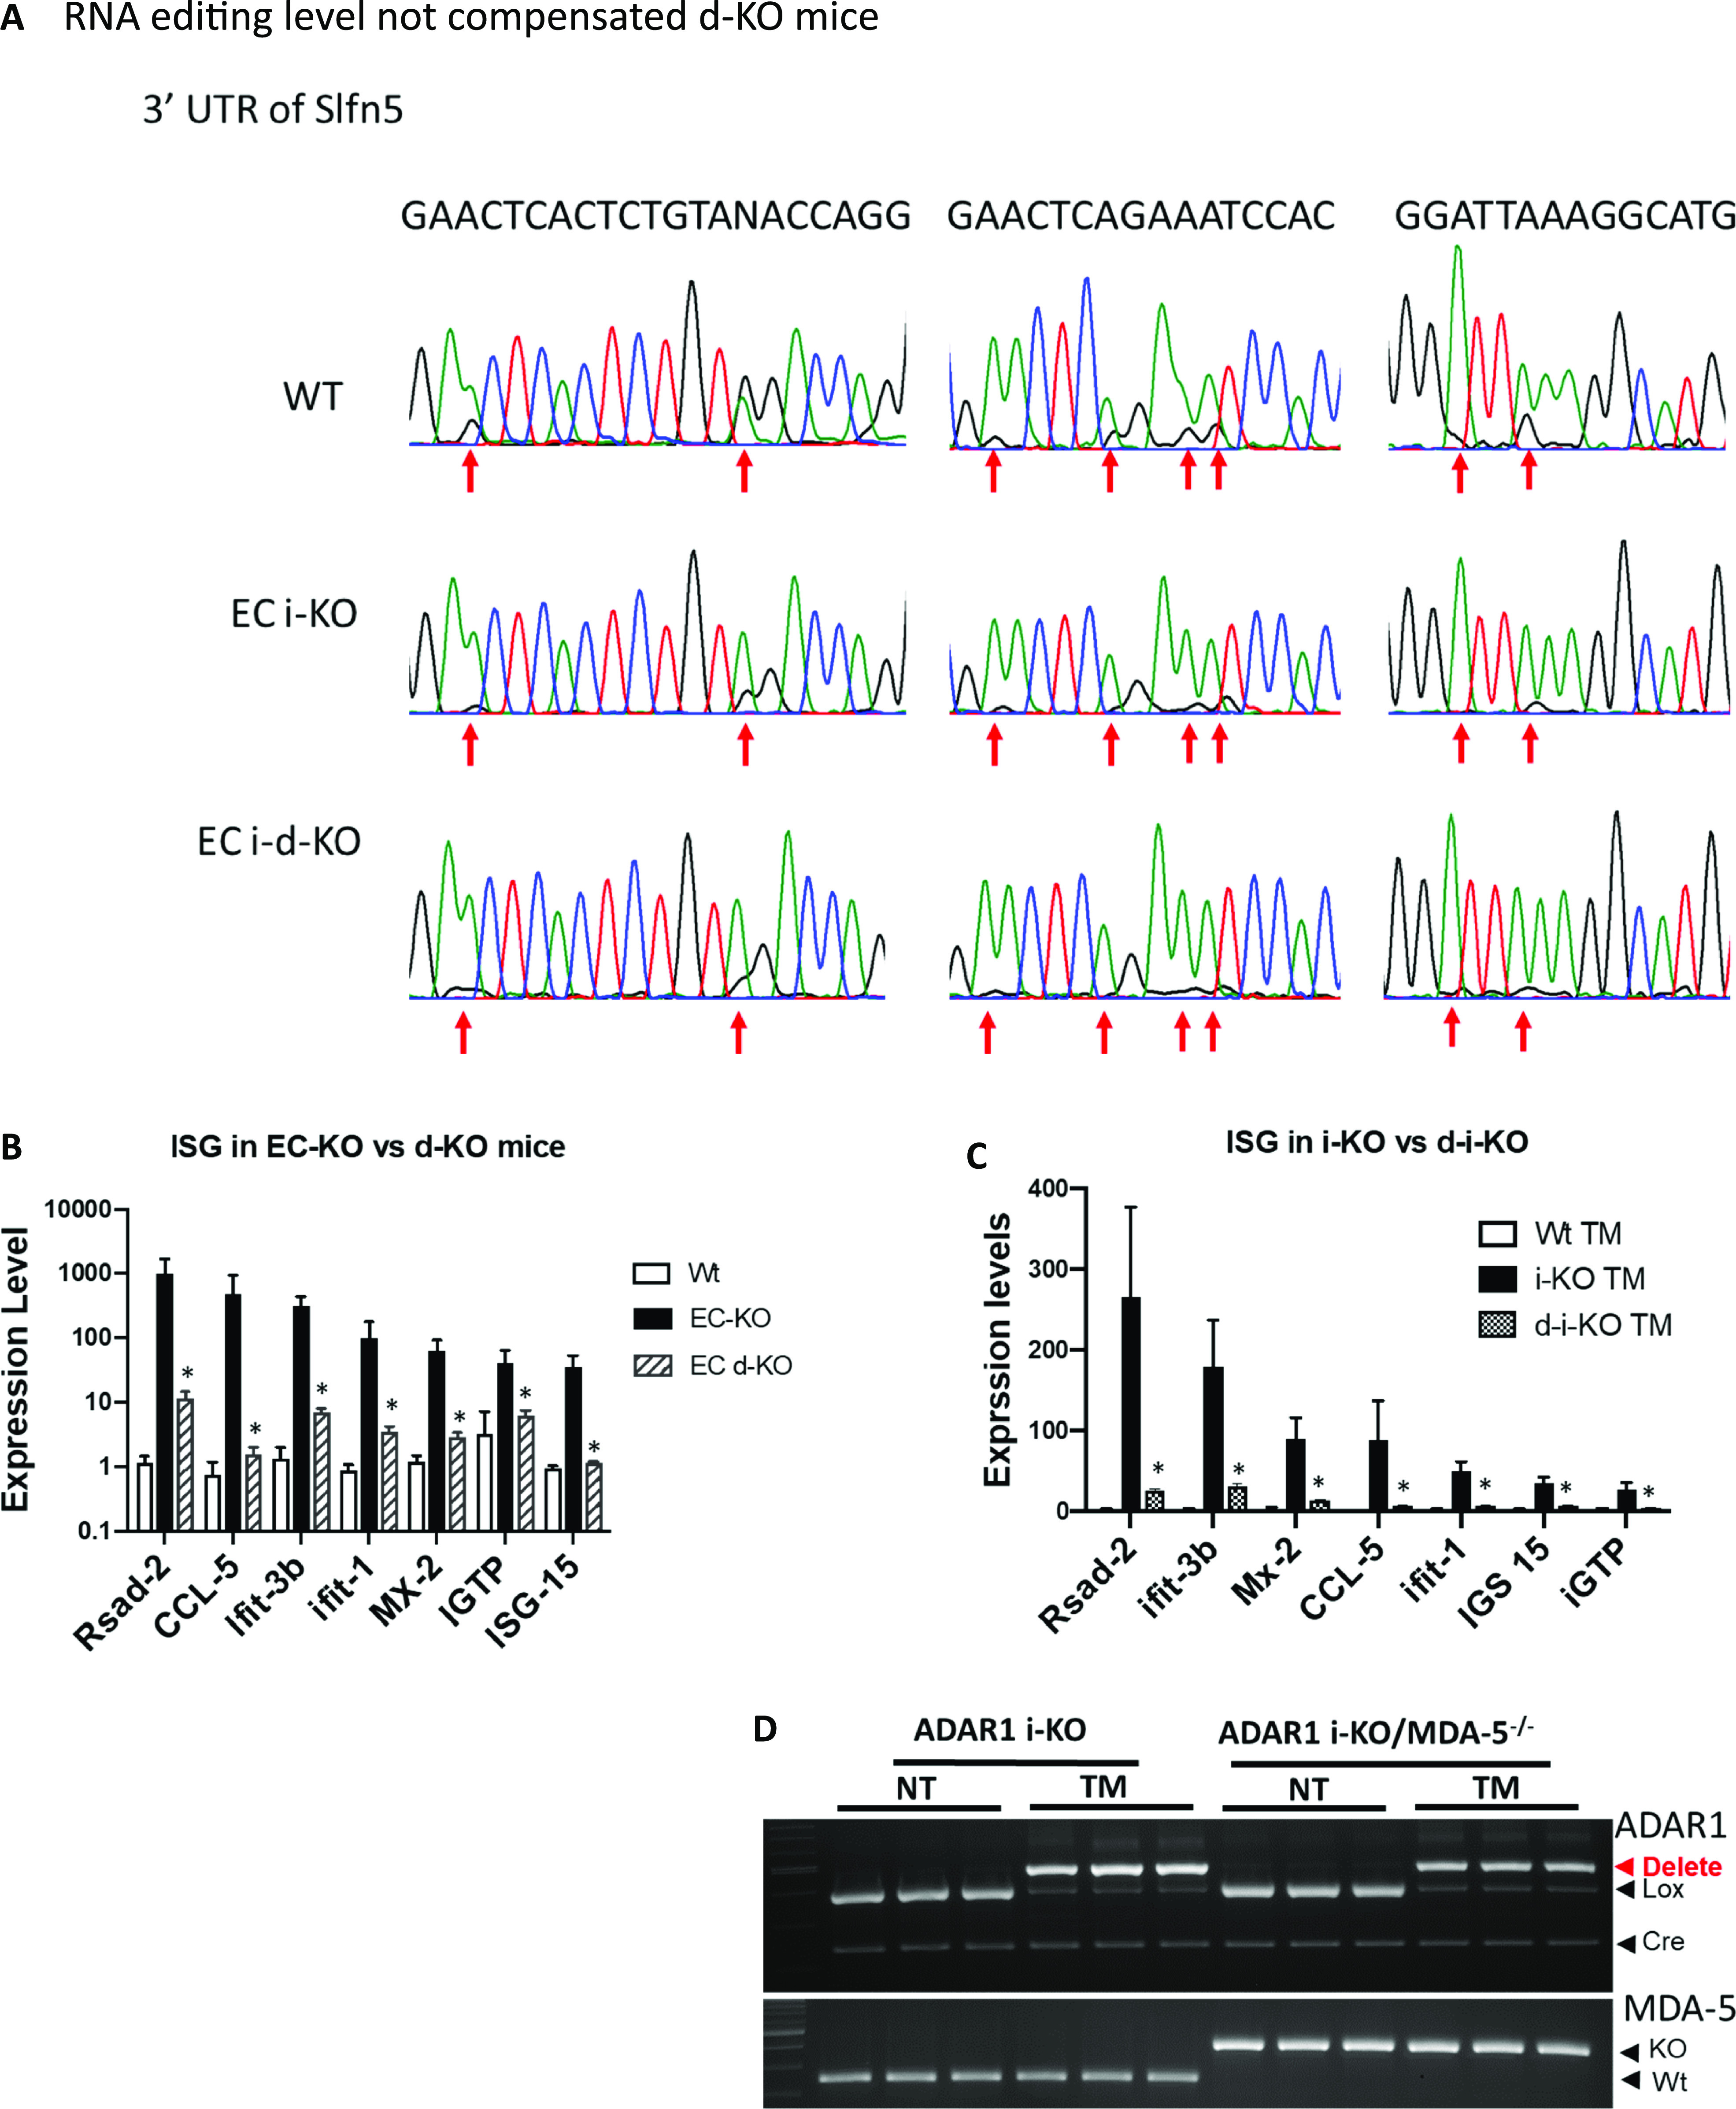
MDA-5 deletion diminishes interferon-stimulated gene (ISG) expression in endothelial cells (ECs) with reduced short interspersed nuclear element (SINE) RNA editing caused by ADAR1 deficiency. **(A)** ECs isolated from *wild type (WT*), inducible ADAR1 KO (i-KO), and inducible ADAR1/MDA-5 double knockout (i-d-KO) mice were cultured in vitro with tamoxifen (TM) induction for ADAR1 gene deletion. RNA editing in SINE RNA transcripts was assessed through RT-PCR and Sanger sequencing, and compared between wild-type, i-KO, and i-d-KO ECs. Panel (A) shows the chromatographs of Sanger sequencing result of EC RNAs. The multiple editing sites in the specific B1 SINE element located in the 3′ untranslated region of the *Slfn5* gene were indicated by arrows. Obvious editing, as shown by the G peaks (black) together with A peak (green), presents in wild type EC RNAs. The editing levels (G peak areas) in i-d-KO ECs were same as the i-KO ECs, which were dramatically lower than the *WT* ECs. **(B)** ECs isolated from *WT*, EC-KO, and EC d-KO mice were analyzed for ISG expression. Compared to the EC-KO mice, ISG expression was significantly decreased in d-KO mice as shown by the seven representative ISGs. *P* < 0.05, n = 3 (WT) and 3–6 (i-KO and d-KO). **(C)** ISG expression was also tested in i-d-KO ECs after the *ADAR1* gene was deleted; ISG levels were significantly lower than the controls. *P* < 0.05, n = 3 (WT) and 3–4 (i-KO and d-KO). **(D)**. *ADAR1* and *MDA-5* gene deletion was monitored in the tested ECs with TM induction. *ADAR1* gene was efficiently deleted in both i-KO and i-d-KO ECs after TM induction, whereas the *MDA-5* gene was deleted in i-d-KO ECs with and without TM induction.

Then, we assessed ISG expression levels in the ECs of ADAR1^EC-KO^*/MDA-5*^*−/−*^ double KO mice. ISG expression in the ECs from double KO mice was significantly suppressed, similar to the levels in ECs from wild-type mice (Fig 9B). In addition, we also assessed the ISG levels in cultured ADAR1 i-KO ECs and ADAR1 i-KO/MDA-5 double KO (i-d-KO) ECs with TM induction. Consistent with the results from primary ECs from ADAR1^EC-KO^/MDA-5^−/−^ double KO mice, MDA-5 deletion also prevented ISG expression in cultured i-d-KO ECs (Fig 9C). *ADAR1* and *MDA-5* gene deletions in the tested cells were confirmed (Fig 9D), showing ADAR1 was deleted after TM induction in ECs in which MDA-5 was either present or deleted, whereas ISG expression was up-regulated only in ECs with MDA-5 present. These data indicated that innate immune activation in ADAR1^EC-KO^ ECs was mediated by MDA-5, and that this pathway is normally silent in the presence of ADAR1 in physiologic conditions.

## Discussion

In this series of studies intended to identify the roles of ADAR1 in ECs and the underlying mechanism that modulates EC functions, we show that innate immune homeostasis in ECs is critically regulated by ADAR1-catalyzed RNA editing. Extensive RNA editing, especially editing in SINE transcripts, is required for maintaining innate immune homeostasis that is essential for postnatal survival in mice. All the detrimental phenotypes of the EC-specific ADAR1 KO mice and the dramatically changed cytokine expression in ECs can be prevented by removal of cellular RNA receptor MDA-5; thus, we demonstrated that activation of the MDA-5–initiated RNA-sensing signaling pathway is an important mechanism for EC function regulations.

In this study, we choose to use Cdh5-Cre to excise the floxed *ADAR1* gene in ECs, as this Cre line was shown to be highly specific for ECs (23). The recombination activity of this Cre on a foxed report gene was reported to start from the embryonic stages in ECs with minimal nonspecific activity in embryonic liver hematopoietic cells (23). However, no obvious abnormality in embryonic development was observed in our study, and only a partial deletion of the *ADAR1* gene was detected in the ECs isolated from ADAR1^EC-KO^ newborn mice. The actual activity of Cre on floxed *ADAR1* gene was not as efficient as shown in the reporter gene (23). Therefore, we cannot exclude a potential effect of ADAR1 in embryonic development. However, we confirmed that apparent *ADAR1* gene deletion, as quantified relative to the undeleted floxed *ADAR1* alleles, was restricted to ECs (Fig 1H). And the *Adar1* gene deletion in the tissue DNA samples could be detected by the PCR with the specific primer set for deleted allele, confirming the ADAR1 deletion in the organs (Fig S7). This ensured that the phenotype observed in this mouse model was attributable to the defect in EC functions. In addition, the activity of Cre in the postnatal EC-KO mice varied significantly in different pups, Fig 1F, explains the different viability of the EC-KO mice at neonatal ages. Only about half of the floxed ADAR1 gene was deleted in the most efficient EC-KO newborns, demonstrating that the neonatal mice do not tolerate even a partial ADAR1 deletion in the ECs. As a result, the highly vascularized organs, such as the lungs and kidneys, were most significantly affected (Fig 2). As shown by the in vitro assays, EC functions could be substantially impacted by ADAR1 deficiency (Fig 5). The EC is a major cell type of the blood-air barrier in the lungs; thus, the functional defect of the ECs significantly impaired the functions of the lungs. In the kidney and liver, we observed large empty spaces in the H-E tissue sections, which disrupted the typical structures of these organs. By CD31 antibody staining, we found that the CD31 positive ECs were lining the spaces, confirming that the spaces were dilated or enlarged blood vessels. This enlarged vessel structures indicated that ADAR1 deficiency in ECs may affect the angiogenesis or blood vessel remodeling in the kidney and livers. Likely, the cellular RNAs in ECs need to be processed by ADAR1 to modulate EC functions to support the newborn to adapt to the new environment. Without ADAR1, EC RNAs failed to be processed appropriately, activating MDA5-mediated RNA sensing and up-regulation of IFN signaling, leading to failures of the affected organs.

**Figure S7.**
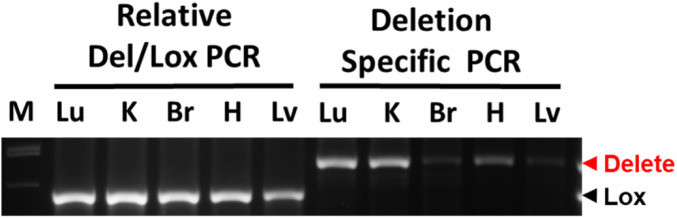
PCR detection of ADAR1 gene deletion in highly vascularized tissues. ADAR1 gene deletion in EC-KO mice was monitored by two PCR reactions. The first reaction uses a mix of three primers (P1, P2, and P3, as shown in Fig 1), showing the relative quantity of deleted and floxed ADAR1 alleles. The deleted ADAR1 signal was not seen, indicating that relative to the undeleted ADAR1, the portion of deleted ADAR1 gene is very little. The second reaction uses only primer P1 and P3, which only amplifies the deleted ADAR1 allele. ADAR1 deletion is detected in all tissues tested, with strong signals in the lung (Lu), kidney (K), and heart (H), whereas a minimum signal was seen in the brain (Br) and liver (Lv) tissues.

ADAR1 deletion in ECs resulted in dramatically increased expression of multiple ISGs, including *Ifit 1, CXCL10, ISG-15, IRG7, MDA-5,* and others, Fig 3, which were also observed in ADAR1-deficient embryos (5, 6, 21, 26). However, the levels of type I IFN, including *IFN-α* and *IFN-β*, were not increased in ECs, which is different from the ADAR1 deficient embryos (5, 21, 26) and fibroblast cells (22). IFN independent ISG expression may happen in certain viral infection conditions (36). In ADAR1 deficient ECs, the ISG expression might also be IFN independent. The IFN-α receptor 1 is essential for IFN signal transduction; however, deletion of its coding gene Ifnar1 in ADAR1 KO embryos did not rescue them to birth, although it extended the embryo survival time for a few days (6, 21), indicating the cellular defect caused by ADAR1 deficiency remains in Ifnar1^−/−^ cells. This evidence also supports that ADAR1 deficiency causes an IFN independent effect in the cells.

MDA-5 KO completely rescued the ADAR1EC-KO mice from postnatal lethality, Fig 8, and the rescued mice did not show a notable difference in their development and reproducibility. Previous studies showed that the deletion of MDA-5 completely rescued the editing deficient *Adar1*^*E861A/E861A*^ mutant mice (5). However, either deletion of MDA-5 or MAVS could not fully rescue the *Adar1*^*∆7–9*^ KO mice (6), and MAVS deletion did not fully rescue the *Adar1*^*∆2–13*^ KO mice (21). Instead, they rescued the KO embryos to term. Most of the rescued mice died within 1 d after birth, and none of them survived beyond 10 d (6, 21). The KO of specific ADAR1 P150 was also embryonic lethal, but more than half of the *P150*^*−/−*^ were rescued by MAVS deletion to 3 wk of age with multiple organs morphologically abnormal (6). *Adar1*^*∆2–13*^ KO deleted the sequence coding most of the entire ADAR1 protein (21), including the Z-DNA/RNA binding domain, RNA binding motif, and the catalytic domain, and *Adar1*^*∆7–9*^ KO affects both RNA binding and catalytic domains (6, 26). In our EC-KO model, the Exon 12–15 was floxed for deletion. We confirmed that the sequence of exon 12–15 was efficiently removed from RNA transcript in the ADAR1 deficient ECs, whereas transcription of other regions of the *ADAR1* gene was not affected (Fig 4B). 

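Outside the floxed part, in exons 2 to 11 of the 15-exon Adar transcript, the median depth at listed sites was 152.5 reads in EC1 CON (14 sites) and 664 in EC1 TM (44 sites), and 175 in EC2 CON (18 sites) and 967 in EC2 TM (50 sites). Per 100000000 reads the depth was 115 and 504 in EC1 and 122 and 466 in EC2, so that TM was 4.40 times CON in EC1 and 3.83 times CON in EC2. For exon 15 the ratios were 4.30 and 3.71. Each ratio comes from 1 library against 1, and both mice went the same way. Exon 1, also outside the floxed part, had no listed site in EC1. In EC2 it had 1 per library, at 257 reads in CON and 335 in TM before scaling. It thus showed no comparable rise, from 1 site per library.

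**Figure D3:**
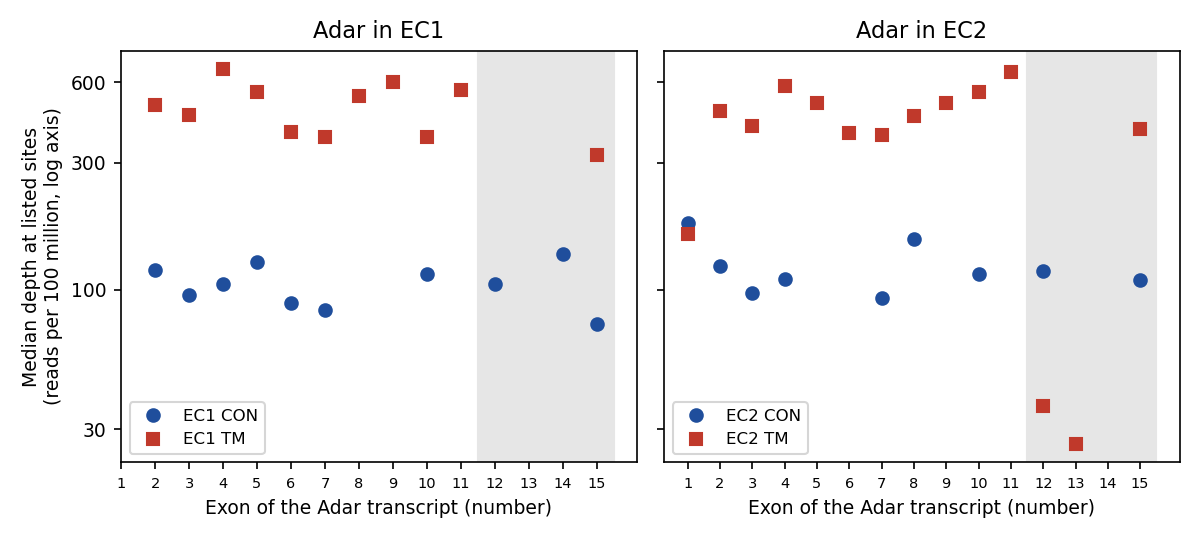
Median depth at listed sites per exon of Adar (scaled by library size, log axis) in EC1 (left) and EC2 (right), CON as circles and TM as squares, with exons 12 to 15 shaded. Those of exons 2 to 11 and exon 15 that have a value in both libraries of a mouse lie higher in TM, and exon 12 lies lower in EC2 TM.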

We previously showed that the deletion of exon 12–15 in embryos did not lead to truncated protein in the cells (24, 37). Although we could not get an efficient deletion of ADAR1 in EC-KO mice for protein analysis, we analyzed the protein from in vitro cultured i-KO ECs by Western blot. No truncated protein was detected in the *Adar1*^*∆12–15*^ KO ECs (Fig S8). Therefore, the complete rescue of ADAR1 EC-KO mice by MDA-5 deletion was not due to the potential truncated ADAR1 protein retaining the activity of RNA binding and Z-DNA/RNA binding. We did test whether *Adar1*^*∆12–15*^ KO embryo could be rescued by MDA-5 deletion. Same as the *Adar1*^*∆2–13*^ and *Adar1*^*∆7–9*^ KO, the double KO mice were born alive but could not survive postnatally (data not shown). Therefore, the rescue of ADAR1 EC-KO mice by MDA-5 deletion was due to EC-specific ADAR1 deletion. In ADAR1 EC-KO mice, ADAR1 deletion occurred in half or less of the ECs. It was significant enough to cause severe organ injuries; however, blocking the MDA-5 pathway prevented the ISG expression and restored the critical functions of the EC for supporting the mouse survival. Thus, the homeostasis of innate immunity regulated by ADAR1 is very critical for maintaining EC functions.

**Figure S8.**
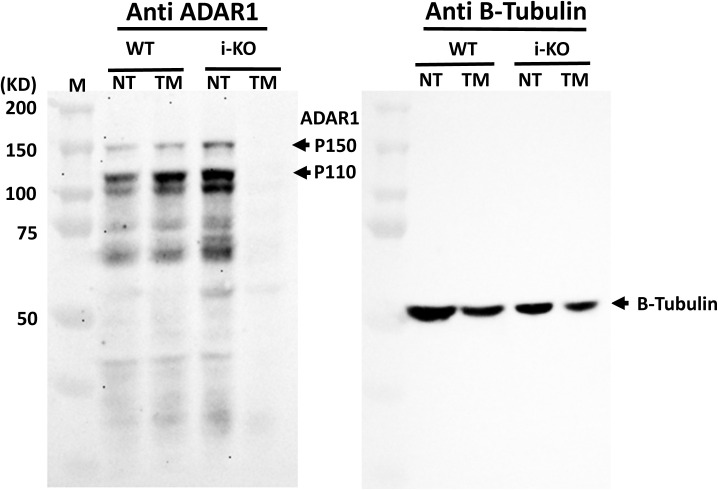
Western analysis of ADAR1 protein expressed in endothelial cells (ECs). Total protein prepared from cultured ECs that were isolated from wild-type (WT) and inducible ADAR1 KO mice (i-KO) was analyzed by Western blot with the anti-ADAR1 monoclonal antibody, clone 15.8.6 (against the RNA-binding domains). Tamoxifen induction on i-KO ECs almost completely removed ADAR1 protein from the cells. No truncated protein was detected.

A previous study showed that ADAR1 edits on CTSS mRNAs which plays a critical role in the regulation of EC functions, and increased editing on CTSS was found associated with angiogenesis in atherosclerotic vascular diseases in humans (13). Edited CTSS mRNAs resistant to TUDOR-mediated RNA degradation, therefore promoting EC proliferation (13). This significant finding revealed a mechanism of ADAR1 editing in human ECs under pathologic conditions. However, we could not find significant CTSS editing in mouse ECs, most likely because editing in human CTSS mRNA occurs within the 3′ UTR, which encompasses an Alu repetitive element, and this Alu element does not exist in the mouse genome (34, 38). Nevertheless, most A-to-I RNA editing in mouse ECs occurs to the noncoding regions, predominantly in the repetitive elements, consistent with that found in humans (10, 34, 39). 

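The deposited site table lists 8 sites in Ctss over all 4 libraries. None passed the criteria in any library, and none of the listed sites was exonic. The Ctss count was 0 in every library and its exonic depth is unknown. These libraries therefore cannot show whether Ctss mRNA is edited.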

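Exons outside the UTRs held 5.02% of the passing sites in EC1 CON, 6.45% in EC1 TM, 6.60% in EC2 CON and 6.43% in EC2 TM, and 5′ UTRs held 0.334% to 0.495%. Of the sites shared by both mice as CON > TM, 87 (4.89%) were exonic.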

Whereas most editing occurs to Alu repetitive elements in humans (38, 40), most editing occurs to B repetitive elements in mice, the counterparts to Alu in humans (5, 34, 40). It was shown that Alu editing was associated with innate immune activation in human cells (41, 42). We speculate that ADAR1 RNA editing may also play a role in human ECs for innate immune homeostasis through RNA editing in addition to editing CTSS mRNA in ECs.

The molecular mechanism of ADAR1 in ECs was implicated through RNA editing on specific RNA substrates such as CTSS mRNA or microRNAs. In contrast, we demonstrated in this study that regulation on the RNA-sensing pathway is the key mechanism that underlies the function of ADAR1 in ECs. Most of ADAR1-mediated editing in ECs occurs at noncoding regions of RNAs in introns and 3′ UTRs on repetitive RNA elements, and especially in SINE transcripts, which form dsRNA structures. Deletion of ADAR1 in ECs leads to dramatically elevated ISG expression, and further deletion of the cytosolic RNA receptor MDA-5 reverses ISG expression back to within normal range and completely recues ADAR1^EC-KO^ mice from death. This finding strongly supports the presence of an ADAR1 RNA-editing/RNA-sensing signaling axis in ECs that regulates innate immune homeostasis and plays a critical role in the regulation of EC functions.

ECs play critical roles at multiple stages of inflammatory reactions (43, 44, 45). However, endogenous RNA-triggered activation of the innate immune signaling pathway in ECs has not been extensively studied. Here, we provide evidence that cellular RNA sensing through MDA-5 activates inflammatory signaling in ADAR1-deficient ECs, and that this disrupts EC function, leading to the early death of newborn mice. The complete protection of mice deficient in MDA5 from the pathological features of EC-specific ADR1 deletion confirms the central role of MDA5 in the detection of RNA for immune activation in ADAR1-deficient ECs. It is possible that inflammatory cytokines produced and released by ECs act on other cell types or synchronize with other inflammatory mechanisms in the pathologic development of inflammatory vascular diseases.

Although the MDA-5-mediated RNA-sensing signaling pathway was shown to underlie the detrimental phenotype of our ADAR1^EC-KO^ mouse model, we also noticed that the elevated ISG expression was not completely abolished, Fig 9B and C, and the cellular functions of ADAR1-deficient ECs tested by in vitro assays were not completely restored to wild type levels by MDA-5 deletion Fig S9A–C, indicating that some of the EC defects caused by ADAR1 deletion are MDA-5 independent. Whereas MDA-5 seemed to be the major RNA receptor in ECs to sense the altered RNAs due to ADAR1 deficiency, other signaling pathways such as RIG-I or different molecular mechanisms may also respond to ADAR1 deficiency. We did not test whether MAVS KO completely rescue the EC functions in this study.

**Figure S9.**
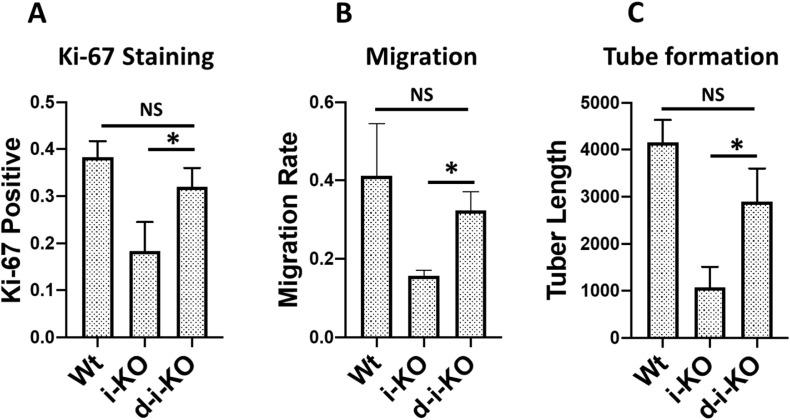
MDA-5 deletion partially rescues ADAR1-deficient endothelial cell (EC) functions. The ECs isolated from the wild-type, i-KO, and ADAR1/MDA5 double i-KO (d-i-KO) mice were cultured, induced by tamoxifen, and assessed for their functional differences was as described in Fig 5. **(A, B, C)** The cell proliferating rate of d-iKO ECs, monitored by Ki-67 antibody staining, n = 9, (panel A), Cell migration, n = 3, (panel B), and the tuber formation, n = 3, (panel C) were compared with the Wt and i-KO ECs. Whereas the d-i-KO ECs show significant difference from the i-KO cells, *P* < 0.05, in all three assessments, MDA-5 deletion in the d-i-KO cells does not completely restore the EC functions to the Wt EC levels.

It is known that recoding activities of ADAR1 on mRNAs and microRNAs also regulate EC functions. RNA editing in protein coding regions may result in amino acid changes such as the Q/R site editing in filamin A and B mRNAs (46, 47). Filamin mRNAs, especially filamin A mRNAs, were reported to be highly edited in human and mouse cardiovascular tissues (48). Patient-derived RNA-seq data demonstrate a significant drop in FLNA editing associated with cardiovascular diseases, and blockage of FLNA editing in mice increased vascular contraction and diastolic hypertension (48). 

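In Flna, 6 sites passed in EC1 CON, 6 in EC1 TM, 4 in EC2 CON and 2 in EC2 TM. The only exonic site among them changes codon position 2 of a glutamine codon to that of arginine, at position 74226862 of chromosome X (residue 2341 or 2333, by transcript). At this site, 510 of 845 reads were altered in EC1 CON (60.4%, 95% Wilson interval 57.0% to 63.6%) and 376 of 890 in EC1 TM (42.2%, 39.0% to 45.5%), p = 5.7e-14 by Fisher's exact test on reads (two-sided). EC2 CON had 569 of 1115 (51.0%, 48.1% to 54.0%), and EC2 TM does not list the site. The site thus has a comparison in EC1 only. Not being listed does not give a rate, since of sites outside repeats with a rate of 0.3 to 0.7 and 1000 or more reads in one library, 11.0% (15 of 136, 95% Wilson interval 6.80% to 17.4%) were missing from the other. The log2 fold change of the Flna count was 0.02 (standard error 0.30, adjusted p = 0.978 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exonic depth of Adarb1, the gene of ADAR2, fell from 188 to 50 reads in EC1 and from 215 to 125 in EC2. Its count did not pass (adjusted p = 0.267 from edgeR). The fall at the Flna site can therefore not be assigned to ADAR1 alone. The Table S4 held here gives part of its sites only, so the values are from the deposited site table.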

Although ADAR2 was reported to be responsible for most of the FLNA editing (46, 47), we found that editing on filamin A and B mRNAs was also dramatically decreased in ADAR1-deficient mouse ECs (Table S4). Therefore, editing in protein coding regions by ADAR1 likely also contributes to the regulation of EC functions. However, the complete rescue of survival and normal phenotype of the ADAR1^EC-KO^/MDA-5^−/−^ double KO mice indicated that the recoding activity of ADAR1 on specific protein coding mRNAs is insignificant and loss of the specifically recoded RNAs can be tolerated by the rescued mice. Our RNA-seq analysis showed that most of the RNA editing occurred to SINE RNA transcripts in noncoding regions of mRNAs. Editing on these SINE RNAs is likely a critical regulator for cellular homeostasis. More studies will be necessary for a complete understanding of RNA editing in ECs, whereas the major function in regulation of the MDA-5–mediated RNA-sensing signaling pathway has been demonstrated in this study.

Table S4 Editing level at selected editing sites in endothelial cells. Excel file listing the editing sites of CTSS, FLNα, FLNβ, and others.

## Materials and Methods

### Animal model preparation

All animals used for this study were kept in a specific-pathogen-free animal facility and the protocol was approved by the University of Pittsburgh’s Institutional Animal Care and Use Committee. Floxed ADAR1 mice were prepared as described previously (24, 28). VE-Cre mice (Chd-5 Cre), Stock # 006137, and *MDA-5*^*−/−*^ mice, Stock #015812, were purchased from Jackson Laboratory. VE-Cre mice were first crossed with floxed ADAR1 to produce the EC-specific ADAR1 KO mouse strain. Then, ADAR1 EC KO mice were crossed with *MDA-5*^*−/−*^ mice to produce ADAR1/MDA-5 double KO mice. PCR was used for genotypic analysis of all the mice used for this study. PCR conditions and primer sequences were as reported previously for ADAR1 (24, 28) and followed Jackson’s protocol for MDA-5.

### Mouse phenotype analysis

Newborn mice were observed for phenotypic changes daily from birth. Newborn death was observed from the first day after birth. Samples from dead mice were collected for genotype analysis. Cyanotic signs were observed before death and the numbers of dead pups were recorded each day. The newborns of each litter were numbered for phenotype recording before genotype analysis was performed on mice between 1 and 2 wk old, and ear tags were used to identify the pups after 2 wk. The relative sizes of the newborns were recorded.

### Pathology study

Newborn mice were examined daily for general health changes from birth. Death frequently occurring after birth within the first 3 wk was observed and recorded. Postmortem examination was performed immediately after newborn death to identify gross morphological abnormalities. Perimortem examination was also performed on mice showing obvious cyanotic signs. Major organs and tissues were fixed with formalin overnight and embed in paraffin. Tissue sections were subjected to standard hematoxylin and eosin (HE) staining for morphologic studies.

### ISG expression in ADAR1 EC-KO lung ECs

Lung ECs were isolated from 1- to 2-wk-old ADAR1 EC-KO mice following an established protocol (49, 50). Dissected lungs were digested to single cells using collagenase I (Cat. no. LS004196; Worthington Biochemical Co.), 3 mg/ml and DNase I (Cat. no. DN25; Sigma-Aldrich), 10 μg/ml at 37°C for 45 min. ECs were first negatively selected with CD45 microbeads (MACs, Cat. no. 130-052-301) and then positively selected with CD31 microbeads (MACs, Cat. no. 130-097-418). Isolated ECs were directly subjected to RNA isolation with PureLink RNA Mini Kit (Cat. no. 12183018A; Invitrogen). 100 ng of total RNA was used for reverse transcription with iScript cDNA Synthesis Kit (Cat. no. 1708841; Bio-Rad) for 20 min. Real time PCR was performed with Bio-Rad kit (Cat. no. 170-8885) for gene expression with the CFX Connect Real-Time PCR Detection System. RNA expression levels were determined using the ∆∆Ct method with average of *GAPDH* and *HPRT* as endogenous control, as described previously (22, 28).

### Inducible ADAR1 gene deletion in cultured ECs

ADAR1-inducible KO mice, prepared as described in our previous studies (22, 28, 31, 32, 33), were used for primary EC preparation. Single lung cells were prepared with collagenase digestion as described above. Then the cells were first subjected to magnetic bead sorting with CD31 antibody (Cat. no. 553370; BD Bioscience) and Dynabeads (Cat. no. 11035; Thermo Fisher Scientific) according to the manufacturer’s instructions. Then the cells from each mouse were seeded to two 6-cm dishes and cultured in EC growth medium: DMEM with 20% fetal bovine serum, 0.6% EC growth supplement (ECCS, Cat. no. 212-GS; Cell Application Inc.), and 100 μg/ml heparin in complete DMEM at 37°C, 5% CO_2_ for 3–4 d until the cells reached 95% confluency. Then cells were lifted with trypsin and subjected to second selection with anti ICAM-2 (CD102) antibody (Cat. no. 553326; BD Bioscience). Isolated ECs were stained with anti CD31 antibody to monitor the purities. 400 nM 4-OH-TM (Cat. no. 579002; Sigma-Aldrich) was added to cultured ECs at passage three and culture was continued for 48 h to induce ADAR1 gene deletion. ADAR1 gene deletion was confirmed using PCR analysis. TM-treated cells and untreated control cells were used for cell function analysis, gene expression analysis, and RNA-seq studies.

### EC proliferation and migration assays

Primary i-KO ECs were replated to 3-cm dishes in triplicates at 5 × 10^4^ cells/plate after TM treatment and cultured with EC growth medium for 72 h. Non-treated ECs were cultured in parallel as controls. At 24-, 48-, and 72-h time points, cell numbers from three dishes were counted to monitor growth rate. The cells were also stained with Ki-67 antibody (Cat. no. 0712020; Cell Signaling Technology) at the 24 h time point to monitor cell proliferation. For migration assays, the TM-treated and non-treated ECs were plated to 3-cm plates and cultured for 24 h, followed by removing attached cells growing on the bottom of the culture dishes with a cell scraper, leaving a 500 µm-wide area without cells. The dishes were continuously cultured for 24–30 h, followed by 4% formalin fixation and eosin staining of the cells. Cells that migrated to the gap areas were imaged under a microscope. The areas covered by migrated cells were measured, and the ratio of these areas to the original gap areas was calculated as the cell migration rate.

### Tube formation assays

Tube formation assays were performed following standard methods (51) with modification. Briefly, Matrigel Matrix (Cat. no. 354248; Corning) at 10 mg/ml concentration was used to coat a 24-well plate (0.3 ml/well) and a 96-well plate (50 μl/well). Cells were seeded to the Matrigel at the concentration of 4 × 10^5^cells/ml. After 6–12 h of culture without stimulation, the tube-like structures were recorded under the microscope. The total tube length was measured using ImageJ software.

### High throughput RNA sequencing and gene expression analysis

Two inducible ADAR1 KO mice from two independent litters were used for EC isolation. RNA samples were isolated from TM-treated and non-treated control cells, and RNA libraries were prepared from 100 ng RNA using the KAPA RNA HyperPrep Kit with RiboErase (Kapa Biosystems) according to the manufacturer’s protocol and sequenced using NovaSeq6000 platform (Illumina) to an average of 100M 101PE reads. The sequencing reads for each library (EC1 CON, EC1 TM, EC2 CON, and EC2 TM) were first quality-controlled using the FastQC tool (Andrews, Simon. “FastQC: a quality control tool for high throughput sequence data.” 2010. https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Illumina adapter sequences and low-quality reads were filtered using the tool Trimmomatic (52). Then, surviving reads were aligned to the mouse reference genome mm10 by STAR aligner (53). Default parameter settings were applied to all pipelines of our analysis.

Based on the aligned RNA-seq data, gene counts were quantified using the tool HTSeq (54) for each library. On the top of the gene expression profiles across the four libraries, differential expression analysis was performed with R package DESeq2 (55). Differentially expressed genes (DEGs) were defined by FDR ≤ 5%, and DEGs with changes larger than 1.5-fold were further applied into Ingenuity Pathway Analysis (https://www.qiagenbioinformatics.com/products/ingenuitypathway-analysis) to detect pathways enriched by the gene alterations. Significant pathways were defined by FDR ≤ 5%.

### RNA editing site identification and analysis of RNA-seq data

For each RNA-seq library, variations were called based on the aligned file by the BCFtools mpileup function (56) and then annotated to known gene regions. Candidate editing sites were selected from these variation sites: (1) sites located at positive-strand gene regions and contained A-to-G mutation; or (2) sites located at negative-strand gene regions and contained T-to-C mutation at the reference strand. Based on these candidate editing sites, more stringent criteria were further applied to define more confident editing sites: (1) number of total reads covering the site ≥5; (2) number of altered reads covering the site ≥3; (3) editing rate (number of editing reads/number of total reads covering the site) ≤95%; and (4) editing rate ≥5%. These criteria were chosen to eliminate variations caused by rare sequencing error events but sacrifice rare real RNA editing events. These confident editing sites were annotated to different gene regions: 5′ distal (within 50 Kbp upstream of the gene starting point), promoter (within 1.0 Kbp upstream of the gene starting point), 5′ UTR, exon, intron, 3′ UTR, and downstream (within 1k bp downstream of the gene end point) and 3′ distal regions (within 50 Kbp downstream of the gene end point). In addition, RepeatMasker library was downloaded (Smit AFA, Hubley R, Green P (2013–2015) RepeatMasker Open-4.0. http://www.repeatmasker.org) and used to annotate the editing sites to repeat and non-repeat regions. Repetitive regions were categorized as SINE, long terminal repeat (LTR), long interspersed nuclear element (LINE), simple repeat, DNA, RNA, low complexity, and some other subtypes, where SINE can be further clustered as B1, B2, B4, and other subcategories.

To reduce the influence of single nucleotide polymorphisms (SNPs), libraries of the same mouse with control (CON) and TM treatment were compared. Editing sites of CON > TM (editing rate in control greater than TM-treated) were defined using the following criteria: (1) editing rate of CON–editing rate of TM ≥ 0.05; (2) number of total reads covering the CON variation site ≥5; (3) number of altered reads covering the CON variation site ≥3; and (4) editing rate of CON ≤ 95%. Similarly, editing sites of TM > CON (editing rate in TM-treated greater than control) were defined as (1) editing rate of TM–editing rate of CON ≥ 0.05; (2) number of total reads covering the TM variation site ≥ 5; (3) number of edited/altered reads covering the TM variation site ≥3; and (4) editing rate of TM ≤ 95%. Consistent CON > TM (or CON < TM) sites across the two mice were further compared. Gene and repeat region distribution of these selected sites were explored.

In addition to editing site analysis, the data were further explored at the repetitive region (RR) level. RepeatMasker library was used to annotate the editing sites of each individual RNA-seq library or differential editing sites, comparing CON and TM libraries. Editing sites annotated to the same RR were grouped together. Editing rate for an RR was calculated by the average editing rates across all the “for-sure” editing sites located in that RR. Among all the RRs, we specifically focused on and explored SINE, LTR, and LINE.

### Data availability

All bulk RNA sequencing data (EC1 CON, EC1 TM, EC2 CON, and EC2 TM) were deposited into the NCBI Gene Expression Omnibus with an accession ID GSE174216. Raw read files, gene count quantification, and editing calling can be accessed via the link https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE174216.

### Statistics

Continuous data were summarized using mean and SD or median and interquartile range. Groups and categorical data were summarized using frequency and percentages. Bar, dot, and line graphs were used to depict differences and relationships in data. Wilcoxon rank sum test was used to test differences between two groups of nonparametric independent data. For differences between more than two groups of not normally distributed data, the nonparametric, Kruskal–Wallis test by ranks was used. Upon the rejecting the null of Kruskal–Wallis test, the post hoc Conover test was used for pairwise multiple comparisons procedure. All tests used in the analysis were of two-sided nature with *P* ≤ 0.05 defined as statistically significant. Prism—GraphPad was used to generate publication quality graphs and Stata software version 12.0 (StataCorp) was used to conduct statistical testing. All statistical analyses on RNA-seq data and data visualizations were performed using R programming with the available R/Bioconductor packages.

## Supplementary Material

Reviewer comments

How the deposited data were processed for this re-analysis (not part of the article)

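RNA from ECs of 2 i-KO mice was studied, with 1 CON and 1 TM library per mouse (EC1 CON, EC1 TM, EC2 CON and EC2 TM), so that n = 2 libraries per group, paired by mouse. The authors trimmed the 101-base read pairs with Trimmomatic, aligned them to mm10 with STAR, counted them per gene with HTSeq under default settings, and deposited raw counts without normalization. Counts on genes were 1095488, 1096152, 1222301 and 1778732 in the order above, which is 0.823%, 0.832%, 0.852% and 0.858% of all rows of each count table. The summary row for reads on no gene held 93.4%, 93.4%, 93.9% and 92.8%, and that for alignments that were not unique 5.82%, 5.74%, 5.29% and 6.32%. These summary rows were left out of the gene counts. A count of 0 allows 2.74, 2.74, 2.45 and 1.69 CPM.

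The authors called variants per library with BCFtools mpileup, kept A-to-G changes on plus-strand genes and T-to-C changes on minus-strand genes, and deposited reads per base and the editing rate as a fraction of altered reads. The deposited fraction is 0 where a library does not list a site. The columns of this table were given to libraries through Table S4, of which 1998 of 3211 sites were held, and at all 1998 the values of each library were equal to those of its columns. Of the sites, 13 share a printed position with another site. Gene positions came from GENCODE vM21, which is not known to be the authors' annotation, and 98.5% of the count table's genes were matched to it, 669 of them by an older symbol.

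Gene counts were compared with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test, condition only) and Benjamini-Hochberg adjustment at 0.05, in R 4.3.3. Alternatives were DESeq2 1.42.0, the mouse as a replicate block in both tools, no filter on low counts, at least 10 counts in every library, a fold limit of 1.5, and each library left out in turn. Gene lists were tested with camera and fry of limma 3.58.1, at an inter-gene correlation of 0.01 or estimated. The lists were the ISGs of Fig 3A and Fig 3B, the IFN pathway of Fig 4F, proliferation, ATF4 targets, p53 targets, type I IFN, editing enzymes, and markers of endothelial cells, leukocytes, fibroblasts and smooth muscle, and epithelium. Labels of Fig 3A that name no single gene were left out. Genes were named in the text when the study names them, when a list holds them, or when they are among the 5 largest rises or falls. Where all libraries of a group had at most 3 counts, the fold is a lower bound.

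Pairing by mouse was checked on the deviation of each library from its group mean, which correlated between CON and TM of the same mouse with r = 0.163 over genes. The labels come from the study, which took both cultures from the same mouse. On simulated data with 200 of 7899 genes changed 4-fold, edgeR called 146 (73%) with 7 false calls, and DESeq2 called 122 (61%) with 1 false call. On simulated sites, of which 2000 differed by 0.2, the rate difference of 0.05 called 1715 (85.8%) the right way and 71 the wrong way, and also 4418 (55.2%) of the unchanged sites. Fisher's exact test with adjustment called 638 (31.9%) and 15 (0.188%).

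Sites were taken at a depth of at least 5, at least 3 altered reads and a rate of 0.05 to 0.95. Alternatives were a depth of 10 or 20, 5 altered reads, a rate of 0.10 to 0.90 and a rate difference of 0.10. Others were sites listed in both libraries of a mouse, and a test on the reads of sites so listed. Mean rates were given bootstrap intervals over repeats (10000 resamples), and also computed over each library's own sites and weighted by reads. Repeats were also required to have 2 passing sites. High and low editing repeats were counted over SINEs, LTRs and LINEs, a restriction settled after seeing the values. Strict limits, the mean over all listed sites of a repeat, all repeat classes, and EC2 TM thinned over 20 draws were added after seeing the data. Work on sites used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The pathway analysis of the study, its RT-PCR, imaging and Sanger data and the mouse phenotypes were not analysed here. Some genes that the study names are not reported here.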

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

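The choices of test, threshold and alternatives were made before the deposited data were examined, except those named as added later, and no test in this part was chosen after its result was seen.

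ATF4 target genes, which the text of the paper does not discuss, were listed before the counts were seen but after reading the paper's Table S1, which holds some of them, so the list is not independent of these libraries. They had a median log2 fold change of 1.64 in TM over the 14 of 17 genes tested, and the same median with the 4 of these at the floor of CON set to their bounds. Of these 14, 8 were higher at an adjusted p of 0.05 or less by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes, 9 were higher when adjusted over the list alone, and none was lower. CPM with 2 counts added to each library rose in both mice for 14 of the 17. The set moved up by camera (p = 1.27e-07) and by fry (p = 0.0225), but not with an estimated correlation (p = 0.0832). A change in overlapping genes on the opposite strand is argued against, since members without an exon of another gene on the opposite strand had a median of 3.32 (2.20 with genes at the floor set to their bounds). Read depth at exonic sites, scaled by library, rose in both mice in 8 of the 9 members compared, of which 2 were among those called higher. A stress response of ECs without ADAR1 may explain the rise. A stress response to TM itself may explain it too, and the design holds no TM-treated culture with an intact gene to test that.

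Depth at exons 2 to 11 of Adar, outside the deleted part, was 4.40 times higher per read in EC1 TM than in EC1 CON and 3.83 times higher in EC2, although the gene was targeted. The paper describes these exons as unaffected. At exons 12 to 14 the depth in EC2 TM was 0.268 times that in EC2 CON, and EC1 TM listed no site, where depth is unknown. Transcription of the exons outside the deletion may thus explain the higher Adar count, but no value links those counts to these exons, and part of Adar overlaps an exon of Chrnb2 on the opposite strand. Exchanged labels are argued against in EC2 by the lower depth at exons 12 to 14 in TM, which was not measured in EC1. In EC1 they are argued against by the first principal component. There EC1 TM (36.6) lay with EC2 TM (35.3), and EC1 CON (-34.7) with EC2 CON (-37.3). The mean editing rate in SINEs also fell from CON to TM in both mice, by 0.0694 in EC1 and 0.0577 in EC2. A difference in library size is removed by scaling to reads. A higher transcription of the remaining gene with the IFN response may explain the rise, which was not tested.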

How the results depend on the processing

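Thinning of EC2 TM, strict limits, all listed sites and all repeat classes were chosen only after the results were seen. The cause of a change was not tested unless a cause is named.

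Differentially expressed genes numbered 362 with DESeq2 (128 lower), 1184 with the mouse as a replicate block in edgeR (600 higher, 584 lower) and 401 with that block in DESeq2 (225 higher, 176 lower), against 612. The share of higher genes was 56.7%, and 64.6% with DESeq2. The mouse as a block brought Irf7 and Mki67 past the threshold in edgeR and changed the call of no other gene reported here. With that block in DESeq2, 9 of 33 genes lost their call (Adar, Ifit3b, Oasl2, Mx2, Cd274, 4933433H22Rik, Apaf1, Nfatc1 and Camk4), and under DESeq2 without it 3 of 43 did (Adar, Xaf1 and Ephb1). Both totals include genes without a call in the main test, such as Irf7 and Irf3, so the share of called genes lost is larger. The genes that lost their call kept their direction.

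The ATF4 set test did not pass with an estimated correlation (p = 0.0832). By limma's camera test at an inter-gene correlation of 0.01, the proliferation set moved up instead of down without a filter on low counts (p = 0.506), and the p53 set moved down instead of up with at least 10 counts in every library (p = 0.890), none of which passed. Leaving out 1 library at a time, the median change in log2 CPM lay from -0.32 to 0.057 for proliferation, from 1.30 to 1.76 for ATF4 targets, from -0.14 to 0.16 for p53 targets and from 3.01 to 3.72 for the ISG panel. Without TM replicate 1 the direction changed for proliferation, p53 (0.16) and Flna (from -0.26 to 0.24 over the 4 libraries left out). It changed for Irf3 without CON replicate 1 (from -0.23 to 0.11) and for Sppl2a without CON replicate 2 (from -0.48 to 0.061).

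Sites per library were 4944, 3976, 4316 and 5449 at a depth of 20 and 6448, 5312, 5994 and 7256 with 5 altered reads, in the order EC1 CON, EC1 TM, EC2 CON and EC2 TM. For CON > TM, sites listed in both libraries numbered 4012 in EC1. The test on reads gave 82 in EC1, 227 in EC2 and 49 shared, a depth of 10 gave 4093 in EC2, a depth of 20 gave 2633, 2287 and 785, and a rate difference of 0.10 left 1094 shared. For CON < TM, sites listed in both numbered 2688, 2743 and 499 shared. The test on reads gave 6, 6 and 1 shared, a depth of 10 gave 2983, 3642 and 609, a depth of 20 gave 1477, 1912 and 310, and a rate difference of 0.10 left 619 shared. Under the test on reads the difference in share between both groups was 79.6 percentage points for repeats and 77.6 for 3′ UTRs and did not pass, with 50 shared sites in all, and the odds ratio had no finite value.

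The difference in mean rate between CON and TM over each library's own sites was -0.0102 for SINEs in EC1 and 0.0128 in EC2, -0.0120 for LTRs in EC1 and -0.0329 for LINEs in EC1. Over sites listed in both it was 0.0188 and 0.0513 for LTRs, and 0.0308 for LINEs in EC2. Weighted by reads it was -0.0137 and -0.00226 for LTRs and 0.0366 for LINEs in EC2. With EC2 TM thinned it was 0.0426 for LTRs and 0.0139 for LINEs. Outside repeats in EC2 it was -0.0027 and became 0.0138 over sites listed in both, 0.0223 over own sites, 0.0268 weighted by reads and 0.0015 at a depth of 10. The mean over both mice in LINEs was -0.00452, and 0.0195 without replicate 2 and -0.0286 without replicate 1.

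High editing RRs with at least 2 passing sites were 679 in EC1, 540 in EC2 and 228 shared, and low ones 212, 275 and 35. Over sites listed in both they were 1127, 829 and 268 high and 404, 461 and 32 low, and at a depth of 10 the low ones in EC1 were 663. High minus low LTRs became 15 with at least 2 sites, 14 over sites listed in both and 1 over all listed sites, against -2. LINEs were 12 high and 12 low at a depth of 10.

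Among results that answer a comparison, 161 of 232 values under other settings stayed the same, 5 were weaker, 2 stronger, 51 moved and 13 reversed. Among single genes and shares, 222 of 294 stayed the same, 12 were weaker, 4 stronger, 52 moved and 4 reversed. At the exonic Flna site, the nearest listed site lay in the intron, so a library without the site was not counted as 0 there. The replicate block in DESeq2 gave no value for the epithelium list.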

Differences from the paper's values

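The number of differentially expressed genes was 612 against the paper's 365, and of these 265 were lower in TM against the paper's 129. Among the alternatives set before the data were examined, DESeq2 (the authors' tool) gave 362 and 128, and DESeq2 with the mouse as a replicate block gave 401 and 176, both within 1.5 times the paper's values. With at least 10 counts in every library the total of 506 was within that range and the 244 lower genes were not. The replicate block in edgeR (1184 and 584), no filter on low counts (636 and 250) and the fold limit of 1.5 did not close the gap.

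With rate limits taken as strict and compared as floating-point numbers, which was chosen after seeing the values, the sites per library were the paper's 11955, 9475, 10624 and 12210, those with CON > TM in EC1 the paper's 6915, those with CON < TM the paper's 4539 and 5533, and the shared ones the paper's 1773 and 942. For CON > TM in EC2 the text of the paper gives 5171, and the values here were 6193 and, with strict limits, 6171. With the mean rate over all listed sites of a repeat, also chosen after seeing the values, high editing RRs were 2188 and 1416 against the paper's 2188 and 1417, with 467 shared as in the paper. Under the same setting the shared SINEs were 404 high and 78 low, against about 400 and about 76 in Fig 7F, read by eye.

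The paper states that exons 12 to 15 of ADAR1 were removed from the RNA. In the 15-exon transcript used here, the depth at exon 15 was 422 reads in EC1 TM against 99 in EC1 CON. The paper states that transcription of the other parts of the gene was not affected, and the depth per read at exons 2 to 11 was 4.40 and 3.83 times higher in TM. The paper states that the mean rate fell in SINEs and not in the other classes, and in LTRs of EC1 it fell by 0.0344 with an interval that left out 0. High and low editing LTRs were 26 and 11 with at least 2 passing sites per repeat. The paper states that they were similar in number, which held without that requirement, at 42 and 44. It names B1 as the SINE group with the greatest difference, which held as a difference in number (236), while the ratio of high to low was 6.13 for B1 and 6.33 for B4. Its Table S1 lists 365 genes, of which edgeR called 343 and DESeq2 called 362.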

Other observations

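Tests on sites counted as rate 0, on the neighbouring bases of sites higher in TM, and on called genes whose own and opposite depth part ways were chosen only after the result was seen.

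Most reads were counted on no gene. Reads from introns of a depleted library are argued against as the whole cause, since in genes without an exon of another gene on the opposite strand the median count was at most 0.316% of the read pairs that the exonic depth implied. The count followed the depth of the opposite gene more closely than that of the own gene, by a difference in rank correlation of at least 0.211 in the 4 libraries. Reads may thus have been counted on the strand opposite to the transcript. The counts on genes then rest on a small part of the reads, and no biological explanation was tested.

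Of the called genes, 43.8% have an exon of another gene on the opposite strand, against 41.8% of the others (Fisher's exact test, p = 0.348). Overlap can affect the counts of both groups alike, so equal shares cannot decide on opposite genes as a source of calls. In the 22 called genes with such an exon that could be compared, the sign of the count change matched the opposite gene in 20 and the own gene in 15. Where the mean depth over the mice of a called gene and of its opposite gene changed in different directions, the count followed the opposite gene in 7 of 9 (exact binomial test, p = 0.18), so a change in an overlapping gene on the opposite strand cannot be told apart from a change in the gene itself for called genes with such an exon. In called genes without one, the sign of the mean depth change over the mice matched that of the count in 139 of 153.

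For the ISGs, 11 of the 13 risen genes of the panel have no exon on the opposite strand, and listed exonic sites of the panel rose from 85 to 1013 in EC1 and from 89 to 1079 in EC2. Depth at exonic sites, scaled by library, rose in both mice in 3 of the 5 panel genes with enough sites, and in 2 of the 3 of these that were called higher. Ifi27, with no exon on the opposite strand, had a higher count (log2 fold change 2.08) while its exonic depth fell in both mice, from 269 to 139 and from 427 to 143 reads. More leukocytes in the TM cultures are argued against, as 9 of 10 leukocyte genes had fewer than 5 listed exonic sites in every library, and Ptprc had 0. The higher ISGs may therefore be a response of the ECs, as a hypothesis from 2 mice. By limma's camera test at an inter-gene correlation of 0.01, the leukocyte list (median log2 fold change -0.13, p = 0.918), the endothelial list (-0.13, p = 0.593), the fibroblast and smooth muscle list (-0.02, p = 0.831) and the epithelium list (-0.38, p = 0.496) did not pass. Of the ISGs of Fig 3B, 5 of 7 were tested and all 5 were higher (median 4.72, and 4.22 with genes at the floor of CON set to their bounds). Of the type I IFN genes, 0 of 15 were tested and 14 had at most 3 counts in every library.

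By limma's camera test at an inter-gene correlation of 0.01, the proliferation list had a median log2 fold change of -0.18 over 6 of 20 genes (p = 0.459) and the p53 list of -0.03 over 13 (p = 0.793). Mki67, the gene of the Ki-67 marker, was lower in both mice without passing (log2 fold change -0.92, standard error 0.30, edgeR, adjusted p = 0.0572). It passed with the mouse as a replicate block in edgeR (-0.94) and with at least 10 counts in every library (-0.89). The scaled exonic depth of Mki67 fell in both mice, by log2 changes of -1.04 and -0.86. Of the editing enzymes 2 of 3 were tested. Adar was higher, and Adarb1 had a log2 fold change of -0.95 (edgeR, adjusted p = 0.267). The exonic depth of Adarb1, with no exon on the opposite strand, fell from 188 to 50 reads in EC1 and from 215 to 125 in EC2.

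EC2 TM listed more sites than EC2 CON. After thinning to the reads of EC2 CON it kept 8736 against 10641, so more reads are a candidate explanation. Sites of a rate over 0.95, which the mouse carries, were missing from the other library of the mouse in 0.421% at a depth of 20 to 50 and in 17.7% at 1000 reads or more. Sites may thus have been dropped at high depth in variant calling. The exonic Flna site missing from EC2 TM had 1115 reads in EC2 CON.

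The lower rate in SINEs was not due to rates set to 0 alone, since over sites listed in both libraries of a mouse it fell by at least 0.0564. A change in the rates of all listed sites is argued against, as SINEs fell by at least 0.0543 more than sites outside repeats. A lower editing by ADAR1 may explain it, as a hypothesis.

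For sites with a higher rate in TM in both mice, the odds ratio of 1.81 outside repeats for going the same way does not decide on chance differences, since the excess over independent mice is the same number of sites in both directions by construction, and the explanations cannot be told apart by it. Of the exonic ones, 25.9% (21 of 81) had a G before the edited A, against 6.24% (30 of 481) of those higher in CON and 25.5% of all A in these transcripts. They may therefore hold many sites that ADAR1 does not edit. Variants that both mice carry remain open.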
